# Interaction of the La-related protein Slf1 with colliding ribosomes maintains translation of oxidative-stress responsive mRNAs

**DOI:** 10.1093/nar/gkad272

**Published:** 2023-04-18

**Authors:** Martin D Jennings, Priya Srivastava, Christopher J Kershaw, David Talavera, Christopher M Grant, Graham D Pavitt

## Abstract

In response to oxidative stress cells reprogram gene expression to enhance levels of antioxidant enzymes and promote survival. In *Saccharomyces cerevisiae* the polysome-interacting La-related proteins (LARPs) Slf1 and Sro9 aid adaptation of protein synthesis during stress by undetermined means. To gain insight in their mechanisms of action in stress responses, we determined LARP mRNA binding positions in stressed and unstressed cells. Both proteins bind within coding regions of stress-regulated antioxidant enzyme and other highly translated mRNAs in both optimal and stressed conditions. LARP interaction sites are framed and enriched with ribosome footprints suggesting ribosome–LARP–mRNA complexes are identified. Although stress-induced translation of antioxidant enzyme mRNAs is attenuated in *slf1*Δ, these mRNAs remain on polysomes. Focusing further on Slf1, we find it binds to both monosomes and disomes following RNase treatment. *slf1*Δ reduces disome enrichment during stress and alters programmed ribosome frameshifting rates. We propose that Slf1 is a ribosome-associated translational modulator that stabilises stalled/collided ribosomes, prevents ribosome frameshifting and so promotes translation of a set of highly-translated mRNAs that together facilitate cell survival and adaptation to stress.

## INTRODUCTION

Cells sense and respond rapidly to changes in their internal and external environments. Reactive oxygen species can be generated internally by aerobic respiration, or by external agents, such as hydrogen peroxide (hereafter peroxide). As oxidative damage to cellular components can cause cell death, organisms have evolved adaptive responses to oxidative stress, which include reprogramming both transcription and translation (1,2). *Saccharomyces cerevisiae* is an important model system to study these responses (2). Transcriptional control in response to peroxide is well-described and mediated largely by coordinated upregulation of antioxidant mRNAs that are targets of the transcriptional activator Yap1, accompanied by down-regulation of ribosomal protein mRNAs that reduce ribosome synthesis (3). At the same time there is a global reduction in protein synthesis. In common with mammalian cell responses to stress, yeast cells exposed to peroxide regulate both protein synthesis initiation and elongation. Initiation control acts via enhanced phosphorylation of the translation factor eIF2 (1). This is mediated by the sole eIF2 kinase Gcn2 and reduces rates of translation initiation globally while enabling some translation to continue as part of an integrated stress response (ISR), described below. Translation elongation is slowed in multiple ways which leads to increased ribosome stalls and collisions. For example, ribosome profiling has shown that ribosomes stall preferentially at proline codons in response to peroxide (4). In addition elongation factor eEF2 is phosphorylated during oxidative stress (4), which together correlate with earlier ribosome transit time measurements showing translation elongation slows even in the absence of Gcn2 (1). Additionally, a fraction of ribosomal proteins are ubiquitinated at multiple modification sites during stress which may further contribute to the observed slowed elongation rates (5,6). Finally, elongation inhibition may be directly coupled to initiation control as the Gcn2 activator protein Gcn1 was found to bind to stalled/collided ribosomes, called disomes (7). Reducing initiation rates when elongation is stalled should limit further accumulation of stalled/collided ribosomes which may otherwise activate ribosome associated quality control (RQC) pathways that can lead to mRNA decay and promote removal of stalled ribosomes (8).

The repressive mechanisms described above do not explain how antioxidant protein mRNAs, that are transcriptionally enhanced during stress overcome global inhibition of translation. One translational control mechanism is via altered translation of short upstream open reading frames (uORFs) that promote translation of regulated mRNAs during times of stress. *GCN4* in yeast and mammalian *ATF4* exemplify this mechanism, which is known as general amino acid control, and the ISR in yeast and mammals respectively (9,10). However many yeast mRNAs that are translationally active during peroxide stress lack uORFs (11), implying that other mechanisms operate to ensure these mRNAs are translated. Even where uORFs are present to enhance ribosome recruitment, this does not explain how translation elongation blocks are overcome. It was shown that deletion of either one of the yeast La-related proteins (LARPs) Slf1 or Sro9 confers enhanced cell sensitivity to peroxide, with loss of Slf1 conferring acute sensitivity. Further experiments, summarised below, implicate Slf1 as a positive regulator of the oxidative stress translational control response that promotes translation of stress response mRNAs (12).

LARPs are a family of RNA-binding proteins implicated in both translational control and disease (13,14). Each bears a La motif (LaM) necessary for RNA-binding and most contain additional domains not shared with the yeast counterparts. Human LARP1 confers negative regulation of mRNA translation, via binding of its DM15 domain to a class of mRNAs that possess a common 5′ terminal oligopyrimidine sequence (5′TOP) (15). 5′TOP mRNAs include translation factors and ribosomal proteins, and the LARP1 DM15 binds to down-regulate expression of these mRNAs during stress (16,17). In addition, LARP1 has been found to bind within the ORFs of other mRNAs (18). LARP1 has been associated with repressed mRNAs (19), as well as promoting translation of targets (20), and it is dysregulated during cancer (21). These findings suggest that LARP1 is a multifunctional protein with both activating and repressing roles that are not yet fully explained (22). The simpler domain structure of the yeast LARPs provides an opportunity to unravel a core role of the LaM. Both yeast LARPs, Slf1 and Sro9, are broadly homologous to each other over their entire lengths and, in addition to their shared LaM, possess amino-terminal regions implicated in ribosome binding (Supplementary Figure S1A). Both proteins are polysome-bound and remain so during acute oxidative stress (23,24). Polysome profiles of *slf1Δ* cells showed acute sensitivity to peroxide as ribosome run-off was enhanced (24). RNA immuno precipitation and microarrays (25) or RNA-sequencing (RIP-seq) (24) identified that Slf1 target RNAs include the transcriptionally induced antioxidant enzymes, while complementary whole-cell proteomics mass spectrometry showed that the stress-induced translation of antioxidant enzymes was significantly attenuated in *slf1Δ* cells (24). Together these results suggested an active role for Slf1 binding to ribosomes and promoting the translation of mRNAs needed for the normal cellular response to oxidative stress, but did not provide clues to the mechanism.

Here, we determined the RNA-binding patterns of the yeast LARPs by performing PAR-CLIP for Slf1 and Sro9 in exponentially growing cells and during the initial acute phase of oxidative stress when translation initiation is attenuated. We find that both factors bind within ORFs of an overlapping set of actively translated mRNAs including stress-response mRNAs transcriptionally induced by stress. The binding sites are typically framed similar to ribosome footprints and are enriched towards ORF 3′ ends. Meta-analyses of both ribosome 80S and disome footprints indicates that the LARP-bound sites are enriched with a significant fraction of both ribosomes and disomes. Although *slf1Δ* cells fail to induce antioxidant protein levels, ribosome engagement with target mRNAs is maintained, suggesting ribosomes initiate but may stall and then fail to complete protein synthesis. Ribosome-associated quality control (RQC) is responsible for recognizing, disassembling, and recycling stalled/collided ribosomes (8,26). The RQC factor Hel2 is enriched on the yeast LARP-targeted mRNAs with a similar enrichment towards ORF 3′ ends. We found that Slf1 is enriched on disomes and that the increase in disome abundance following stress is altered in an *slf1*Δ strain similarly to that seen for cells lacking RQC factors Hel2 or Mbf1. As Mbf1 acts to prevent ribosome frameshifting at stalling sequences, we assessed whether Slf1 modulates programmed ribosome frameshifting and found that it does help maintain ribosomes in the 0 frame. Together these data suggest a model whereby the LARPs interact with a sub-set of ribosomes on highly translated mRNAs and that Slf1 can enhance disome stability and ensure stalled ribosomes maintain their correct reading frame. Together these actions promote the synthesis of proteins, including antioxidant enzymes, needed for a timely response to oxidative stress.

## MATERIALS AND METHODS

### Biological resources

*Yeast strains*: Strain genotypes and sources are listed in Supplementary Table S7. All strains are derived from BY4741 (*MAT***a**). TAP-tagged strains used for PAR-CLIP (GP5991, GP6482 and GP6797) bear C-terminal tags integrated into the genome at the natural locus under their own promoters, as used previously (12,24). Except where indicated deletions used were KanMX4 gene replacements of the entire ORF.

CRISPR/Cas9 mediated deletion of the *SLF1* ORF was achieved by co-transformation pAV2713 (Supplementary Table S8) and the deletion repair oligo (Supplementary Table S9). Transformants were selected on SC–leucine medium. Deletions were confirmed by genomic extraction and PCR with *SLF1* up and down oligos (Supplementary Table S8) followed by Sanger sequencing. Other strains were made by transformation using plasmids (Supplementary Table S8) following standard transformation procedures.

*Plasmid construct generation*: Cas9 gRNA plasmid pAV2713 was generated as per Anand et al (27). Oligonucleotides (Supplementary Table S9) were designed to a Cas9 PAM site using the ATUM tool (https://www.atum.bio/eCommerce/cas9/input) with the setting Cas9 WT, NGG PAM. GTTTT was added to 3′ end of the forward oligo and GATCA to 3′ end of the reverse oligo Slf1_CRISPR_F + Slf1_CRISPR_R respectively (Supplementary Table S9). Oligos were combined at 25 μM and annealed by heating to 95°C for 5 min in 20 μl (1× ligase buffer in 10 mM Tris 1 mM EDTA) then cooling to room temperature. The annealed duplex was then ligated into the BplI site of bRA90 (27) (Supplementary Table S8). Correct insertion was confirmed by PCR using the CRISPR forward oligo with an AmpR primer (Supplementary Table S9).

### PAR-CLIP sample preparation

Duplicate samples of strains GP5991, GP6482 and GP6797 (Supplementary Table S7) were grown in 2 l SC-U-H + 2% glucose + 100 μM 4-thiouracil (4TU) to OD 0.3. An additional 900 μM 4TU was then added and cells were grown for a further 2 hours. During the final 15 minutes, treated samples were stressed with addition of 0.4 mM H_2_O_2_. Cells were pelleted by centrifugation and resuspended in 50 ml ice-cold SC + 3% glucose + double concentration amino acid supplement. Cells were spread out at a depth of 1 cm in a culture dish and cross-linked on ice at 365 nM with 12 J/cm^2^. Cells were then pelleted again, frozen and ground under liquid Nitrogen in a cryogenic mill. Ground cells were resuspended in IP 1× buffer (30 mM HEPES pH7.5, 100 mM KCl, 10% glycerol + protease inhibitors) and clarified at 20 000 × g. RNA and DNA was initially trimmed by addition of 40 U of DNase and RNase T1 to a final concentration of 1U/ μl and incubating at 22°C for 15 min with mixing.

Lysate was bound to 100 μl Dynabeads Pan Mouse IgG (Thermo Fisher Scientific) for 30 min at room temperature. Beads were washed 3 times with 1 ml high salt wash buffer (30 mM HEPES pH7.5, 1M NaCl, 10% glycerol, 0.5% NP-40) then resuspended in 20 μl IP buffer + 50 U/μl RNase T1 and incubated at 22°C for 15 min before placing on ice. An additional three washes in high salt wash buffer were performed followed by a 1 ml wash in 1× Cutsmart buffer (NEB). Crosslinked RNA was dephosphorylated by resuspending the beads in 50 μl Cutsmart buffer with 0.5 U/μl CIP (NEB) and incubating at 37°C for 30 min with mixing. Beads were then washed twice with 500 μl 1× PNK buffer (NEB) then radiolabeled in 20 μl PNK buffer + 1 μl [γ-^32^P]ATP (0.5 μCi/μl final) (Perkin Elmer) + 1 U/μl T4 polynucleotide kinase (NEB) + 0.5 μl SUPERase.In (Thermo Fisher Scientific) at 37°C for 15 min before addition of a further 2 μl 10 mM ATP and further incubation for 10 min. Beads were then further washed 5 times with 1 ml PNK buffer without DTT (70 mM Tris–HCl pH 7.6, 10 mM MgCl_2_) then 25 μl (2 × NUPAGE + 1× NuPAGE sample reducing agent, Thermo Fisher Scientific) was added and samples were heated at 75°C for 10 min.

Crosslinked RBP complexes were separated on a 4–12% NU-PAGE bis-tris gel in 1× MOPS with 0.5 ml NuPAGE antioxidant in the upper chamber (0.5 ml in 200 ml, Thermo Fisher Scientific NP0005) at 4°C. Gels were transferred to Protran nitrocellulose in 1× NuPAGE transfer buffer with 10% methanol and 1 ml NuPAGE antioxidant. Radiolabelled RBP complexes were visualised by exposure to film overnight at –80°C. Correct sized bands were excised. RNA was isolated from nitrocellulose by incubation with 4 mg/ml proteinase K in 500 μl PK buffer (100 mM Tris pH 7.5, 50 mM NaCl, 10 mM EDTA) for 20 min at 37°C with mixing. A further 500 μl 7 M urea in PK buffer was added and samples were further incubated for 20 min at 37°C. RNA was then extracted with 1 ml phenol:chloroform:isoamyl alcohol (25:24:1)—pH 6.6 followed by ethanol precipitation. To prepare libraries, the TruSeq Small RNA Library Prep Kit (set A, Illumina) was used. Sample integrity was confirmed with a bioanalyzer (DNA 1000 kit – Agilent) before sequencing (Illumina HiSeq 4000 for Sro9/Slf1 samples, Illumina MiniSeq for Puf3).

### PAR-CLIP read processing

Details of the software versions used and their sources are given in Supplementary Table S10. Reads were trimmed using Trim Galore for the adaptor sequence (TGGAATTCTCGG) and TruSeq STP solution (CCACGTTCCCGTGG) using Trim Galore! Reads longer than 10 nt were mapped to *Saccharomyces cerevisiae* S288C reference genome R64-1-1 (sacCer3) using Bowtie with for settings -n 2 -v 2 -m 10 – best – strata. Sequencing read processing details for Slf1 and Sro9 are summarised in Supplementary Tables S1 and S2, Puf3 is in Supplementary Figure S2A.

PAR-CLIP binding sites were identified using PARalyzer (28) (v 1.5) with default settings except for the following: minimum read count per group = 5, minimum read count per cluster = 2, minimum read depth at a location to make a kernel density estimate = 5, minimum cluster size = 11 nt, minimum T-C conversion count for clusters = 2, minimum read length = 13 nt. Large clusters (>100bp) were filtered out to remove large spans of overlapping binding sites or rRNA contamination. Clusters were then matched to a BED file of features from Saccharomyces Genome Database (yeastgenome.org). Individual binding sites were defined as clusters of ≥5 overlapping sequencing reads of ≥13 nt with ≥2 T–C conversions per cluster and each binding site is ≥11 and ≤100 nt long. RNAs with at least one binding site were defined as targets.

### PAR-CLIP analysis

UTR lengths were compiled from several prior transcriptomics studies (29–33). The longest common variant was selected. tRNA-adaptation index (tAI) was from (34). Total RNA-Seq generated here (Supplementary Table S4) was used for mRNA abundance calculations. Ribosome profiling data were taken from (4). Translation initiation efficiency from (35). PARS data are from (36).

Motif discovery was done using DREME or MEME (37) using either a shuffled control set, conserving dinucleotide frequencies (DREME) or using a discriminative mode against non-targets (MEME). In each case default settings were used. The E-value quoted in the figure legend is the enrichment *P*-value times the number of candidate motifs tested.

For meta-analysis and comparison to ribosome profiling, single nucleotide mode binding positions from PARalyzer used the ModeLocation tool (ModeLocation = coordinate of the location with the highest signal/(signal + background) value). PAR-CLIP enrichments were calculated similarly to TE calculations for ribosome footprinting experiments: firstly, the total number of reads for a transcript from PARalyzer cluster analysis was divided by the sum-total PARalyser PAR-CLIP reads for that sample (to give reads per million). This was then divided by the coding sequence length in kb (to give reads per million per kb, rpkm). Enrichment is then calculated by dividing this rpkm for PAR-CLIP by the similar calculated rpkm from total RNA.

### Functional analysis

Functional analysis was performed using PANTHER (38) against a background of transcripts seen across all total samples using a statistical overrepresentation test for the Panther GO-Slim Molecular Function annotation data set. Multiple-testing correction was performed using a false discovery rate calculated using the Benjamini–Hochberg procedure (39).

### Total mRNA extraction

100 ml untagged or TAP-tagged cultures were grown to exponential phase (OD = 0.6) then split and half were treated for 15 min with 0.4 mM H_2_O_2_. This was performed in duplicate. RNA was extracted using 1 ml TRIzol (standard protocol - Thermo Fisher Scientific) and depleted for rRNA using Ribozero (Illumina). rRNA depletion and sample quality was assessed using a TapeStation (Agilent). Libraries were prepared using TruSeq stranded mRNA kit (Illumina) before sequencing on a Illumina HiSeq 4000. Reads were trimmed for the adaptors using TrimGalore and mapped to the R64-1-1 S288C sacCer3 Genome Assembly using Bowtie with standard settings. Mapped reads were counted using featureCounts. Differential expression was performed using DESeq2.

### mRNA polysome to monosome ratio analysis

Triplicate cell samples were grown and polysome fractionated as per (12) pooling fractions 4–8 (monosome) and 10–15 (polysome). Polysome vs monosomal enrichment of reads was performed using DESeq2 (supplementary Tables S5 and S6).

### Ribosome profiling analysis

Monosomal reads were taken from Wu *et al.* (4), (GSM3168396 and GSM3168403). Reads were trimmed with Cutadapt as per original study (NNNNNNCACTCGGGCACCAAGGA removed from 3′ and NNNN from 5′). Disome reads (40) (GSM4127880, GSM4127882, GSM4127886) were trimmed with Cutadapt using automatic settings. Reads were mapped to a non-coding and rRNA transcriptome then unmapped reads longer than 15 were mapped to the *Saccharomyces cerevisiae* S288C reference genome R64-1-1 (SacCer3). Monosome mapped reads were split into 20–22 nt reads (short footprints) and 28–30 nt (standard footprints). Disome reads were filtered for 57–63 nt reads.

Mapped reads were visualised using Integrative Genomics Viewer (IGV) (41). ORF mapped reads were then analyzed using geneBody_coverage.py using custom BED files comprising either all yeast ORF sequences (from www.yeastgenome.org), BED files of Slf1 or Sro9 target ORFs, or single nt position defined as the Slf1/Sro9 binding site mode (where mode = coordinate of the location with the highest signal/(signal + background) value ± upstream and downstream 100–500 bp. For analyzing ribosome density (TE), ribosome protected fragment read counts were normalised to rpkm values generated in this study (either stressed or unstressed as applicable).

### LacZ assay

YRE-LacZ assay was performed using strains GP7429, GP7431 and GP7433 as per (42). A minimum of three biological repeats were carried out for each strain.

### Serial dilution growth assays

Strains were grown from a starter culture until exponential growth phase (*A*_600_ = 0.6–0.7) then diluted to an OD of 0.1 and serially diluted in liquid medium. 2 μl each culture dilution was spotted onto solid medium ± hydrogen peroxide or copper sulphate. A minimum of three repeats were carried out for each strain.

### Protein expression analysis

Yeast (50 ml) were grown to OD = 0.4 before cultures were split and half were treated with 0.4 mM H_2_O_2_, cells were grown for 1–2 h. 10 OD units of culture were harvested by centrifugation, washed with 1 ml 10% TCA then resuspended in 200 μl TCA. 200 μl glass beads were added and cells were vortexed for 45 s at 4°C. A further 200 μl TCA was added and cells were vortexed again. Proteins were pelleted by centrifugation (10 min 16 000 × g 4°C), washed twice with 400 μl acetone, resuspended in 140 μl 100 mM Tris + 50 μl LDS sample buffer (Thermo Fisher Scientific) + 10 μl 2-mercaptoethanol and boiled at 95°C for 5 min. Proteins were then analyzed by SDS-PAGE and western blot. Quantification was done relative to WT untreated and normalised to a loading control for three replicates. For eIF2α-Phosphorylation determination, Pierce Protease and Phosphatase Inhibitor Mini Tab (ThermoFisher scientific) was added during the lysis of log phase yeast cells (at time = 0 and 15 min after addition of 0.8 mM H_2_O_2_).

### SDS-PAGE and western blot

Protein separation was performed using either 4–12% Bis–Tris or 10–20% Tris-glycine gels. Gels were transferred to Protran nitrocellulose (Sigma) and probed with either custom antibodies or commercial primary antibodies followed by Licor secondary antibodies. Westerns were developed and quantified using a LI-COR Odyssey® CLx Imaging System. Where indicated, Revert™ 700 Total Protein Stain Kit for Western Blot Normalization (Li-Cor Biosciences) was used.

### eIF4E-TAP immunoprecipitation

Two liters GP6001, GP5997 and GP8120 were grown in triplicate to an OD of 0.6 in SCD media then split into 2 × 1 l flasks. One of these was treated with 0.4 mM hydrogen peroxide. After 15 min further growth, cells were harvested by centrifugations, frozen and ground under liquid Nitrogen in a cryogenic mill. Ground cells were resuspended in 1 ml IP buffer (30 mM HEPES pH7.5, 100 mM KCl, 10% glycerol + protease inhibitors) and clarified at 20 000 × g. 100 μl lysate was for sample inputs, the remainder was was bound to 300 μl Dynabeads Pan Mouse IgG (Thermo Fisher Scientific) for 30 min at room temperature. Beads were washed 5 times quickly with 1 ml IP buffer followed by two 1 ml washes (30 min at room temperature) with the addition of 0.5% NP-40. Beads were then resuspended in 275 μl IP buffer. 25 μl was boiled with sample loading buffer (2 min) for western-page analysis, the remainder was RNA extracted using 0.75 ml TRIzol™ LS Reagent (standard protocol) and depleted for rRNA using Ribozero (Illumina).

### Polysome fractionation

Cells grown in triplicate to an OD600 of 0.7 were crosslinked with 1 mg/ml cycloheximide (with and without oxidative stress (15 min incubation at 30°C with 0.4 mM H_2_O_2_). The pelleted cells were dissolved in lysis buffer (10 mM Tris pH 7.4; 10 mM MgCl_2_; 250 mM KCl; 25 mM EGTA; 1 mM DTT) and were vortexed with 700 μl chilled glass beads in a 15 ml culture tube circular base for 6–7 times in a slanting position for 40 seconds in the cold room, with 60 s intervals. After a rapid centrifugation (5000 × g), the cellular components, i.e. supernatant, were transferred to a microcentrifuge tube (Eppendorf), and was centrifuged briefly at 0°C, 13000 x g to remove any residual beads or cell debris.

*A*_260_ = 3 units of cell lysate was loaded onto a 12 ml 10–50% sucrose gradient in buffer (100 mM Tris Acetate pH 7.4, 700 mM Ammonium Acetate, 40 mM Magnesium Acetate, DEPC water) and in open-top polyallomer tubes (Seton Scientific) and ultracentrifuged at 4ºC for 2.5 h at 40 000 rpm in a Beckmann SW41 rotor. Following ultracentrifugation a total of five fractions were collected using a gradient fractionator (Isco Brandel). The *A*_254_ signals were collected with VI logger data logger software (National Instruments) and plotted as traces using MS excel. Fractions obtained from polysome profiling were subsequently processed for RNA analysis as described below.

### qPCR

RNA extraction using TRIzol. TRIzol reagent was added equal to half the volume of each fraction (polysome or IP or total soluble cell extract) along with chloroform to separate the aqueous phase containing RNA from rest cellular components in organic phase by centrifuging at 4°C for 15 min at 13 000 rpm. The RNA was precipitated with one volume of isopropanol, 4 μl glycoblue and spiked in Promega luciferase control RNA (2 ng Luc/1 ml fraction) at –80°C overnight and centrifuged next day for 15 min at 4°C at 13 200 rpm. The RNA pellet was washed with 100% ethanol and air dried at 37°C for 5 min. The RNA was resuspended in 20 μl Nuclease free water.

The extracted RNA was treated with RNase free DNase (Promega) to remove any DNA contamination, and the quality was assessed (Nanodrop ND8000 spectrophotometer). 0.5–1 μg of RNA was used to synthesis cDNA using ProtoScript® II First Strand cDNA Synthesis Kit (NEB) with the manufacturers protocol. The cDNA obtained was used in qPCR reactions with 300 mM gene-specific primers (Supplementary Table S9). CFX Connect Real-Time PCR Detection System was used to obtain Cq values of the samples and results were quantified using delta-delta Ct method with spiked in luciferase RNA as the control. The Pfaffl method was used to calculate primer-pair amplification efficiencies (43). Briefly, a cDNA 1:10 dilution series was used to construct a standard curve with at least four points, the first of which was an undiluted cDNA sample. The computed slope was then entered into the formula: efficiency% = (10^(–1/the slope value)^ – 1) × 100 to calculate the percentage of primer efficiency and the amplification factor used to adjust Ct values in qPCR analyses (see also: https://toptipbio.com/calculate-primer-efficiencies/). The mean% RNA per fraction ± sem (*n* = 3) was plotted to compare selected RNA migration following stress in WT and *slf1Δ* strains(44,45). A two-way ANOVA with a Tukey post hoc test was used to test whether differences in relative mRNA abundance in any fraction were due to (i) the strain: *slf1Δ* versus WT, (ii) the growth conditions: optimal versus stress or (iii) an interaction between strain and growth conditions. *P* < 0.05 was used as a cut-off for statistical significance.

### Disome profile analyses

Cell lysates were prepared using standard protocol (as above) in triplicate and RNase1 (2.5 U/*A*_260_) (Invitrogen) was added and lysates were incubated with agitation at 37°C for 30 min on a benchtop thermal incubator shaker (Thermofisher), before 1 μl RNase inhibitor (Invitrogen) was added. The treated lysate was layered on top of a 10–35% sucrose gradient and ultracentrifuged for 2.5 h at 40 000 rpm, 4°C in an SW41 rotor (Beckmann). *A*_260_ trace signals were captured with data logger software as described above. Fractions collected from disome profiling experiment with the *SLF1::TAP* strain were processed for protein analysis using western blotting. 750 μl Each fraction was treated with 40% TCA and precipitated overnight. Following centrifugation for 12 000 rpm for 15 min at 4°C. The supernatant was discarded, and the pellets were twice washed with cold acetone. After air drying pellets at room temperature for 20 min, they were resuspended in 2× loading dye (1 M Tris (not-pH adjusted)). After heating the samples at 95°C for 5 min, they were centrifuged briefly and the supernatant was collected, while any remaining contaminated pellets were discarded. The extracted proteins were run in Novex NuPAGE™ 4 to 12%, Bis–Tris Gels with 1× NuPAGE MOPS SDS Running Buffer using XCell SureLock System (Thermo Fischer) and transferred to nitrocellulose membrane. To visualise proteins in monosome and disome fractions, the membranes were incubated with primary antibodies (α-Prot-A for TAP tag, α-RPS3 followed by secondary rabbit antibodies (LI-COR). Signals were quantified using LI-COR software.

### Dual luciferase reporter (DLR) assays

Log phase yeast cells were harvested (unstressed and after 2 h of treatment with 0.8 mM H_2_O_2_), and total protein was extracted using the acid-washed glass bead method to obtain cell lysate in 1× ice-cold passive lysis buffer (PLB) (DLR Kit, Promega), supplemented with Pierce Protease Inhibitor Mini Tablets (Thermo Fisher Scientific). LAR II and Stop-and-Glo® Reagent were prepared using the DLR Kit and DLR assay was performed according to the manufacturer's instructions (Promega) using a GloMax 20/20 Luminometer (Promega). The measurements for each strain were taken in triplicate. Statistical analysis was done in GraphPad Prism (GraphPad Software). For each strain the ratio Fluc/Rluc was used to calculate the %readthrough for each stop codon reporter UAA, UAG and UGA normalised to the CAA codon reporter (46). Similar analyses were carried out to calculate % frameshift for all strains with the –1 and +1 reporter plasmids (47). DLR ratios were normalised to the ratio of the frame 0 reporter for the strain and condition.

### Reagents

All key reagents and product numbers are listed in Supplementary Table S10.

### Data availability/sequence data resources

Sequencing files are deposited with the GEO accession number GSE174707.

### Statistical analyses

The test type used, number of replicates and resulting significant *P* values are all given in the legend to each figure.

### Data availability/novel programs, software, algorithms

No novel software was generated as part of this study.

### Web sites/data base referencing

Websites and programs used in the manuscript are listed under specific methods above and in the key resources table (Supplementary Table S10).

## RESULTS

### Sro9 and slf1 bind within open reading frames of ribosomal protein and stress response genes

To investigate how Slf1 and Sro9 affect translation we performed Photoactivatable Ribonucleoside-enhanced Crosslinking and Immunoprecipitation (PAR-CLIP) experiments in both actively growing cells and following a short (15 min) oxidative stress (48). 

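PAR-CLIP feeds cells a photoreactive base, here 4-thiouracil, which is built into RNA, and ultraviolet light then crosslinks it to bound protein. A crosslinked base is read as C in place of T, so T–C conversions mark the contact. Each LARP carried a TAP tag, an affinity tag for purification, and the bound RNA was trimmed with RNase T1, a nuclease that cuts after G. Both LARPs were assayed in untreated cells and after 15 min in 0.4 mM H2O2, with 2 libraries per condition and 8 in all. The authors mapped the reads with Bowtie, keeping reads that fitted at most 10 places in the sacCer3 genome, and called clusters in each library with PARalyzer. The deposited tables list the position, mode (the position of highest signal), sequence, read count and T–C conversions of every cluster.

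For Sro9 the replicates held 6977 and 6814 clusters untreated and 9335 and 7657 after H2O2. For Slf1 they held 1088 and 1916 untreated and 1513 and 754 after H2O2. In the clusters kept by the filter below, reads numbered 890669 and 696145 for untreated Sro9 and 678206 and 700245 for Sro9 after H2O2. For Slf1 they numbered 424376 and 342238 untreated and 544490 and 345750 after H2O2. The paper's Supplementary Table S2 gives larger depths, from 4.5 M to 9.2 M mapped reads per library, and the values here use the reads in clusters. A cluster was kept as a binding site if it had at least 5 reads, at least 2 T–C conversions and a length of 11 to 100 nt, which left 6737 and 6505, 9022 and 7397, 1036 and 1825, and 1456 and 709 clusters in the same order. The median kept cluster was 27 to 34 nt long. Features hit in both libraries of a condition were retained, and sites of both libraries were taken together, with a new site opened where a mode lay at least 10 nt from the first mode of the site before it.

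The tables carry no feature names, so each site was placed on the reference annotation of the same genome build by the feature under its mode. Where the mode lay outside every gene, the RNA gene that the cluster overlapped most was used, a rule adopted after values had been seen. The annotation holds no UTRs, and the 200 nt after the stop codon and the 100 nt before the start codon stand for them. Shares are given with 95% Wilson intervals, which cover counting error only.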

In our approach (Figure 1A), unstressed or peroxide stressed strains bearing genome integrated Slf1-TAP or Sro9-TAP C-terminal tags were used. These cells behave like WT cells, preserving the major translational control response to oxidative stress via increased phosphorylation of eIF2α mediated by Gcn2 (Supplementary Figure S1B) (1). Duplicate cell cultures were grown for each condition in the presence of 4-thio uracil (4TU) and UV crosslinked prior to isolating the ribonucleoprotein complexes via the common TAP tag (Figure 1A). RNA trimming and cDNA conversion causes 4TU-G mismatch base pairing at the cross-linking site, that is observed following genome mapping of reads as a T-to-C conversion (Figure 1A). Binding sites for each protein were identified through clustering analysis (28). Non-cross-linked IP controls confirmed specificity of cross-linking for the tagged proteins (Supplementary Figure S1C). Sequencing was performed on total and PAR-CLIP RNA (sequencing read and processing information is summarised in Supplementary Tables S1 and S2). As an independent control, we performed parallel studies of the RNA binding protein Puf3 that has a well-defined set of target mRNAs (12,49) and consensus binding motif typically found within the 3′UTR (50). Our Puf3 PAR-CLIP analyses faithfully recapitulated previous findings showing that Puf3 PAR-CLIP sites (i) preferentially enrich 3′UTRs and overlap 3′ end of ORFs (Supplementary Figure S2A–D), and (ii) feature the expected Puf3 binding consensus sequence (Supplementary Figure S2E). These controls suggested our methods were suitable and appropriate.

**Figure 1.**
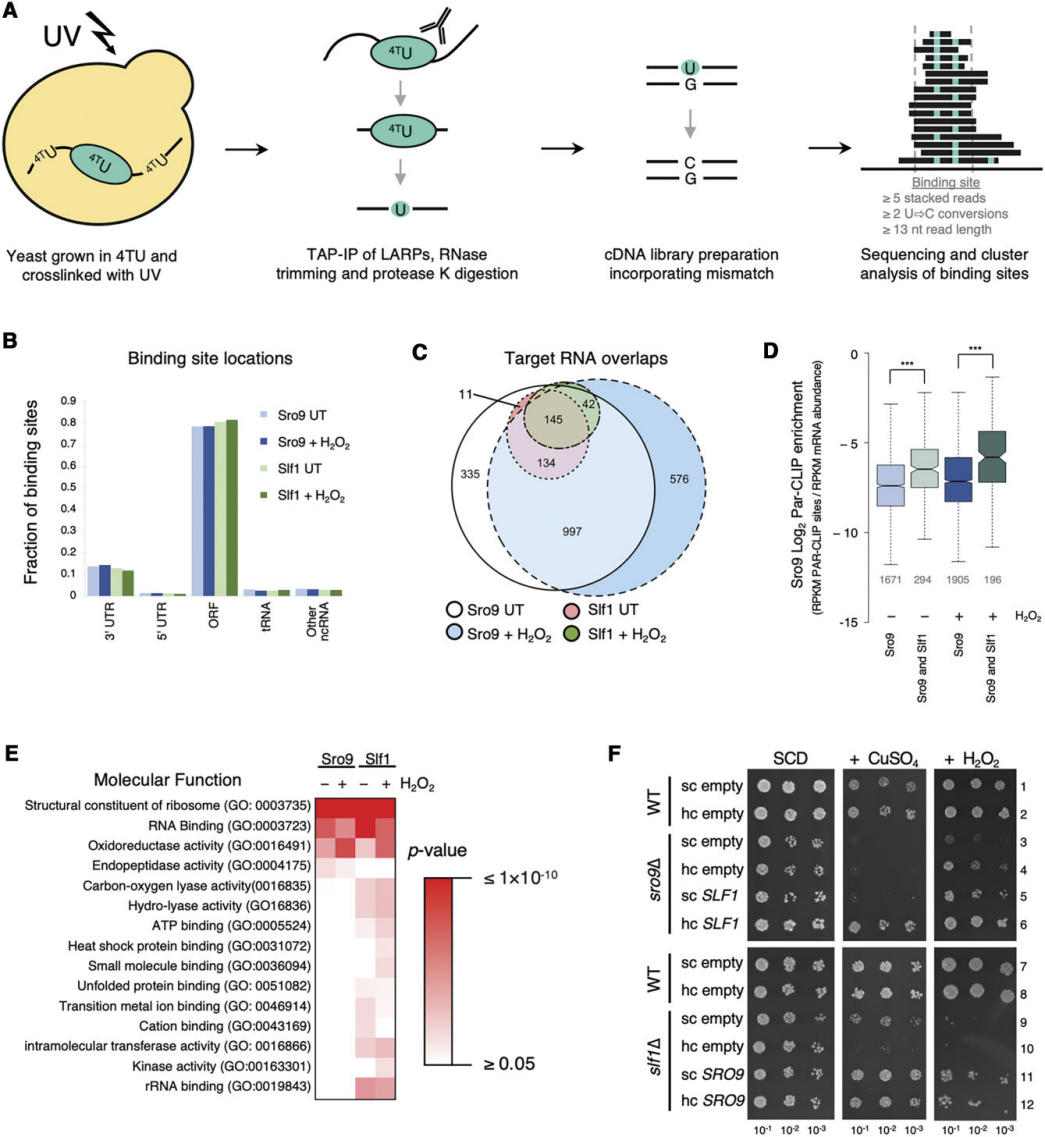
Sro9 and Slf1 bind in mRNA coding regions. (**A**) Overview of PAR-CLIP protocol. (**B**) Distribution of Sro9 and Slf1 PAR-CLIP binding sites from 0.4 mM H_2_O_2_ treated or untreated (UT) yeast. Other ncRNA includes CUT, SUT, ncRNA, snRNA, snoRNA and rRNA. Shades of blue and green are used for Sro9 and Slf1, respectively with darker shades for H_2_O_2_ treated. (**C**) Overlap between target mRNAs identified in PAR-CLIP studies, segment numbers >5 are indicated. (**D**) PAR-CLIP enrichment of Sro9 targets. Enrichment of PAR-CLIP rpkm/RNA-Seq rpkm for each mRNA in a group, comparing all Sro9 targets and the subset also bound by Slf1. Boxes extend from 25–75% of the data range with notches around median. The notches are ±1.58 × interquartile range(IQR)/sqrt(*n*) and represent the 95% confidence interval for each median. Whiskers extend to data points that are less than 1.5 x IQR away from 1st/3rd quartile. The number of mRNAs in each group is given below each plot (grey). *P*-values are Mann–Whitney test (*** left to right = 4.273e–15, < 2.2e–16). All Sro9 colouring as in panel B, Slf1 shared genes have lighter shaded boxes. (**E**) Functional categorization. Sro9 and Slf1 bound transcript Go-slim ‘Molecular Function’ over-enriched terms either in the absence (−) or presence (+) of H_2_O_2_. *P-*values are Fisher's Exact test corrected for false discovery rate. (**F**) Phenotypic serial dilution growth assay complementation of deletion strain phenotypes with single copy (sc) or high copy (hc) plasmids. ‘empty’ denotes controls plasmids without *SLF1* or *SRO9*. Growth medium is synthetic complete (SCD) with or without 2 mM CuSO_4_ or 1.8 mM H_2_O_2_. Top: wild-type (WT), *sro9Δ* and its complementation with *SLF1*. Bottom: WT, *slf1Δ* and its complementation with *SRO9*.

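The retained features carried 8926 sites for Sro9 untreated, 11188 for Sro9 after H2O2, 1400 for Slf1 untreated and 916 for Slf1 after H2O2. ORFs held 79.7% of the Sro9 sites in untreated cells (7111 sites, Wilson interval 78.8 to 80.5) and 81.5% after H2O2 (9113 sites, 80.7 to 82.2). For Slf1 they held 70.2% (983 sites, 67.8 to 72.6) and 66.2% (606 sites, 63.0 to 69.1). Over all kept clusters of each library, the share in ORFs was 72.3% ± 1.98 (SD, n = 2) for Sro9 untreated and 74.8% ± 0.636 (SD, n = 2) after H2O2. It was 60.6% ± 7.82 (SD, n = 2) for Slf1 untreated and 55.5% ± 8.21 (SD, n = 2) after H2O2. The single libraries gave 73.7% and 70.9% against 74.4% and 75.3% for Sro9, and 55.0% and 66.1% against 61.3% and 49.6% for Slf1, so for Slf1 the shift with H2O2 was smaller than the spread between replicates. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333, and no difference between the conditions could pass 0.05 in that test. tRNAs held 2.63% and 2.21% of the Sro9 sites and 8.86% and 11.7% of the Slf1 sites, untreated and after H2O2. Keeping only sites with a mode within 10 nt in both replicates moved the shares in ORFs most, to 71.0% and 75.3% for Sro9 and to 48.5% and 46.1% for Slf1.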

Most LARP binding sites (defined as clusters of overlapping PAR-CLIP reads in Figure 1A) were found within open reading frames (ORF) of mRNAs (Figure 1B, Supplementary Table S3), independent of whether cells were stressed. 

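The 200 nt after stop codons held 14.4% of the Sro9 sites in untreated cells (Wilson interval 13.7 to 15.1) and 13.5% after H2O2 (12.9 to 14.1). For Slf1 the shares were 10.9% (9.33 to 12.6) and 9.06% (7.37 to 11.1). Between libraries the same share of kept clusters was 13.5% ± 2.24 and 12.9% ± 0.755 for Sro9 and 9.70% ± 1.16 and 7.65% ± 0.251 for Slf1, untreated and after H2O2 (SD, n = 2 libraries each). The 100 nt before start codons held 1.09% and 1.07% of the Sro9 sites and 0.786% and 0.655% of the Slf1 sites. The shares depend on the length given to the flanks. With 100 nt after the stop codon, the 4 datasets gave 11.3%, 10.7%, 8.70% and 7.16% in the order Sro9 untreated, Sro9 after H2O2, Slf1 untreated and Slf1 after H2O2. This length was chosen after the annotation had been seen.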

Around 12% of sites were mapped within 3′UTRs and fewer within 5′UTRs. 

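Requiring a site in both replicates gave 1665 target mRNAs for Sro9 in untreated cells and 1943 after H2O2, and 298 and 196 for Slf1. The paper's Supplementary Table S2 lists 1682, 1916, 303 and 206 mRNA targets. Single mRNAs matched less closely. Over 275 mRNAs whose Sro9 values in the paper could be read, cluster counts were equal for 206 (74.9%) untreated and 141 (51.3%) after H2O2. Reads were equal for 205 (74.5%) and 127 (46.2%), and the strongest mode for 264 (96.0%) and 251 (91.3%). With the sites of both libraries taken together, the median target carried 4 sites for Sro9 in both conditions (quartiles 2 to 6 untreated and 2 to 7 after H2O2). For Slf1 it carried 3 sites in both conditions (quartiles 2 to 5). From 1 library alone, with targets defined by that library, the medians were 1 and 2 for Sro9 and 1 and 1 for Slf1, untreated and after H2O2. With only sites whose modes lay within 10 nt in both replicates, the median was 1 in each dataset.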

RNAs with at least 1 binding site were defined as a target of that LARP, although typically 3–5 separate binding sites were identified per bound mRNA (Supplementary Figure S3A). Thus, a standard bound mRNA has several binding sites within the ORF with some possessing additional binding sites in their 3′UTR (Supplementary Figure S3B). 

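Of the Sro9 targets, 779 of 1665 (46.8%, Wilson interval 44.4 to 49.2) had at least 1 site in the 200 nt after the stop codon in untreated cells, and 884 of 1943 (45.5%, 43.3 to 47.7) did after H2O2. Of the Slf1 targets, 110 of 298 (36.9%, 31.6 to 42.5) and 57 of 196 (29.1%, 23.2 to 35.8) had such a site. From 1 library alone the shares were lower, 28.0% to 33.7% for Sro9 untreated and 29.4% to 32.8% after H2O2. For Slf1 they were 20.1% to 22.2% untreated and 16.6% to 16.7% after H2O2. The 3 mRNAs with the most cluster reads show how unevenly reads were spread. RPS0A (YGR214W), which encodes a protein of the small ribosomal subunit, took 13.8% of the reads on Sro9 targets in untreated cells (41753 and 15443 reads in the replicates), followed by GCD11 (5.61%, 1222 and 22120 reads) and PGK1 (1.04%). After H2O2 the leading Sro9 targets were RPS0A (10.9%), TSA1 (1.30%) and RPS20 (1.23%). For Slf1 they were RPS0A (7.60%), GCD11 (3.73%) and CAF20 (2.69%) untreated, and OLA1 (25.5%, 5170 and 5040 reads), RPS0A (4.78%) and TSA1 (2.41%) after H2O2. The GCD11 reads came mainly from one replicate of each LARP.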

Sro9 bound a much wider set of mRNAs than Slf1, likely reflecting the proteins relative abundance. 

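Single libraries gave 2337 and 2297 mRNAs with a site for Sro9 untreated and 2837 and 2419 after H2O2. For Slf1 they gave 437 and 778 untreated and 610 and 293 after H2O2, so every Sro9 library exceeded every Slf1 library. The Slf1 libraries also held fewer reads on mRNA sites, 22965 and 32902 untreated and 31376 and 20199 after H2O2, against 261160 and 178981 and 262112 and 198059 for Sro9.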

From western blotting of TAP-tagged proteins we estimate Sro9 is approximately 13.5 times as abundant as Slf1 (Supplementary Figure S3C). 

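In untreated cells 290 of the 298 Slf1 target mRNAs (97.3%, Wilson interval 94.8 to 98.6) were also Sro9 targets, against 25.1% of the other protein-coding genes with at least 10 counts in WT total RNA (two-sided Fisher's exact test, p = 2.0e-152). After H2O2 190 of 196 were (96.9%, 93.5 to 98.6), against 32.1% (two-sided Fisher's exact test, p = 1.1e-81). Of the 8 untreated Slf1 targets outside the Sro9 set, 6 had an Sro9 cluster in a single replicate, and the others were CUP1-1 and VPS27. The coding sequence of CUP1-1 is identical to that of CUP1-2, so the copies can share reads. After H2O2 5 of the 6 had an Sro9 cluster in a single replicate, and RPS21B had none. These genes were picked out after their values had been seen.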

Sro9 target mRNAs included all Slf1 targets in unstressed cells and almost all following the 15-min peroxide stress (Figure 1C). By calculating relative enrichment of Sro9 PAR-CLIP reads to our total RNA-Seq reads we determined that Sro9 was more highly enriched on the subset of mRNAs that also bound Slf1 compared with those binding Sro9 only (Figure 1D), suggesting the shared mRNAs are the mRNAs favored by both proteins and that the more abundant Sro9 can additionally bind other mRNAs. 

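Enrichment was taken as the Sro9 cluster reads per kb of coding sequence, scaled to the library's cluster reads and summed over both replicates, divided by the mean FPKM (reads per kb scaled to library size) of the WT total RNA libraries of the same condition. In untreated cells the median log2 enrichment was -0.67 over 289 Sro9 targets shared with Slf1 and -0.96 over 1374 bound by Sro9 only, a difference of 0.29 (two-sided permutation test across genes, 100000 resamples, p = 0.00605). After H2O2 the difference was 0.65 between 190 shared and 1749 Sro9-only targets (two-sided permutation test, p = 3.0e-05). Genes, not replicates, are the units of these tests. The denominator moved the differences most. Over the total RNA of the tagged libraries whose counts the paper lists for Sro9, they were 1.09 and 1.59. With at least 20 reads per cluster they were 0.35 and 0.25, neither past 0.05. With one replicate left out, the untreated difference was 0.0408 or 0.4005.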

Targets are enriched with mRNAs encoding ribosomal proteins and oxidoreductases independent of peroxide treatment (Figure 1E). This was in good agreement with mRNAs enriched in prior RIP-seq or RIP microarray studies (Figure 1E, Supplementary Figure S3D and E) (24,25). 

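Cytosolic ribosomal protein genes (138 genes, by symbol) made up 136 of 1661 Sro9 targets in untreated cells against 2 of 4096 other expressed genes, an odds ratio of 183 (two-sided Fisher's exact test, p = 3.3e-72). After H2O2 they were 133 of 1930 Sro9 targets against 5 of 3681, an odds ratio of 54.4 (Fisher's exact test, p = 5.7e-56). Among Slf1 targets they were 93 of 296 against 45 of 5461 in untreated cells, an odds ratio of 55.1, and 63 of 196 against 75 of 5415 after H2O2, an odds ratio of 33.7 (Fisher's exact test, p = 2.5e-91 and 7.3e-58). Oxidoreductases were taken as the 245 genes whose product name in the annotation is that of a dehydrogenase, reductase, oxidase, peroxidase or related enzyme, since the paper's term list was not used here. Their odds ratios were 1.88 (103 targets, p = 4.2e-06) and 2.36 (131 targets, p = 1.0e-10) for Sro9 and 1.61 (19 targets, p = 0.0717) and 3.17 (23 targets, p = 8.9e-06) for Slf1, untreated and after H2O2 in the same Fisher's exact test. Set against genes of matched WT abundance, the oxidoreductase odds ratios were 1.05 and 1.05 for Sro9 and 0.90 and 1.36 for Slf1, none past 0.05 in a permutation test. The ribosomal protein genes were not set against such a background. Reads of paralogous ribosomal protein genes can be shared between the copies.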

We conclude that our PAR-CLIP approach has identified the main mRNA targets of both LARPs, that Slf1 binds a sub-set of Sro9 targets, and that the mRNA target identities are not dramatically altered by stress.

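Across conditions 1331 Sro9 targets were common to both, 79.9% of the untreated targets (Wilson interval 77.9 to 81.8) and 68.5% of those after H2O2 (66.4 to 70.5). For Slf1 146 were common, 49.0% of the untreated targets (43.4 to 54.6) and 74.5% of those after H2O2 (68.0 to 80.1). The replicates of one condition give the scale for these overlaps. Of the mRNAs with a site in either replicate, 56.1% had one in both for Sro9 untreated and 58.6% after H2O2, and pairs of libraries from different conditions shared 54.9% to 56.0%. For Slf1 the replicates shared 32.5% and 27.7%, and pairs from different conditions 24.5% to 34.2%. The overlap between conditions thus differed little from that between replicates. In all, 2280 mRNAs were targets in at least 1 dataset, 2277 of them for Sro9 and 348 for Slf1. The paper concludes that the main targets were identified, that Slf1 binds a subset of the Sro9 targets and that stress does not change target identities dramatically.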

The large target-overlap between LARPs suggests that they have a common role. Deletion of either gene (*sro9*Δ or *slf1*Δ) gives rise to similar oxidative stress-related phenotypes (Figure 1F, rows 3 and 9), suggesting that gene dosage may be critical for normal stress responses (24,25). We performed cross-complementation studies by transforming the single deletion strains with the opposite LARP gene on either single copy (sc) or high-copy (hc) plasmids. In addition to peroxide, we also tested copper sensitivity as both proteins were initially characterised with roles in copper homeostasis (51). The *sro9*Δ phenotypes were complemented by *SLF1* on a hc plasmid (Figure 1F, compare rows 3–6). *slf1*Δ phenotypes were complemented by sc or hc *SRO9* (Figure 1F, rows 9–12). As Sro9 levels are significantly higher than Slf1, these data fit well with the idea that both proteins are largely targeting and can function similarly on the same mRNAs and that cells are tuned to the total expression levels of both the LARPs.

### LARP binding sites are enriched towards ORF 3′ ends of abundant, efficiently translated mRNAs

The LARP proteins interact with transcripts having significantly short 5′UTRs. They have distinct ORF lengths, as Slf1 targets are short while the larger set of Sro9-bound mRNAs are longer on average than non-targets (Supplementary Figure S4A-C). 

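Slf1 targets had a median coding sequence of 771 nt in untreated cells against 1221 nt for non-targets (297 and 5710 genes, difference -450 nt), and 777 nt against 1215 nt after H2O2 (196 and 5811 genes, difference -438 nt). Both differences had p = 1e-05 in a two-sided permutation test across genes, the smallest that 100000 resamples can give. The medians for Sro9 targets were 1101 nt against 1248 nt in untreated cells (1664 and 4343 genes, difference -147 nt, p = 1e-05 in the same permutation test) and 1149 nt against 1236 nt after H2O2 (1941 and 4066 genes, difference -87 nt, permutation p = 0.00611). Counting an mRNA with a site in either replicate as a target moved the Sro9 differences most, to -10.5 nt untreated and to 88.5 nt after H2O2.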

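WT total RNA gave the abundance of each mRNA as log2(FPKM + 1), the mean of the 2 libraries of the condition. The median was 6.27 for Sro9 targets and 3.70 for non-targets in untreated cells, and 5.60 and 3.06 after H2O2. For Slf1 targets it was 9.09 against 4.11 and 8.92 against 3.61. The median target lay above 83.5% and 79.0% of all genes for Sro9 and above 96.2% and 97.0% for Slf1. All 4 differences, 2.57, 2.54, 4.98 and 5.31, had the smallest p the permutations can give, 1e-05 (two-sided permutation test across genes). Codon adaptation and ribosome density were not analysed here.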

Targeted mRNAs are among the most abundant (Supplementary Figure S4D) and are enriched for optimal tRNA use, as measured using the tRNA-adaptation index (tAI) (Supplementary Figure S4E) (34). In line with these observations, using condition-appropriate ribosome profiling datasets (4) and our own matched RNA-seq experiments (Supplementary Table S4) to determine the density of ribosomes (also known as translation efficiency or TE) under both growth conditions showed that significantly more ribosomes were associated with mRNA targets of either LARP than non-targets (Supplementary Figure S4F). The calculated efficiency of translation initiation was also significantly enhanced for these mRNAs (Supplementary Figure S4G). As the target mRNAs are heavily enriched for ribosomal protein transcripts which exemplify all these characteristics, we repeated the above computational analyses after removing this group of mRNAs. The only impacts were to eliminate the significance of 5′UTR lengths and the preference of Slf1 for shorter ORFs (data not shown). 

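Without the ribosomal protein genes, the difference in median coding sequence between targets and non-targets was -64.5 nt for Sro9 untreated, -21 nt for Sro9 after H2O2, -70.5 nt for Slf1 untreated and -102 nt for Slf1 after H2O2. None of the 4 passed 0.05 in the two-sided permutation test across genes, for Sro9 as for Slf1.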

In summary, the mRNAs bound by the LARP proteins encode ribosomal proteins and a subset of other abundant transcripts that have optimal codons and are highly translated and ribosome-dense.

In contrast to our total RNA controls, meta-analysis of LARP binding site positions using PARalyzer where each binding site is equally weighted (28) (Figure 2A), or by mapped read density level (Supplementary Figure S5A) demonstrates a clear bias towards ORF 3′ end binding in all four datasets. In contrast, meta-plots of condition-appropriate ribosome profiling data (4) confirmed 80S ribosomes distribute evenly along LARP-target ORFs (Supplementary Figure S5A). 

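With each site counted once, the last 20% of the spliced coding sequence held 32.3% of ORF sites for Sro9 untreated (2295 of 7111, Wilson interval 31.2 to 33.4), 31.0% after H2O2 (2827 of 9113, 30.1 to 32.0), 27.7% for Slf1 untreated (272 of 983, 25.0 to 30.5) and 28.7% after H2O2 (174 of 606, 25.3 to 32.4). An even spread would put 20% of sites there (two-sided exact binomial test, p = 7.5e-131, 1.7e-136, 8.2e-09 and 3.3e-07). Crosslinking needs uridines, and 19.5%, 19.5%, 19.6% and 19.6% of the uridines of the same ORFs lay in the same stretch. Sites drawn on the uridine positions never reached the observed share (permutation p = 1e-04, the smallest that 10000 draws can give). The first 20% held 13.9%, 13.7%, 15.3% and 13.2% of the sites, so the last 20% held 2.32, 2.26, 1.81 and 2.18 times as many. With each site weighted by its cluster reads, the last 20% held 26.8%, 28.7%, 26.6% and 23.0%, and none of the 4 shares differed from the uridine positions at p under 0.05. All 4 lay above an even 20%. Single mRNAs weigh heavily here, as OLA1 held 25.5% of the reads on Slf1 targets after H2O2, so this weighting does not exclude the bias. Ribosome profiling was not analysed here.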

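GRX2 (YDR513W), which encodes a glutaredoxin, lies on chromosome IV from 1471017 to 1471448 on the forward strand of sacCer3 with a single coding exon. Sro9 had 6 sites on it in untreated cells (240 and 150 reads in the replicates) and 6 after H2O2 (1218 and 141 reads). Slf1 had 5 sites after H2O2 (138 and 114 reads) and in untreated cells 2 sites seen in one replicate only (39 reads). Within the ORF an untreated Sro9 site from 1471309 to 1471346, mode 1471337 and 149 reads, had the sequence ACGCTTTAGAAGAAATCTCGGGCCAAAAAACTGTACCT. An Slf1 site after H2O2 covered 1471306 to 1471346, with the sequence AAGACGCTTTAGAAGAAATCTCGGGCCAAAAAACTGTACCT. After H2O2 Sro9 also had a site from 1471369 to 1471415 with its mode at 1471371 (158 reads), and Slf1 one from 1471369 to 1471422 with its mode at 1471377 (70 reads).

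TSA2 (YDR453C), a thioredoxin peroxidase gene on the reverse strand of chromosome IV from 1365072 to 1365662, had after H2O2 13 Sro9 sites (780 and 529 reads) and 2 Slf1 sites (38 and 22 reads). A site of each LARP covered nearly the same ORF stretch, with modes at 1365413 for Sro9 (98 reads) and 1365411 for Slf1 (38 reads). In untreated cells TSA2 had 1 Sro9 site in one replicate (36 reads) and no Slf1 site. TRX2 (YGR209C), a thioredoxin gene on the reverse strand of chromosome VII from 912913 to 913227, had after H2O2 8 Sro9 sites (1562 and 457 reads) and 4 Slf1 sites (151 and 84 reads), 3 of them with modes less than 10 nt apart between the LARPs. The strongest Sro9 site and an Slf1 site had the same mode, 912975, with 828 and 103 reads. In untreated cells Sro9 had 4 sites on TRX2 (72 and 51 reads) and Slf1 1 site in one replicate (31 reads).

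Over all shared target mRNAs, 460 of 1129 Slf1 sites (40.7%) had an Sro9 mode less than 10 nt away in untreated cells and 262 of 688 (38.1%) after H2O2. Of the Sro9 sites on these mRNAs, 467 of 2805 (16.6%) and 262 of 2105 (12.4%) had an Slf1 mode as near.

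**Figure D1:**
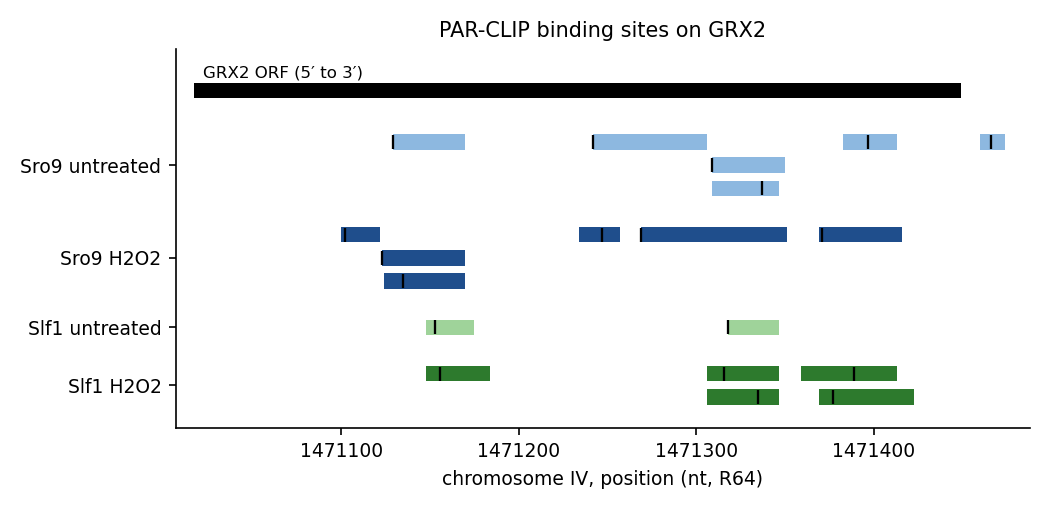
Binding sites on GRX2 along chromosome IV (position in nt), with the ORF as a black bar and 1 coloured bar per site in each dataset. Black ticks mark the modes, and the sites of both LARPs after H2O2 include a pair that starts at 1471369.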

For individual mRNAs, there are CLIP sites shared by both factors e.g. in antioxidant enzyme mRNAs *GRX2* (Figure 2B), *TSA2* and *TRX2 (*Supplementary Figure S5B). 

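RPP2A (YOL039W), which encodes a ribosomal stalk protein, lies on chromosome XV from 254297 to 254617 on the forward strand with a single coding exon. The strongest site of both LARPs lay after its stop codon. For Sro9 untreated it spanned 254686 to 254745, with 1764 reads (780 and 984 in the replicates), and for Slf1 untreated 254686 to 254734, with 279 reads (both replicates) and the sequence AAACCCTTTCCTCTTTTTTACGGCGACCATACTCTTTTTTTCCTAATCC. After H2O2 the Sro9 replicates placed this site's mode at 254709 (875 reads in one) and at 254686 (563 reads in the other), and Slf1 had its site from 254702 to 254739 (34 and 84 reads). In the ORF the LARPs differed. Sro9 had sites from 254360 to 254458 untreated (148 reads in one replicate) and from 254360 to 254401 after H2O2 (85 and 61 reads), while Slf1 had in this stretch 1 site per condition, a site of 7 reads with its mode at 254362 untreated and a site of 8 reads from 254363 to 254389 after H2O2, each in one replicate. Slf1 alone had a site from 254472 to 254534 in untreated cells, with 8 reads in one replicate. At these read counts the absence of a site was not distinguishable from low depth.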

While at other mRNAs the CLIP site patterns differ between LARPs (e.g. *RPP2A*, Figure 2C). Taken together these PAR-CLIP patterns, combined with global ribosome footprinting data and proteomics measurements indicating LARPs are significantly less abundant than ribosomes (52), are consistent with the idea that LARPs bind ORFs in the vicinity of a subset of translating ribosomes.

**Figure 2.**
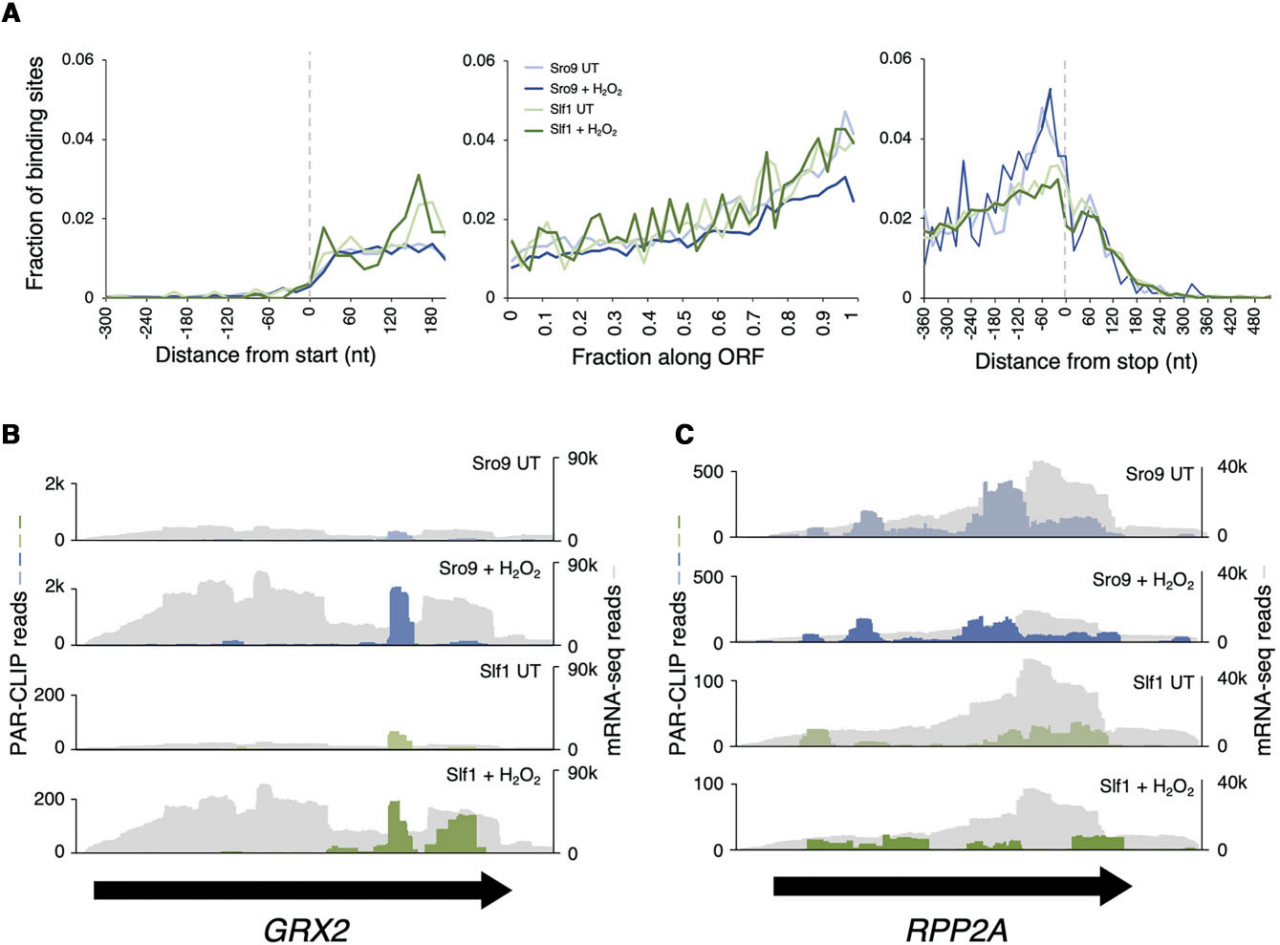
Sro9 and Slf1 binding increases along ORFs. (**A**) Aggregate ‘metaplot’ of mRNA binding site distribution from PAR-CLIP relative to start codons (left), stop codon (right) measured in nucleotides (nt) and across the ORF (middle) where each ORF is compressed into 100 centiles for Sro9 and Slf1 from H_2_O_2_ treated or untreated (UT) yeast coloured as in Figure 1B. (**B** and **C**) PAR-CLIP coverage on example mRNAs: (B) *GRX2* and (C) *RPP2A*. RNA-seq coverage in grey, PAR-CLIP coloured as in Figure 1B. Black arrows indicate the extent of each coding region.

### Slf1 impacts ribosome loading onto its targets without moderating eIF4F recruitment

*slf1Δ* cells are more sensitive to peroxide than *sro9*Δ or WT cells. By several measures we found that the Yap1-mediated oxidative stress induction of antioxidant enzyme mRNAs is maintained in the *slf1*Δ strain. This included activation of a Yap1-dependent *lacZ* reporter, RNA-seq analyses of transcriptomes and qRT-PCR experiments of specific mRNAs (Supplementary Figure S6A–C, Supplementary Table S5). 

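Total RNA was sequenced from WT, sro9Δ and slf1Δ cells, untreated or after 0.4 mM H2O2 for 15 min, in duplicate, 12 libraries in all. Cultures were grown and then split for the treatment. The authors depleted rRNA, mapped the reads with Bowtie and counted them on features with featureCounts, and the deposited tables hold these counts without normalization. Counts per library ran from 3.32 M to 21.4 M with a median of 6.25 M, while the paper's Supplementary Table S4 gives 25.3 M to 35.7 M raw reads. They were 6.64 M and 18.1 M for WT untreated, 7.62 M and 4.21 M for WT after H2O2, 3.88 M and 4.03 M and then 10.9 M and 5.36 M for sro9Δ, and 5.85 M and 9.75 M and then 3.32 M and 21.4 M for slf1Δ. Between 1.59% and 91.8% of a library's counts fell on the rRNA locus and the mitochondrial rRNA genes, so the depth on mRNAs differed more than the totals. Both extremes were slf1Δ libraries after H2O2, 91.8% in replicate 1 and 1.59% in replicate 2. Protein-coding genes held 7.44% of the counts in that replicate 1. For sro9Δ untreated replicate 1 the rRNA share was 90.4%. All 12 libraries were fitted together with edgeR's quasi-likelihood model after TMM normalization, a scaling that assumes most genes do not change, over the 7375 features that passed its filter on low counts.

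The deleted genes were checked first. SLF1 had 0 counts in all 4 slf1Δ libraries, where 3 counts would be 0.140 to 0.903 CPM (counts scaled to 1 M per library), and 3.33 to 19.0 CPM in WT. SRO9 had 0, 0, 1 and 0 counts in the sro9Δ libraries and 21.6 to 188.0 CPM in WT.

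With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1431 features rose and 1196 fell after H2O2 in WT, 766 and 408 in sro9Δ, and 840 and 424 in slf1Δ. The scaling mattered most. With library size alone no feature passed in WT (248 at unadjusted p under 0.05) or in slf1Δ (117), and 5 rose in sro9Δ. Of the features called in slf1Δ, 979 (77.5%) were called in the same direction in WT. These 979 were 37.3% of the 2627 features called in WT. Over a list of 30 antioxidant enzyme genes fixed by name, the median log2 fold change was 2.54 in WT, 2.42 in sro9Δ and 1.88 in slf1Δ. Adjusted over all features, 25, 20 and 18 of the 30 rose, and adjusted over the list alone 28, 22 and 18. Across these genes, which are not replicates, the changes in WT and slf1Δ had Pearson's r of 0.981 and Spearman's rho of 0.963. Each replicate pair gave a median of 2.94 and 2.18 in WT and 1.65 and 1.63 in slf1Δ.

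GRX2 rose by a log2 fold change of 3.62 in WT (standard error 0.41, adjusted p = 1.25e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.21 in slf1Δ (adjusted p = 5.39e-05). Its TMM-scaled level in WT was 33.5 ± 20.9 CPM untreated and 413 ± 33.1 after H2O2 (SD, n = 2 each). TSA2 rose by 7.86 in WT (standard error 0.57) and 7.11 in slf1Δ, and TRX2 by 3.33 (standard error 0.51) and 2.25. PRX1 rose by 3.80 and 3.21, and ZWF1 by 2.56 (standard error 0.39) and 1.34 (standard error 0.38). TSA1 rose by 1.66 in WT (standard error 0.56, adjusted p = 0.0319 from edgeR's test with Benjamini-Hochberg adjustment) and by 0.51 in slf1Δ (standard error 0.55, adjusted p = 0.571). The difference between the strains was tested as an interaction. No feature passed for slf1Δ against WT (875 at unadjusted p under 0.05) or for sro9Δ against WT (539). The slf1Δ replicates after H2O2 had 91.8% and 1.59% of their counts on rRNA. Their log2 difference had the largest SD across genes of all replicate pairs, 0.823, which limits the slf1Δ test. Over the antioxidant list the slf1Δ change minus that in WT had a median log2 of -0.73, and it was above 0 for 2 of the 30 genes. No gene of the list passed the threshold (4 at unadjusted p under 0.05). With 1 library left out, this median ran from -1.27 (without WT untreated replicate 2) to -0.46 (without WT untreated replicate 1). The interaction for TSA1 was -1.16 (adjusted p = 0.591, same edgeR test) and for TRX2 -1.08 (adjusted p = 0.543).

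With the replicate number as a block, the antioxidant medians were 2.58, 2.46 and 1.86 in WT, sro9Δ and slf1Δ, and 33 features were higher and 17 lower in the interaction of slf1Δ with WT and none passed in that of sro9Δ with WT (562 at unadjusted p under 0.05). Whether the numbers pair the samples was checked by correlating the deviations of same-numbered libraries from their group means across features, which gave r = -0.14 in WT, -0.04 in sro9Δ and 0.19 in slf1Δ. With the WT numbers after H2O2 exchanged, a pairing tried after the data had been seen, 1449 features rose and 1201 fell in WT, and 15 were higher and 20 lower in the interaction. The paper takes the activity of a reporter driven by Yap1, a transcription factor of the oxidative stress response, with RNA-seq and qRT-PCR, and states that Yap1-dependent induction of antioxidant mRNAs is maintained in slf1Δ.

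**Figure D2:**
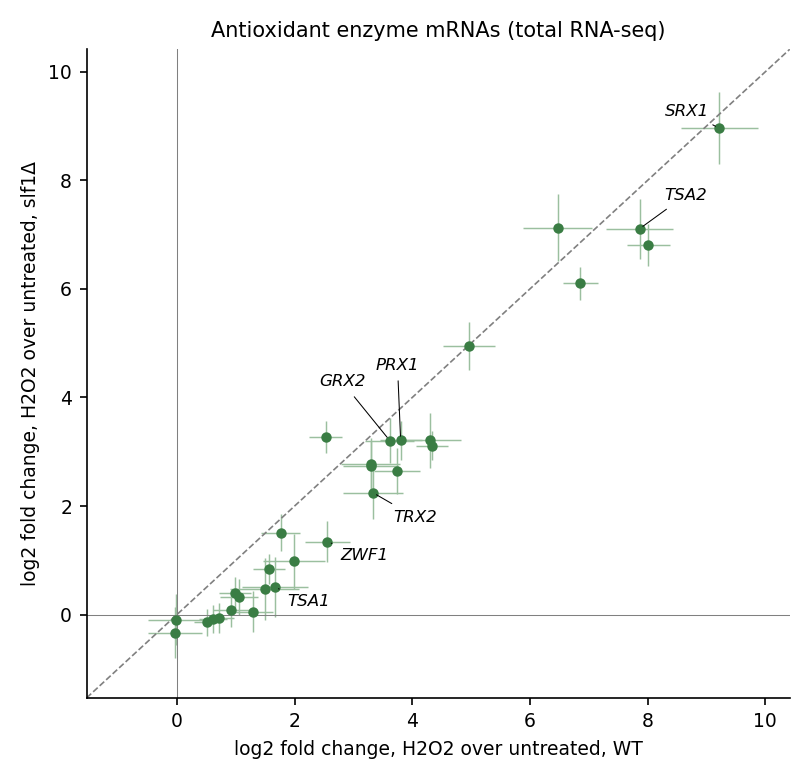
Log2 fold change after H2O2 of 30 antioxidant enzyme genes in WT (x axis) and slf1Δ (y axis), with bars for the standard errors and a dashed line where both are equal. Most points lie below the line, and SRX1 lies highest.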

We also confirmed by western blotting that three antioxidant enzymes for which antibodies were available (Zwf1, Tsa1 and Trx2) are induced by stress in WT and *sro9*Δ cells. Interestingly, this was not the case in *slf1Δ* cells (Supplementary Figure S6D). These analyses demonstrate that Slf1 loss has greater impact on the stress response than Sro9 and that it is acting post-transcriptionally. Therefore, we focused most of the following described analyses on Slf1.

As the mapped CLIP sites appear accumulated upstream of stop codons, we used a well-established dual luciferase bicistronic reporter (DLR) system to evaluate whether stop-codon recognition was altered by loss of Slf1 (46). In this assay the firefly luciferase ORF is placed after the stop codon of the *Renilla* ORF so that it is only expressed by mis-recognition of the stop codon as a sense codon, thereby creating a fusion protein with both luciferase activities. We found that stop codon readthrough rates with these reporters were not impacted either by oxidative stress or by loss of Slf1 (Supplementary Figure S7A). We concluded that neither oxidative stress nor Slf1 was having a general impact on stop codon recognition.

Efficient recycling of ribosomes released at stop codons could help ribosomes initiate again rapidly on the same mRNA, and such a role was proposed for LARP1 (53). Ribosome recruitment to mRNAs relies on the eIF4F complex binding to the 43S pre-initiation complex. Differences in mRNA association with translation factors that interact with the 5′ cap and/or polyA tail were observed previously in RIP-seq experiments (54). mRNAs were clustered into seven groups based on eIF4F and eIF4E binding protein (4E-BP) enrichment profiles (Supplementary Figure S7B). We find LARP target mRNAs are predominantly members of groups I and IIIA. Group I (including oxidoreductase mRNAs) are relatively depleted for eIF4F, while Group IIIA (encoding ribosomal structural and biosynthetic proteins) were termed the ‘strong closed-loop’ group (55) and are enriched with both eIF4E and eIF4G, but exclude the 4E-BPs (54). To test if Slf1 does impact eIF4F recruitment at the 5′ end we performed RIP with eIF4E-TAP in *slf1Δ* cells or otherwise WT cells in the absence or presence of peroxide. We analyzed protein associations via western blotting (Figure 3A) and selected target and non-target mRNAs by qRT-PCR (Figure 3B). Although we confirmed that we captured ∼95% of total eIF4E in a tag-specific manner (Supplementary Figure S7C), these experiments revealed no clear change in eIF4E-protein interactions or eIF4E-mRNA associations following loss of Slf1 (Figure 3A and B). Hence, we conclude that the translation defect must occur at a step following mRNA recruitment and before translation termination.

**Figure 3.**
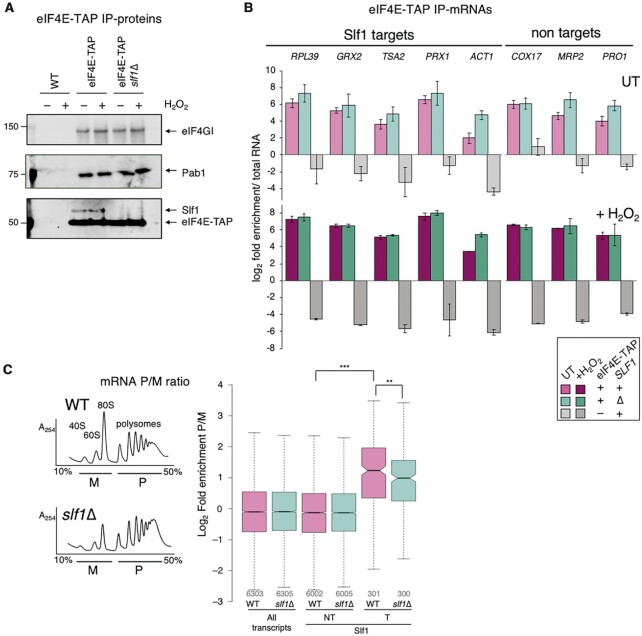
No reduction in eIF4E-mRNA interactions in *slf1Δ*. (**A**) Western blots showing eIF4F factor association with eIF4E-TAP in the presence or absence of Slf1. (**B**) qRT-PCR of mRNAs associated with eIF4E-TAP ± Slf1 ± H_2_O_2_. *ACT1* is in ‘Costello group I’, all other targets are in IIIA. Non-targets: group IVA (*COX17*, *MRP2*) or IVC (*PRO1*) (*n* = 3). Samples coloured as indicated in boxed key (magenta for WT and cyan for *slf1*Δ cells, with darker shades for ±H_2_O_2_). (**C**) Polysome profiles (*A*_254_ traces from 15–50% sucrose gradients) of extracts from wild-type (WT) and *slf1*Δ cells. Underlined areas marked monosome (M) and polysome (P) were pooled for mRNA-seq (*n* = 3). Right, Ratio of polysome:monosome association for indicated grouped mRNAs in wild-type (WT) and *slf1*Δ strains. Box plot parameters explained in legend to Figure 1, colours as panel B. *P*-values shown are *** < 2.2 × 10^−16^ and ** = 0.00350 (Mann–Whitney test).

We performed polysome profiling (Figure 3C) and collected mRNA from fractions of both WT and *slf1Δ* cells and processed them for differential RNA-seq analyses of polysome (P) or monosome (M) fractions (Supplementary Table S6). Here, we wanted to evaluate relative ribosome engagement of target and non-target mRNAs. Slf1 CLIP target mRNAs were significantly enriched in the P fractions compared to the M fraction when compared to non-targets in WT cells, consistent with their efficient translation (Supplementary Figure S4F). Deleting *SLF1* partially diminished the polysome enrichment of these targets, but ribosomes remained well-engaged. Together these experiments suggest that ribosomes can be recruited efficiently to Slf1 target mRNAs in *slf1*Δ cells.

To extend these analyses and include stress, we repeated polysome gradient fractionation and collected gradient fractions from which we analysed the migration of specific Slf1 target and non-target mRNAs by quantitative reverse transcription PCR (qRT-PCR). As expected from prior experiments, oxidative stress caused ribosome-run off revealed by reduced polysomes and increased 80S peak height which was partially exacerbated by *slf1Δ* (Figure 4A). We partitioned gradient eluates into five fractions and performed qRT-PCR for five Slf1 target mRNAs and three non-target mRNAs with various ORF lengths (Figure 4B). In unstressed cells the fraction with the greatest proportion of mRNA (peak fraction) typically correlated with ORF length. In WT cells, stress shifts the mRNA patterns to lighter sucrose fractions so that the mRNAs peak in the M or the 2–3mer fractions (Figure 4B, light and dark pink) in line with the global shift in the rRNA A_254_ trace caused by eIF2α phosphorylation (Figure 4A).

**Figure 4.**
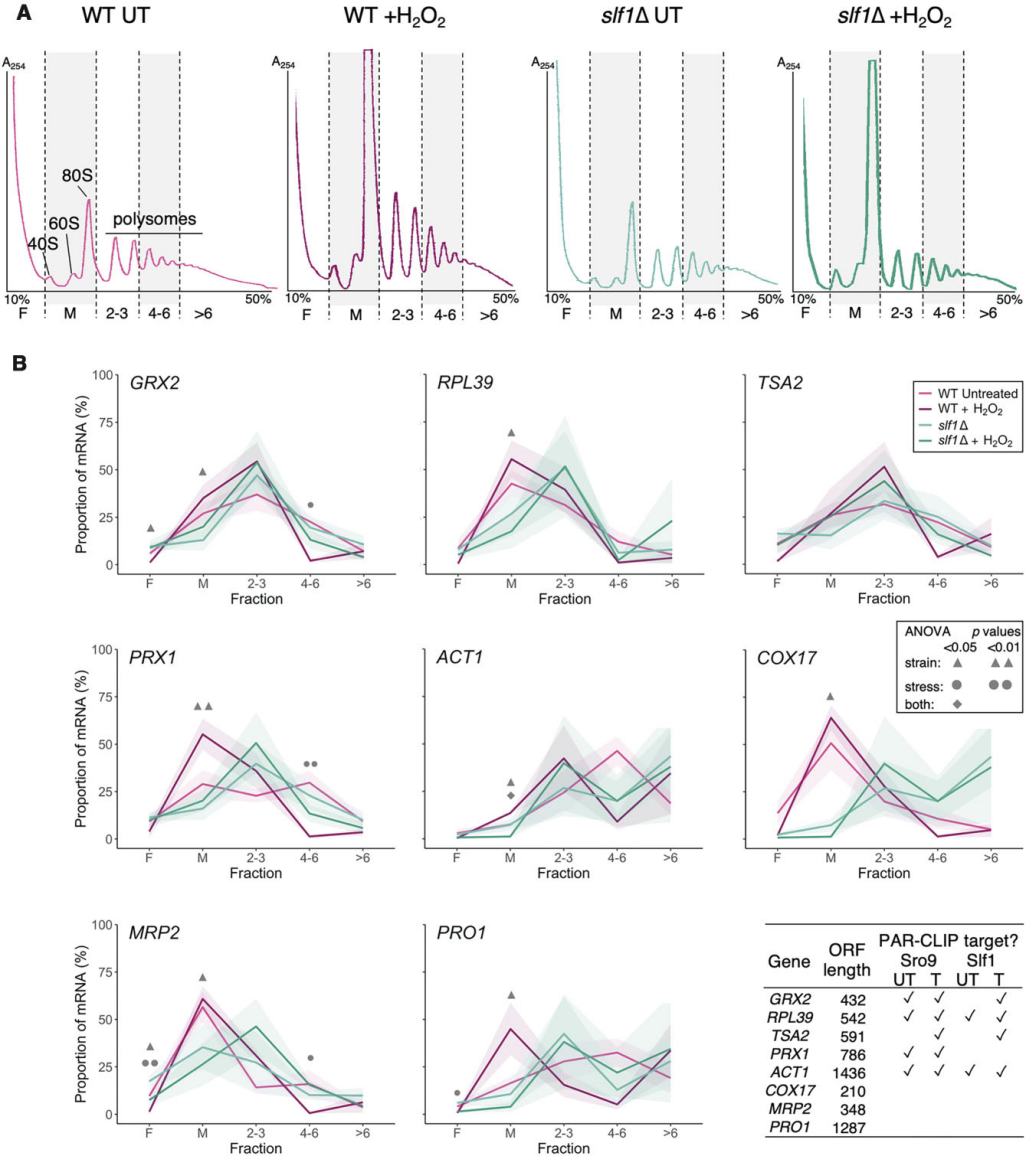
mRNAs remain ribosome associated during stress in *slf1Δ* cells. (**A**) Polysome profiles from 15–50% sucrose gradient fractionated cell extracts with stripes indicating five pooled fractions collected for qRT-PCR: F = ribosome free, M = monosome 2–3/4–6/>6 = increasing polysome association. Traces coloured as per key in panel B. (**B**) Proportion (%) of individual mRNAs found in each polysome fraction by qRT-PCR in WT (magenta) or *slf1Δ* (cyan) in optimal growth conditions or following 15 min H_2_O_2_ treatment (darker shades). The shaded uncertainty envelope around each line represents the s.e.m. (*n* = 3). A two-way ANOVA with a Tukey post hoc test was used to assess the effect of the strain and the stress and to test the interaction of these two factors for each gradient fraction. Symbols (defined in the inset key) indicate significant results. Table shows which RNAs are PAR-CLIP targets in each dataset (✓).

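GRX2 was a target of Sro9 in both conditions and of Slf1 after H2O2, and TSA2 of both LARPs after H2O2 only. RPL39 (YJL189W) had sites in both replicates of all 4 datasets, with 1359 and 972 Sro9 reads and 241 and 179 Slf1 reads, untreated and after H2O2. ACT1 (YFL039C) did as well, with 1173 and 762 Sro9 reads and 37 and 50 Slf1 reads. PRX1 (YBL064C) had sites in both Sro9 replicates in both conditions (24 reads untreated, 538 after H2O2), no Slf1 site untreated and a single Slf1 site of 25 reads in one replicate after H2O2. Of the other mRNAs, COX17 (YLL009C) had 1 Sro9 site of 8 reads in one untreated replicate, PRO1 (YDR300C) had 1 Sro9 site in one replicate of each condition (17 and 12 reads), and MRP2 (YPR166C) had none. None of these 3 had a site in both replicates of any dataset.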

In *slf1Δ* cells the patterns differ. There is a modest increase in the amount of free mRNA (fraction F), for some mRNAs (e.g. *TSA2*, *PRX1*, light green) in line with the previously observed shift of some heavier polysomal mRNA to lighter fractions in our lower-resolution polysome-seq data (Figure 3C). Slf1-target mRNA peaks center in the 2–3mer fraction, especially following stress (Figure 4B, dark green). In summary, individual mRNAs are maintained on polysomes in the *slf1Δ* strain including during stress. These data in Figures 3C and 4B indicate that the failure to induce antioxidant proteins in stressed *slf1*Δ cells is not likely caused by an inability to recruit ribosomes to the mRNA and initiate translation. This implies that Slf1 does not play a critical role in recruiting ribosomes to mRNAs, instead the data as a whole, suggest Slf1 is acting after ribosome recruitment and prior to translation termination, for example during elongation.

### Sro9 and slf1 binding sites are enriched for ribosomes

We examined our PAR-CLIP data for motifs and found short sequences in common (Figure 5A). An enrichment of G and U and a YGSU consensus present in ∼50% of ORF binding sites, some of which contained multiple motif copies (Supplementary Figure S8A). 

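YGSU stands for C or U, then G, then G or C, then U. At least 1 copy lay inside 52.4% of ORF sites for Sro9 untreated (3582 of 6837, Wilson interval 51.2 to 53.6), 49.6% after H2O2 (4387 of 8838, 48.6 to 50.7), 65.0% for Slf1 untreated (610 of 938, 61.9 to 68.0) and 67.5% after H2O2 (395 of 585, 63.6 to 71.2). Windows of the same lengths drawn at random from the same coding sequences held a copy in 45.5%, 42.1%, 58.6% and 60.2% of cases (permutation p = 1e-03 each, the smallest that 1000 draws can give). Slf1 sites were longer, with medians of 34 and 37 nt against 31 and 28 nt for Sro9, and longer windows hold more copies by chance. More than 1 copy lay in 22.8%, 20.2%, 34.9% and 38.8% of the sites. With sites kept only where the modes of both replicates lay within 10 nt, the Slf1 shares moved most, to 52.9% and 52.5%, and no longer passed 0.05.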

In > 80% of binding sites containing the motif, the consensus G was in the same frame. Hence motif GGU or GCU triplets almost always code for glycine or alanine, respectively (Figure 5B). 

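Over every motif copy inside the sites, the first G of YGSU, the G after the Y, was the first base of a codon in 82.7% for Sro9 untreated (5085 of 6151, Wilson interval 81.7 to 83.6), 80.3% after H2O2 (5886 of 7326, 79.4 to 81.2), 89.3% for Slf1 untreated (1107 of 1240, 87.4 to 90.9) and 90.3% after H2O2 (745 of 825, 88.1 to 92.1). It was the second base in 5.01%, 5.73%, 2.50% and 3.27%, and the last base in 12.3%, 13.9%, 8.23% and 6.42%.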

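Of the motif copies in ORF sites, 48.8%, 47.5%, 48.3% and 51.9% were in-frame GGU codons for glycine, in the order Sro9 untreated, Sro9 after H2O2, Slf1 untreated and Slf1 after H2O2. In-frame GCU codons for alanine made up 33.9%, 32.8%, 41.0% and 38.4%.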

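Over all 6002 coding sequences with a clean reading frame, the G after the Y opened a codon in 62.3% of YGSU copies. In the coding sequences of the targets it did so in 71.9% for Sro9 untreated, 70.3% for Sro9 after H2O2, 82.8% for Slf1 untreated and 83.3% for Slf1 after H2O2. The sites themselves exceeded their own targets' coding sequences in each dataset (two-sided Fisher's exact test, p = 3.0e-76, 1.9e-74, 2.6e-09 and 9.0e-08). Copies, not replicates, are the units of this test. The target shares count each coding sequence once, however many sites it carried. The test therefore does not exclude the codon usage of the targets with most sites.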

There is reading frame bias throughout the yeast ORFome favoring this skewed distribution due to codon usage and di-codon bias, but it is more extremely biased at these PAR-CLIP sites. GGU and GCU codons are not predicted to be decoded slowly (56); their decoding tRNAs are both abundant (Supplementary Figure S9A). We obtained tRNA cross-links in our PAR-CLIP data, including to tG(GCC) that recognises GGU, but not to tA(AGC) that binds GCU (Figure 1B, Supplementary Figure S9B). 

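The genome has 16 identical nuclear genes for tG(GCC) and 11 for tA(AGC). Clusters on tG(GCC) genes carried 20.9% of the tRNA cluster reads for Sro9 untreated (33137 of 158908), 20.8% after H2O2 (26155 of 125558), 8.86% for Slf1 untreated (7749 of 87433) and 8.17% after H2O2 (7084 of 86718). Only 6 of the 16 genes had a cluster, and 60078 of the 74125 reads were on the gene on chromosome IV from 992832 to 992902. These shares rest on how clusters were assigned. By the feature under the mode alone, tG(GCC) held 0.139%, 0.148%, 0% and 0%, because the modes lay just past the gene. For tA(AGC) 1 cluster of 8 reads appeared in 1 library of untreated Slf1, 0.018% of its tRNA cluster reads, and none in the other libraries, where the 5 reads a site needs would be 0.0044% to 0.0157%. The authors' mapping discarded reads that fit more than 10 places, which limits what can be seen of both families. Among other families, tQ(UUG) held 14.5%, 16.0%, 10.8% and 11.3% of the tRNA cluster reads, and it was picked out after the values had been seen.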

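Taken library by library, with targets defined by that library alone, a YGSU copy lay in 49.1% to 49.9% of Sro9 ORF sites untreated and 45.8% to 49.1% after H2O2, and in 55.1% to 57.8% of Slf1 ORF sites untreated and 57.1% to 61.0% after H2O2. tG(GCC) held 21.4% and 19.5% of the tRNA cluster reads in the untreated Sro9 replicates and 24.1% and 17.5% after H2O2. For Slf1 it held 7.53% and 10.2% untreated and 9.64% and 7.31% after H2O2. The ranges of the tG(GCC) share overlapped between the conditions for both LARPs. With 2 replicates per condition, no exact permutation test of these shares could pass 0.05.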

The YGSU and tRNA enrichments were stress-independent and remain unexplained.

**Figure 5.**
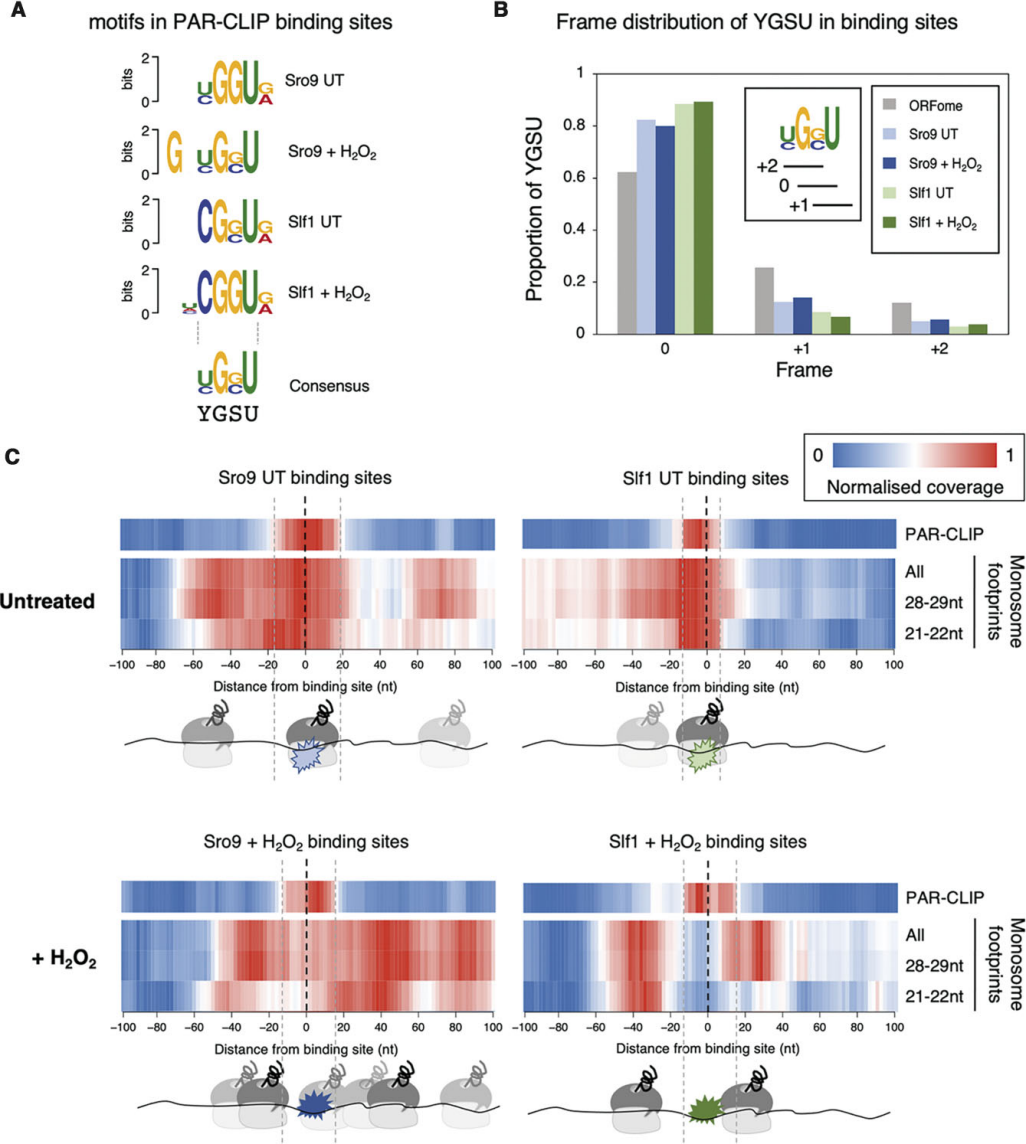
LARP binding sites align with ribosome footprints. (**A**) The most enriched motif identified within PAR-CLIP mRNA binding sites in each condition, using DREME, aligned around the common GSU triplet. (Motif *E*-values (top to bottom): 1.1 × 10^−98^, 6.0 × 10^−153,^1.2 × 10^−30^, 4.5 × 10^−16^). (**B**) Reading frame distribution of GSU framing within PAR-CLIP binding sites and within ORFome, colouring as figure 1B. Inset shows the 0, + 1 and + 2 framing with respect to YGSU. (**C**) Ribosome read density around PAR-CLIP binding site mode locations (Supplementary Table S3) (-100 upstream to + 100 nt downstream). Plots show normalised sequence read coverage (enriched red) from either UT (top) or stressed (+ H_2_O_2,_ bottom) conditions. Aligned PAR-CLIP reads for Sro9 (left) and Slf1 (right) cluster around 0. 80S monosome ribosome reads from a recent published study (4) mapping within each 200 nt binding site window are shown below each plot for standard ribosome footprints (28–29 nts) or small rotated ribosome footprints (21–22 nts) representing rotated ribosomes with free A-sites and both of these sets combined (All). Cartoons below each plot indicate relative positions of each LARP and the apparent preferred ribosome positions.

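The 5′ end of ORF sites fell on the first, second and last base of a codon in 36.6%, 38.4% and 25.0% of cases for Sro9 untreated, 34.1%, 39.7% and 26.1% for Sro9 after H2O2, 44.6%, 32.4% and 23.0% for Slf1 untreated, and 40.9%, 35.2% and 23.9% for Slf1 after H2O2. Each set differed from equal shares (chi-square test, p = 5.1e-48, 8.5e-55, 5.7e-15 and 2.2e-06). For 3′ ends the shares were 37.0%, 24.5% and 38.5%, then 39.0%, 24.0% and 37.1%, then 32.8%, 25.2% and 42.0%, and last 28.2%, 24.6% and 47.2% (chi-square test, p = 3.5e-53, 3.3e-77, 2.0e-09 and 6.2e-12). RNase T1 cuts after G, and the guanines of the same coding sequences would place 5′ ends in 27.4%, 50.4% and 22.2% for untreated Sro9. A site ended on a G in 35.1%, 41.4%, 19.0% and 20.3% of cases and began after one in 42.8%, 47.7%, 25.7% and 25.3%. Among the sites that ended on a G, the frames of the 3′ ends differed from those of the guanines for Sro9 (chi-square test, p = 1.3e-10 and 5.4e-14) and not detectably for Slf1 (chi-square test, p = 0.104 and 0.494). Among the other sites, 3′ frame 0 fell to 27.4% and 27.6% for Sro9, below an equal share. The Sro9 sites that ended on a G had 54.7% and 55.1% of their 3′ ends in frame 0. Leaving these sites out lowers the share by itself, so the drop decides nothing about the source of the frames. Sites, not replicates, are the units of these tests. From the frames of the site edges, kept over footprint sizes, the paper proposes that nearby ribosomes influenced the trimming by RNase T1.

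**Figure D3:**
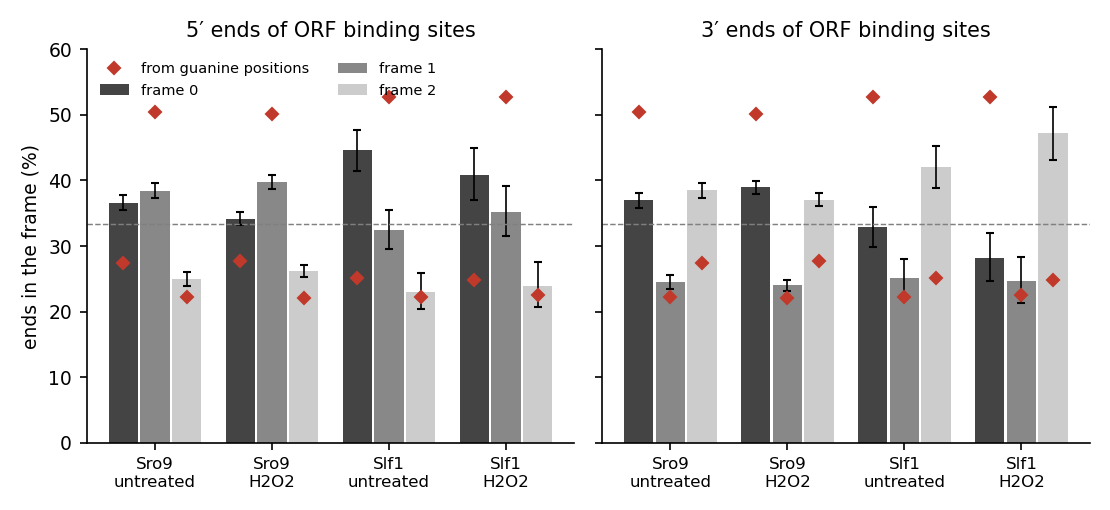
Share of ORF site ends (percent) on each base of a codon, frames 0, 1 and 2, for 5′ and 3′ ends in the 4 datasets. Bars carry 95% Wilson intervals, red diamonds mark the share the guanine positions would give and the dashed line marks equal shares, and frame 2 of the 5′ ends lies below that line in each dataset.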

The reading frames of the leading and trailing edges of PAR-CLIP sites revealed a frame bias (Supplementary Figure S8B) that is maintained over different footprint sizes (Supplementary Figure S8C) suggesting that the proximity of ribosomes was influencing RNase T1 mRNA trimming. The presence of tRNA reads among CLIP data also suggests close proximity of the LARPs to ribosomes (57). We used mapped positions of 80S ribosomes identified through an independent recent ribosome profiling study performed both in optimal growth conditions as well as following oxidative stress with peroxide to assess relative ribosome and LARP locations (4). Wu and colleagues quantified two ribosome footprint sizes; small (20–22 nt) footprints corresponding to rotated ribosomes with open A-sites and standard (28–29 nt) A site occupied footprints. We separately compared the positions of small and standard footprints with our PAR-CLIP datasets. No clear difference was observed between the metaplots of total ribosome distribution across our targets ORFs compared to all transcripts (Supplementary Figure S10A). The 3′ ORF bias we observe in PAR-CLIP reads was not mirrored by the total ribosome distribution (compare Supplementary Figures S5A and S10A).

We compared the positions of ribosomes to our PAR-CLIP sites by centering the PAR-CLIP positions (mode locations) at 0 and assessing where ribosomes accumulate within 100 bases upstream (towards the start) or downstream (towards the stop) (Figure 5C). In all cases we observed a clear enrichment of ribosomes at or close to LARP binding sites. In untreated conditions, Slf1 sites in particular are enriched for a single ribosome co-incident with the mapped Slf1 binding sites (Figure 5C, top panels), Sro9 sites show a similar pattern, but additionally enrich ribosomes spaced downstream (nucleotides (nt) +60 to +90) and upstream (nt –40 to –70) of the CLIP sites. The same trends are observed when increasing nt length windows around each CLIP site (up to ±500 nt; Supplementary Figure S10B). The relative depletion of ribosomes ahead of Slf1 footprints may be in part related to CLIP site enrichment before stop codons (Figure 2A). Under peroxide treated conditions, the ribosome patterns shift relative to the CLIP sites. For Slf1 the pattern shows two peaks of ribosome enrichment, one in downstream and one upstream of the CLIP site, suggesting Slf1 here sits between ribosomes. The stressed ribosome pattern at Sro9 CLIP sites is less clear but retains pronounced stripes of ribosome enrichment (coloured red) either side of the Sro9-bound sequences. The shorter 21–22 nt footprints, indicative of empty A-site rotated ribosomes (4), only accumulate behind the Slf1 CLIP positions and mainly in front of Sro9 CLIP sites revealing a potential distinction between the factor binding preferences. In conclusion these analyses suggest that the LARPs may interact with targeted mRNAs as ribosome–LARP complexes in unstressed cells, while the factors appear to shift to mRNA between spaced ribosomes during stress. In effect, many of the mapped CLIP sites may represent ‘selective’ ribosome footprints.

### Slf1 binds to disomes and prevents programmed ribosome frameshifting

The shift in relative position of LARPs and 80S ribosomes following stress combined with other observations suggested that the LARPs may help mitigate or resolve ribosome stalls and/or collisions, a role likely more critical during the response to oxidative damage (58). LARP bound mRNAs are abundant with a high density of ribosomes (Supplementary Figure S4), features that may make these mRNAs prone to ribosome collisions. Ribosome stalling can act as a trigger for ribosome associated quality control (RQC) which resolves inactive stalled/collided ribosome pairs, called disomes, and can promote no-go mRNA decay (NGD) of defective transcripts (8,26). One early step in the RQC pathway is thought to be the recruitment of the RING-type E3 ubiquitin ligase Hel2 (ZNF598 in mammals) to ribosomes (59). Both Slf1 and Sro9 are among proteins enriched in Hel2 immune-precipitates (60). Crosslinking and analysis of cDNA (CRAC), analogous to PAR-CLIP, determined Hel2 binding patterns (61). Similar to the yeast LARPs, Hel2 binds ORFs with a 3′ bias, accumulating upstream of stop codons (61). Winz et al. binned yeast mRNAs into five groups (quintiles) by Hel2 binding strength (Hel2-CRAC read counts). We found that the LARP target mRNAs are enriched in the highest Hel2 quintiles (76% of Sro9 and 91% of Slf1 are in the top 40% of Hel2 binding sites, Figure 6A), suggesting a strong correlation between Hel2 and LARP mRNA binding preferences.

**Figure 6.**
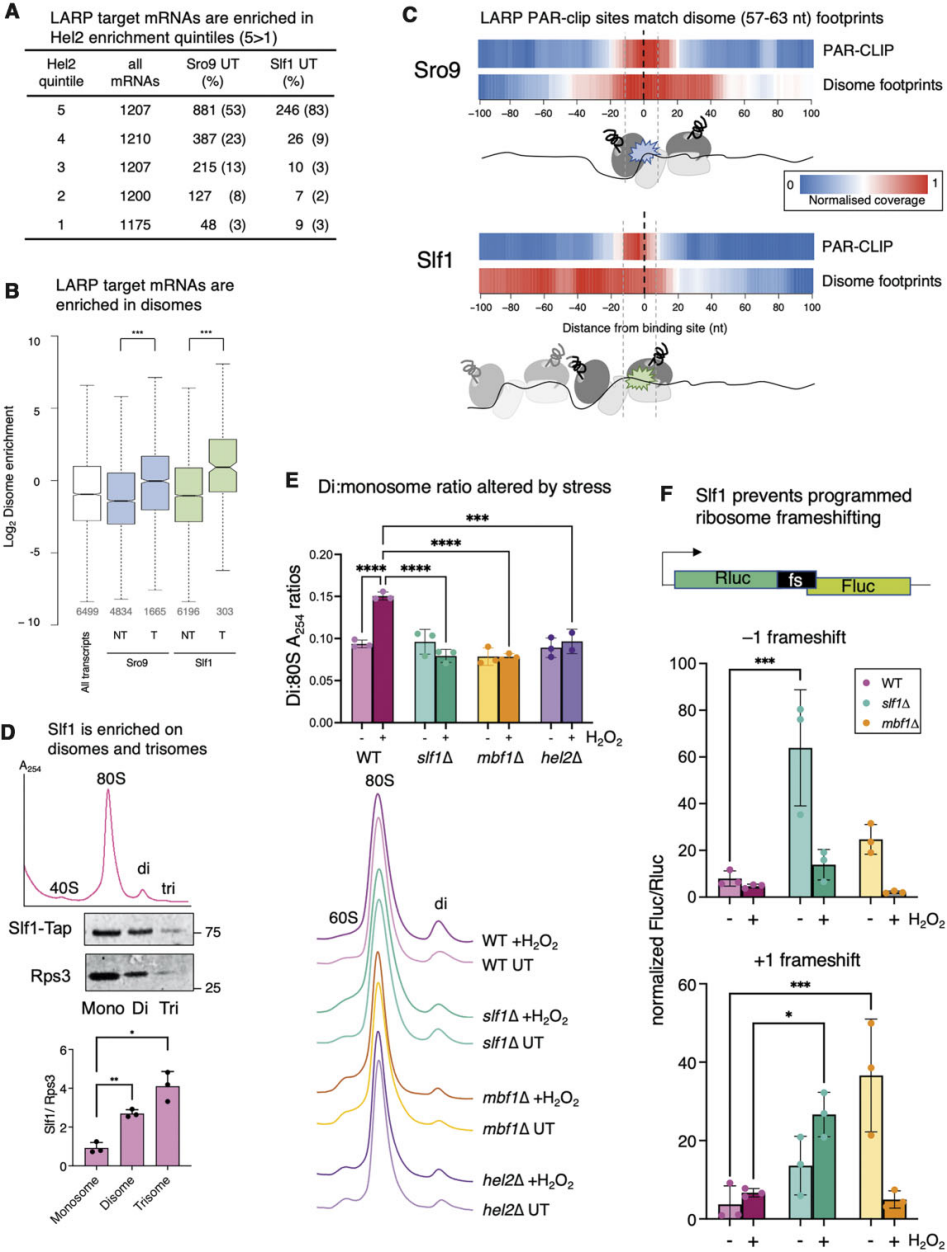
LARPs are enriched on disomes. (**A**) Distribution of Sro9 and Slf1 targets among Hel2 quintiles grouped according to Hel2-CRAC read counts (1, the lowest; 5, highest Hel2 binding), as described (61). (**B**) LARP target mRNAs are enriched in disomes. More disomes are found on Slf1 and Sro9 targets than NT mRNAs. All *P*-values (***) < 2.2 × 10^−16^ (Mann–Whitney test). Box plot details as shown in Figure 1D. (**C**) Meta plot of disomes isolated from untreated cells (40) mapped to ± 100 nt of PAR-CLIP site mode locations. Cartooned enriched disome ribosome and Larp positions shown below (see also Supplementary figure S9). (**D**) Slf1 is enriched on disomes and trisomes. Labelled example sucrose density gradient trace of ribosomes from cell extract not cycloheximide treated (top). Western blots (middle) of collected mono-, di- and trisome fractions, and quantification (*n* = 3). Quantification assumes a single Slf1-binding site per disome/trisome, while two or three Rps3 subunits, respectively are counted. *P*-values two-tailed *t*-test, paired samples ** M:D 0.0015, *M:T 0.017. (**E**) RNase-treated sucrose grandient traces ±15 min peroxide stress, aligned and stacked. Above, quantification of the disome: monosome ratios for 3 biological replicates. Statistics are two-way ANOVA with Tukey post hoc multiple comparison test adjusted *P* values. All pairs indicated **** are < 0.0001, except *hel2Δ* versus WT where *P*= 0.0004. (**F**) DLR assays using programmed + 1 and –1 ribosome frameshifting reporter sequences normalised to frame 0 control values. Cells grown to mid-log ± 2 hour oxidative stress treatment (n = 3). Statistics are two-way ANOVA with Tukey multiple comparison correction among strains; –1 frameshift: *** = 0.0001, +1 frameshift: *** = 0.0004, * = 0.0153.

As Hel2 binds disomes (62), we asked if the LARP-bound mRNAs are differently enriched with disomes to other RNAs (calculated as disome footprints/mRNA-seq for a disome abundance measure equivalent to TE for monosomes) using mapped disome footprints from unstressed cells (40). LARP-bound transcripts are significantly enriched in disomes over non-target mRNAs (Figure 6B). Metaplots of disome positions shows that these footprints are distributed along ORFs similar to monosome 80S footprints (Supplementary Figure S10A). In addition, and similar to monosome footprints, disomes are enriched at LARP PAR-CLIP binding sites (Figure 6C and Supplementary Figure S10B), implying that the LARPs may bind disomes in addition to 80S monosomes. When the PAR-CLIP, 80S and disome footprints for individual mRNAs were compared the co-alignment patterns of PAR-CLIP and ribosomes are less clear than the metaplots. However, coincident peaks of PAR-CLIP sites with both 80S and disomes are evident (Supplementary Figure S11A-D), particularly for *RPL39* (Supplementary Figure S11D). On these mRNAs disomes are clearly enriched towards the C-terminal half of each ORF which matches the global positioning bias for both LARPs (Figure 2A) and Hel2 (61). Further, disome metaplots appear to show distinct LARP positioning, with a greater enrichment of Sro9 with the rear of the footprint, i.e. the colliding ribosome, while Slf1 enriches at the front of the footprint, i.e. the stalled ribosome region of the footprint plot. These analyses suggest the LARPs act at disomes and hint at possible differences in binding preferences for stalled verses collided ribosomes.

To investigate disome association of Slf1 further, we RNase1-treated cell extracts from *SLF1-TAP* cells followed by fractionation on sucrose gradients to reveal 80S monosomes, disomes and trisomes (Figure 6D). Fractions corresponding to these migration points in the gradients were western blotted. Although Slf1-TAP was found in all ribosome peaks, it was enriched disomes and trisomes compared with monosomes. We next quantified disome:monosome (D:M) ratios from WT and *slf1Δ* cells as well as from cells deleted for known RQC factors Hel2 and Mbf1 (the yeast homolog of mammalian EDF1) (7,63). Loss of Hel2 was found previously to reduce stable disome footprints (40). The D:M ratio increased significantly in WT cells following 15 min H_2_O_2_ treatment (Figure 6E). This is in line with the idea that oxidative stress can modify mRNA (58) and ribosomes (64) leading to slowed elongation (1) and enhanced ribosome stalls and collisions. However, in *slf1*Δ cells as well as *hel2*Δ and *mbf1*Δ cells the D:M ratio was unchanged following stress, suggesting that aspects of the normal stress response were altered following loss of Slf1 or these known RQC factors. Therefore, Slf1 appears to be modestly enriched on disomes and necessary for increased D:M ratios following oxidative stress. These are consistent with the idea that Slf1 can stabilise disomes as previously suggested for Hel2 (40). Cells deleted for Hel2 exhibited high basal levels of eIF2 phosphorylation consistent with the idea that RQC can antagonise activation of Gcn2 kinase (65). We therefore compared eIF2 phosphorylation levels in response to hydrogen peroxide in *slf1Δ*, *hel2*Δ and *mbf1*Δ cells with WT using a phospho-specific antibody. Loss of Slf1 did not alter the observed Gcn2-mediated phosphorylation response to hydrogen peroxide (Supplementary Figure S12A). In contrast *mbf1Δ* cells had a muted response to stress. We conclude that although *slf1Δ* diminishes disome accumulation during peroxide treatment it does not impact Gcn2 activation.

Mbf1 and the ribosomal proteins Asc1 (RACK1) and Rps3 (uS3) were recently implicated in preventing ribosome frameshifting at stalling sequences bearing repeated CGA codons (66). Mbf1 bound the rotated collided 80S near the mRNA entry channel within a disome cryoEM structure (7), suggesting that factors can act with 40S ribosomal proteins to ensure stalled/collided ribosomes maintain reading frame for resumed translation upon stall resolution. Programmed ribosome frameshifting (PRF), common in retroviruses and related elements including retroviral related elements found in yeast, is typically associated with ribosome pauses (67). PRF pauses may be caused by rare codons or by RNA structures within coding regions at the sites of frameshifting. Typically, only a fraction of ribosomes shift reading frame at PRF signals either forward or back and resume translation in the new frame. As Slf1 and Sro9-bound mRNAs have good codon optimality (Supplementary Figure S4E), we addressed if the CLIP sites were enriched in secondary structures. We compared our PAR-CLIP data with a genome-wide secondary structure data set (36). That study derived nucleotide resolution secondary structure scores for over 2600 yeast mRNAs based on single and double-stranded nuclease accessibility. This was termed a parallel analysis of RNA structure (PARS) score, where higher values denote greater structural propensity. We found that Slf1 and Sro9 bound ORFs and 3′UTRs have higher mean (overall per nucleotide) PARS scores than non-targets, with ORFs generally having higher scores than non-coding regions (Supplementary Figure S12B). Next, we calculated the sum PARS score for 30 consecutive bases (PARS30) through each ORF, as 30 nt approximates to a ribosome footprint. Consistent with the mean PARS scores, both LARP target mRNAs have higher mean PARS30 scores than non-target mRNAs (Supplementary Figure S12C). To examine CLIP sites directly we calculated PARS30 scores around the mode location defined mid-point of the top ranked PAR-CLIP binding site in each mRNA. This revealed that the secondary structure propensity was higher at the CLIP-Site (–15 to + 15) than either up- (–45 to –15) or down-stream (+15 to +45)(Supplementary Figure S12C), suggesting that local secondary structure peaks at major PAR-CLIP sites. These analyses suggest that the mapped LARP binding sites may indicate where ribosomes encounter secondary structures. How oxidative stress impacts mRNA secondary structure has not been analysed by similar methods.

To assess if Slf1 can influence PRF, we used two well-characterised DLR systems to monitor +1 and –1 frameshifts from yeast *Ty1* and L–A elements (47). Analogous to the stop-codon readthrough reporters, these PRF reporters place either *Ty1*, L–A or control sequences between out of frame *Renilla* and firefly luciferase ORFs (Figure 6F). WT cells transformed with the DLR plasmids behaved as expected (47) exhibiting 5–10% readthrough that was not altered by hydrogen peroxide (Figure 6F). *mbf1Δ* cells boosted frameshifting of the reporters in unstressed cells, in line with Mbf1′s ability to impact frameshifting at other sequences (66,68) but this effect was eliminated following stress. *slf1Δ* cells also stimulated frameshifting of both PRF reporters: –1 PRF at the L–A element was significantly increased in exponentially growing cells, while stress enhanced +1 frameshifting from the *Ty1* sequence (Figure 6F). While the general reduction in –1 frameshifting seen following stress remains unexplained, it is perhaps paradoxically consistent with the idea that further non-programmed frameshifting could occur during translation of the downstream firefly ORF, thereby reducing functional reporter levels. Taken together these observations suggest that Slf1 may act on ribosomes stalled at regions of secondary structure to help maintain stalled ribosomes in the correct reading frame.

## DISCUSSION

Here we aimed to uncover roles for the yeast LARPs in translation and in the response of cells to oxidative stress. Prior work established that both factors migrate into polysomes and possess both mRNA and 40S association abilities (23–25). Deletion of either protein enhances sensitivity of cells to oxidative stress and RIP-seq showed that the LARPs bound highly translated mRNAs including those encoding antioxidant enzymes (24). Most intriguingly a strain deleted for Slf1 failed to promote expression of antioxidant proteins, likely explaining the enhanced oxidant cellular toxicity (24). These observations pointed to a role for the yeast LARPs in translational control but did not suggest a specific mechanism. Here, we performed PAR-CLIP, and found that both factors selectively bind subsets of highly translated mRNAs, primarily via binding within ORFs. Slf1 bound a subset of Sro9 mRNAs, but not necessarily at the same positions within each ORF. The global trend was few LARP binding sites near the AUG, but a steady increase through the ORF to the stop codon. Stress had only a modest impact on both the identity of target transcripts and the binding positions within each ORF. Further experiments with *slf1*Δ cells indicate it impacts production of antioxidant proteins during stress without affecting the transcriptional induction of antioxidant mRNAs, their interaction with the mRNA cap-binding factor eIF4E or via preventing antioxidant mRNA engagement with 80S ribosomes. *slf1*Δ did not impact rates of stop-codon readthrough on reporter transcripts. Thus, it appears that translation is impacted by loss of Slf1 during translation elongation itself. The framing of each end of the LARP CLIP protected fragments relative to ORF codons as well as the remarkable enrichment of ribosome footprints at the LARP mRNA binding sites, as viewed in metaplots for both 80S and disome footprints, strongly suggest that the LARPs are engaged primarily with elongating and/or stalled ribosomes.

One observation from the footprint metaplots is that during stress the positions of ribosome footprints relative to the LARP PAR-CLIP sites change and show both LARP-specific and ribosome footprint size distinct patterns. In stressed cell samples both LARP cross-linking positions are more enriched in the spaces between 80S ribosome peaks. A distinction between LARPs is Sro9 has more 80S footprints ahead of the protein CLIP sites, including enrichment for shorter 21–22 nt 80S footprints that are indicative of rotated 80S with empty A sites in a pre-accommodation state, presumably waiting for an incoming tRNA (69). In contrast the 21–22 nt 80S footprints accumulate behind Slf1 CLIP positions during stress (69). Positioning the LARPs between 80S footprints may help limit ribosome collisions during stress. Disome footprinting has not been reported for peroxide stressed cells, but in unstressed cells disomes accumulate at the CLIP sites for both LARPs. The relative position of each LARP/disome plot is indicative of preferential binding of Slf1 to the stalled ribosome and Sro9 to the rear collided ribosome. Slf1 footprints have fewer 80S and disome footprints ribosomes ahead of them than Sro9 does, suggesting Slf1 is binding to a leading ribosome on any given mRNA. This may be attributed in part to the proximity of stop codons downstream. We found that Slf1 associates with disomes and that loss of Slf1 does impact disome accumulation during stress, similar to the loss of known disome-associated factors Hel2 and Mbf1. However, *slf1*Δ cells did not alter the Gcn2 mediated ISR phosphorylation of eIF2. Consistent with roles for the LARPs in resolving ribosome stalls, *slf1*Δ and *sro9*Δ cells display altered sensitivity to the antibiotic paromomycin which reduces translation elongation fidelity and can promote –1 ribosomal frameshifting (23). Mbf1 mutants impact + 1 ribosome frameshifting at RQC promoting CGA repeat stalling sequences (66) and at other yeast mRNAs (68) including *LEU2, MET2 and HIS4*. Curiously some frameshift sites identified previously in *LEU2* and *HIS4* contain GGU codons, similar to the motif enriched in our LARP PAR-CLIP experiments. The L–A viral –1 frameshift promoting sequence we used also possesses a GGU codon in the 0 frame of the shifting element (47). *slf1Δ* significantly boosted frameshifting of the L–A DLR, while *mbf1*Δ promoted + 1 frameshifting of the *Ty1* DLR. Recently ISR regulators Gcn1 and Gcn20 which bind disomes (7) were also found to antagonise frameshifting at CGA repeat stalling sequences, while in contrast the fungal-specific elongation factor eEF3 promoted frameshifting (70).

Our results suggest that Slf1 acts as one of several factors that can bind stalled and collided ribosomes. Slf1 specifically interacts with a subset of endogenous mRNAs that are among the most translationally active mRNAs and are hence engaged with a high density of ribosomes. The translation of antioxidant mRNAs is critical for cells to adapt to cellular stress. We propose that Slf1 helps maintain ribosomes in the correct reading frame. When deleted, enhanced frameshifting at multiple points along these mRNAs could lead to aberrant expression of truncated protein forms that are likely degraded. This could account for the observations that in *slf1Δ* cells ribosomes remain engaged with antioxidant and other mRNAs during stress, but that protein levels stay low.

Precisely how Slf1 could achieve this remains unclear. The apparent shift in the position of Slf1 to behind between 80S ribosomes during stress may indicate it changes from being mainly a 40S binding factor to being mRNA-bound. The Slf1 La related domain is needed for mRNA binding (25) while its amino terminal region promotes 40S ribosome interactions (24). Perhaps Slf1 could act like a brake or clamp to help prevent ribosome frameshifts. It may act as a buffer to stop the next ribosome colliding with the stalled ribosome. Secondly when ribosomes do collide Slf1 binding appears to stabilise disomes, which may facilitate resumed translation of mRNAs needed for stress resolution and a return to growth. Our CLIP/disome footprint meta-analyses point towards a model where Slf1 favors binding to stalled ribosomes, while Sro9 is more enriched at collided ribosomes. Delineating their precise roles will require further study.

More broadly, how do these findings relate to others LARPs? In humans LARP1 binding to mRNAs has been assessed by PAR-CLIP (18). However the binding of LARP1 is complicated because it additionally possesses a DM15 domain that promotes binding to ribosomal protein and translation factor mRNAs bearing 5′ terminal oligo-purine tracts (5′TOP) at their 5′ ends (71). 5′ UTR/ 5′TOP binding accounted for ∼5% of LARP1 binding to ribosomal protein mRNAs, while ∼60% of the binding was within the ORFs of these mRNAs. ORF binding was higher for non-5′TOP transcripts (18). A metaplot of ORF binding revealed a pattern of PAR-CLIP reads accumulating through the ORF and peaking just before the stop codon (18), similar to the patterns we describe for Slf1 and Sro9. Although much of the research focus for LARP1 biology in recent years has centered on its 5′TOP mediated control, these observations suggest that LARP1 may play multiple roles including via ORF or ribosome-binding. Although much remains to be uncovered, the findings we report here for the yeast LARP proteins may point to a conserved core LARP role that is retained in human cells.

## DATA AVAILABILITY

Sequencing files are deposited with the GEO accession number GSE174707. All other resources generated are available from the corresponding author.

## Supplementary Material

gkad272_Supplemental_Files Click here for additional data file.

# Supplementary material for: Interaction of the La-related protein Slf1 with colliding ribosomes maintains translation of oxidative-stress responsive mRNAs
**Source:** Nucleic Acids Res. 2023 Apr 18;51(11):5755–73. doi: 10.1093/nar/gkad272
**Supplement:** gkad272_Supplemental_Files

## Supplementary Materials for

Interaction of the La-related protein Slf1 with colliding ribosomes maintains translation of oxidative-stress responsive mRNAs.

Martin D. Jennings<sup>1,2,5</sup>, Priya Srivastava<sup>1,5</sup>, Christopher J. Kershaw<sup>1,3</sup>, David Talavera<sup>4</sup>, Christopher M. Grant<sup>1</sup> and Graham D. Pavitt<sup>1,\*</sup>

The supplementary materials included in this file are  
**Supplementary Figures 1-12,**  
**source uncropped western blot images** and  
**supplementary references.**

In addition, Supplementary Tables 1-10 are found in two separate multi-tab excel spreadsheet files:

**Supplementary Tables 1-6.xlsx** -contains data relating to the main and supplementary figures.

**Supplementary Tables 7-10.xlsx** -contains methods related details.

**Supplementary Table 1.** Total mRNA-seq read numbers from LARP PAR-CLIP experiments

**Supplementary Table 2.** Sequencing and processing numbers from PAR-CLIP experiments

**Supplementary Table 3.** Per gene RNAseq and PAR-CLIP analyses

**Supplementary Table 4.** Read numbers from mRNA-seq of WT, *sro9Δ* and *slf1Δ* strains without and with H<sub>2</sub>O<sub>2</sub> treatment

**Supplementary Table 5.** DESeq analysis of peroxide induced transcript changes WT, *sro9Δ* and *slf1Δ* strains without and with H<sub>2</sub>O<sub>2</sub> treatment.

**Supplementary Table 6.** DESeq analysis of P:M enrichment of mRNAs in WT and *slf1Δ* cells.

**Supplementary Table 7.** Yeast strains used in this study

**Supplementary Table 8.** Plasmids used in this study

**Supplementary Table 9.** Oligonucleotides used in this study

**Supplementary Table 10.** Key Resources Used.

## Supplementary Figures

### Supplementary Figure 1. Sro9 and Slf1 homology, stress response and CLIP complexes

(related to Figure 1)

**A** Similarity alignment of the yeast LARPs using MUSCLE (1). LaM and previously determined region necessary for Slf1-ribosome binding (2) are shown. Sites of interaction with the ribosomal protein Asc1 (3) or crosslinked (XL) to RNA (4) are indicated.

**B** eIF2 phosphorylation in response to H<sub>2</sub>O<sub>2</sub> stress maintained in TAP tagged strains used for CLIP. Immunoblot and total protein stain for indicated strains  $\pm$  0.8 mM Hydrogen peroxide for 15 minutes. Right: Quantified signals normalized to total protein loaded across blot to mean signal  $\pm$ SD (n=3). Statistics: 2-way ANOVA with a Tukey *post hoc* test. *P* values: WT =0.0009, Slf1 tap= 0.0002, Sro9 tap= 0.0001.

**C** <sup>32</sup>P RNP-complexes UV crosslinked (+) or not (– control) resolved on a 4-12% NU-PAGE bis-tris gel. \* indicate RNA-protein complexes formed.

# Supplementary Fig. 1

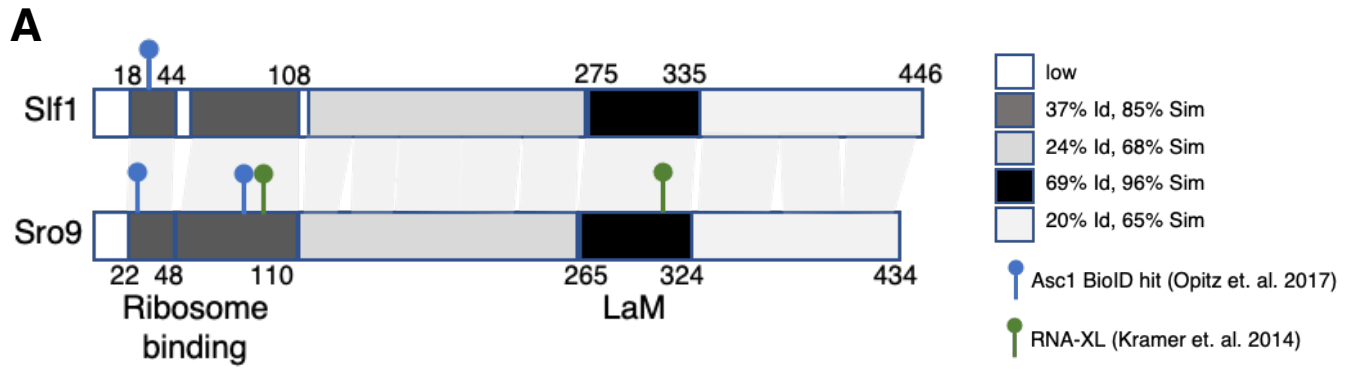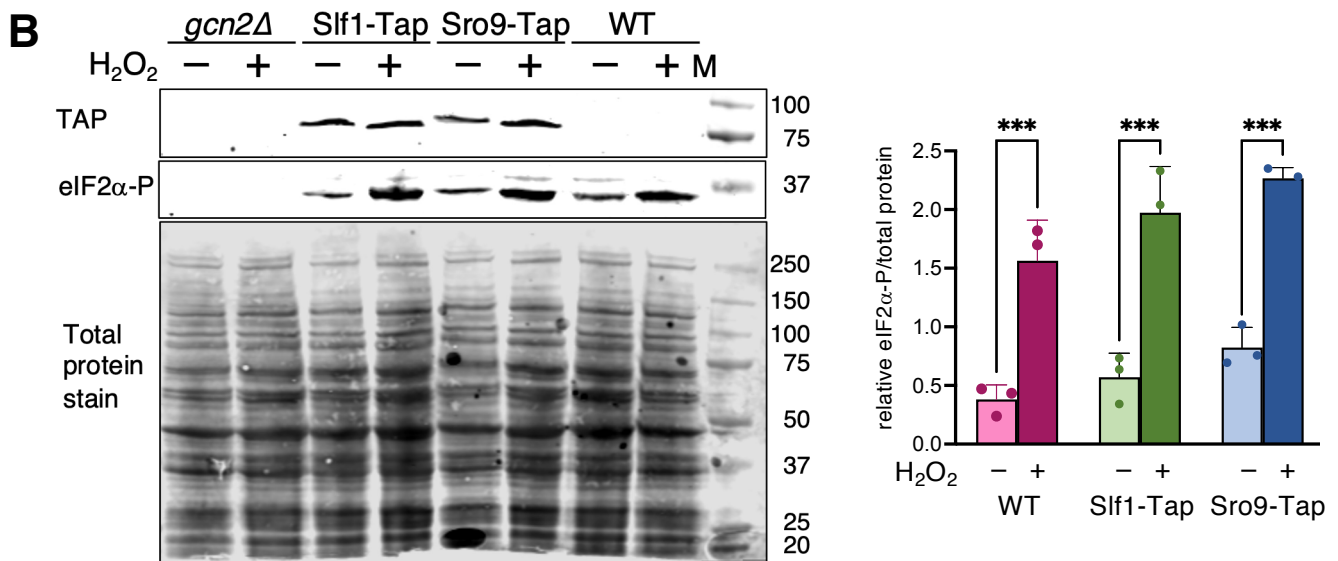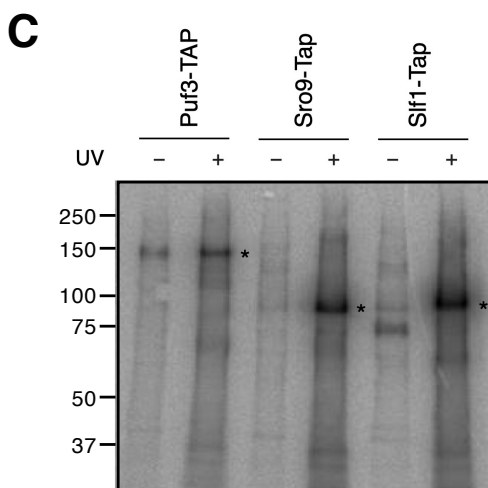

## **Supplementary Figure 2. Puf3 PAR-CLIP analysis**

(related to Figure 1)

**A** Table of PAR-CLIP reads and processing for Puf3.

**B** Annotation of Puf3 binding sites.

**C** Aggregate mRNA binding site distribution relative to start codons (left), stop codon (right) and across the ORF (middle) for Puf3.

**D** Sequencing coverage on *COX17* showing mapped read numbers for PAR-CLIP from Puf3.

**E** The most enriched motif identified from Puf3 PAR-CLIP identified using MEME.

## Supplementary Fig. 2

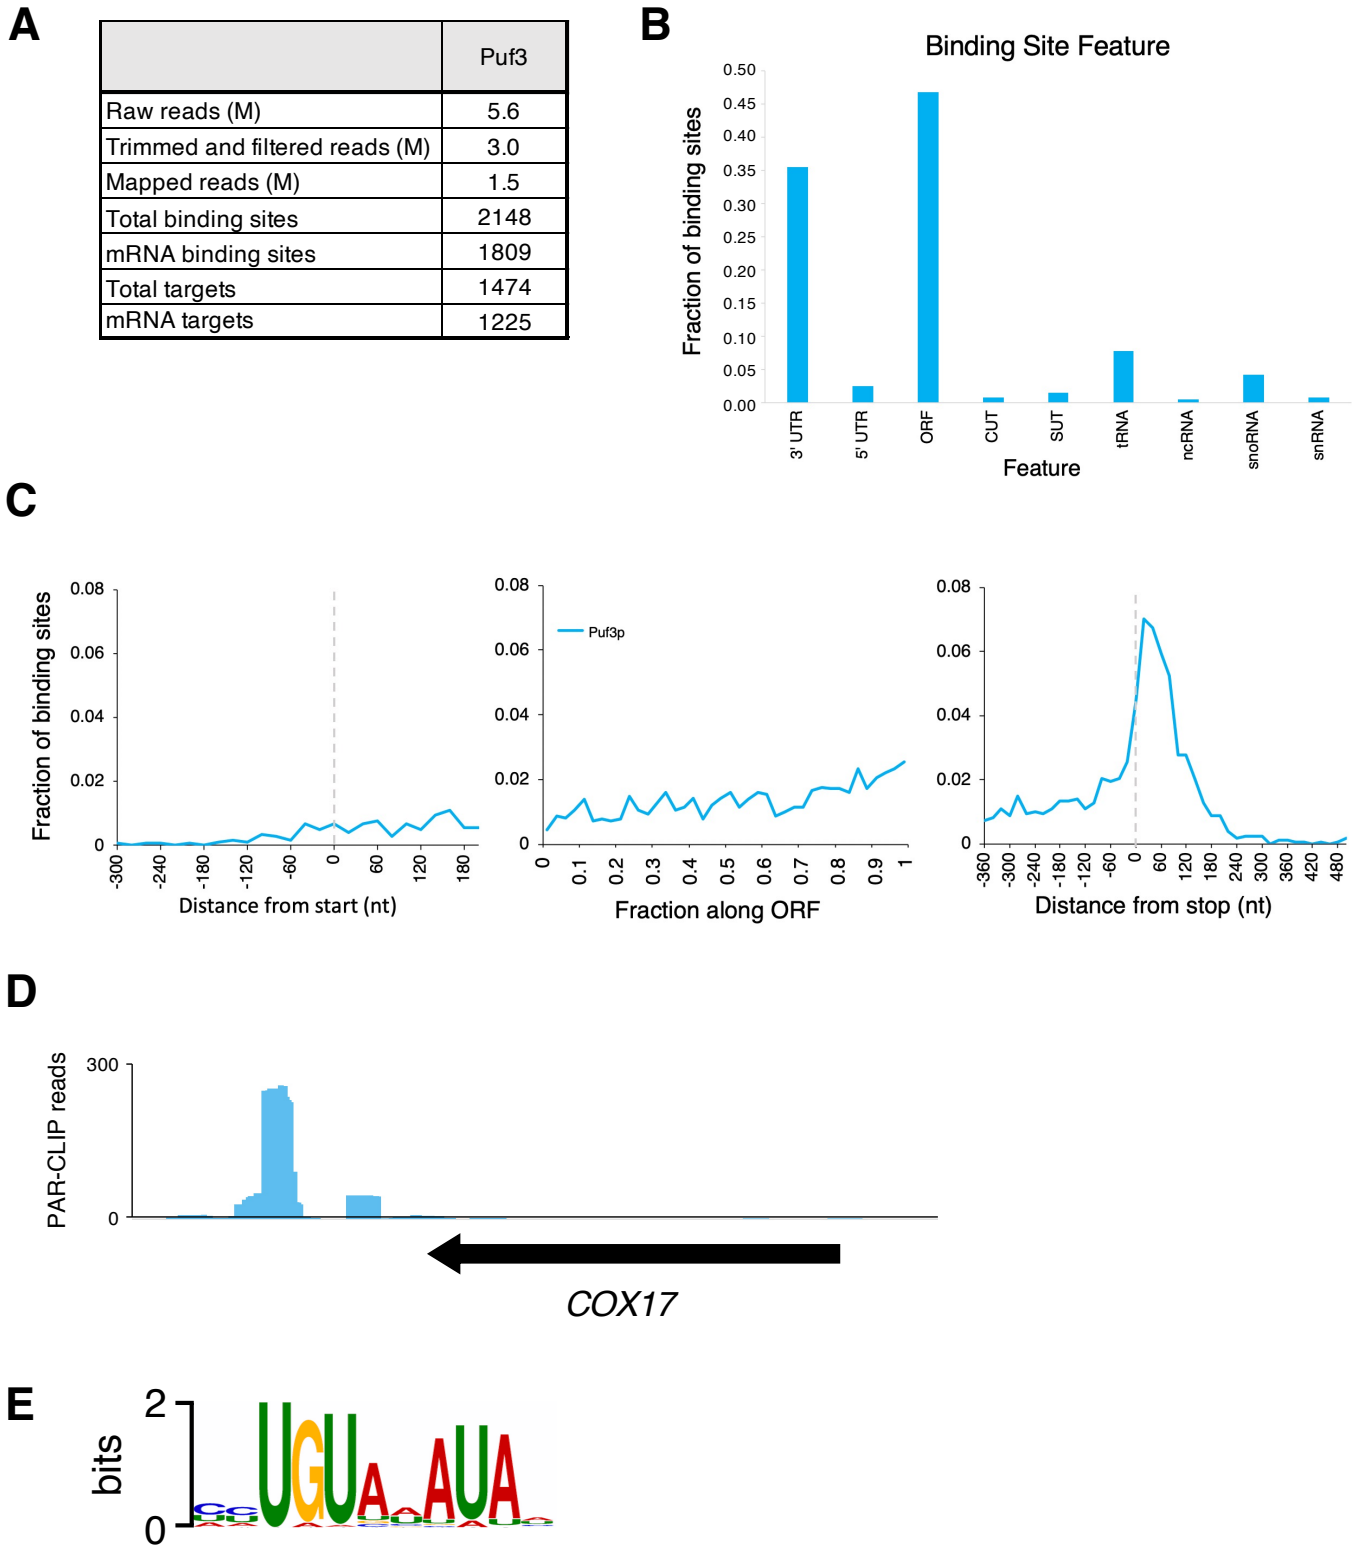

### **Supplementary Figure 3. Global comparison of Sro9 and Slf1 PAR-CLIP target sites**

(related to Figure 1)

**A** Total number of 3'UTR, ORF and 5'UTR binding sites within individual mRNAs across all targets. Boxes extend from 25-75% of the data range with notches around median. The notches are  $\pm 1.58 \times \text{interquartile range(IQR)}/\sqrt{n}$  and represent the 95% confidence interval for each median. Whiskers extend to data points that are less than  $1.5 \times \text{IQR}$  away from 1st/3rd quartile. The number of mRNAs in each group is given below each plot.

**B** 3'UTR  $\pm$  5'UTR sites are mainly in mRNAs where ORF is also bound. Venn style diagrams of binding site overlaps.

**C** Sro9-TAP and Slf1-TAP protein levels. Quantification shown relative to Slf1. Sro9-TAP mean value = 13.5. Error bars represent s.e.m (n = 6)

**D, E** Comparisons between PAR-CLIP targets (from this study) and RIP-Seq targets identified in Kershaw et al 2015, in either H<sub>2</sub>O<sub>2</sub> treated (T) or untreated (UT) cells. **D** Sro9-TAP. **E** Slf1-TAP.

# Supplementary Fig. 3

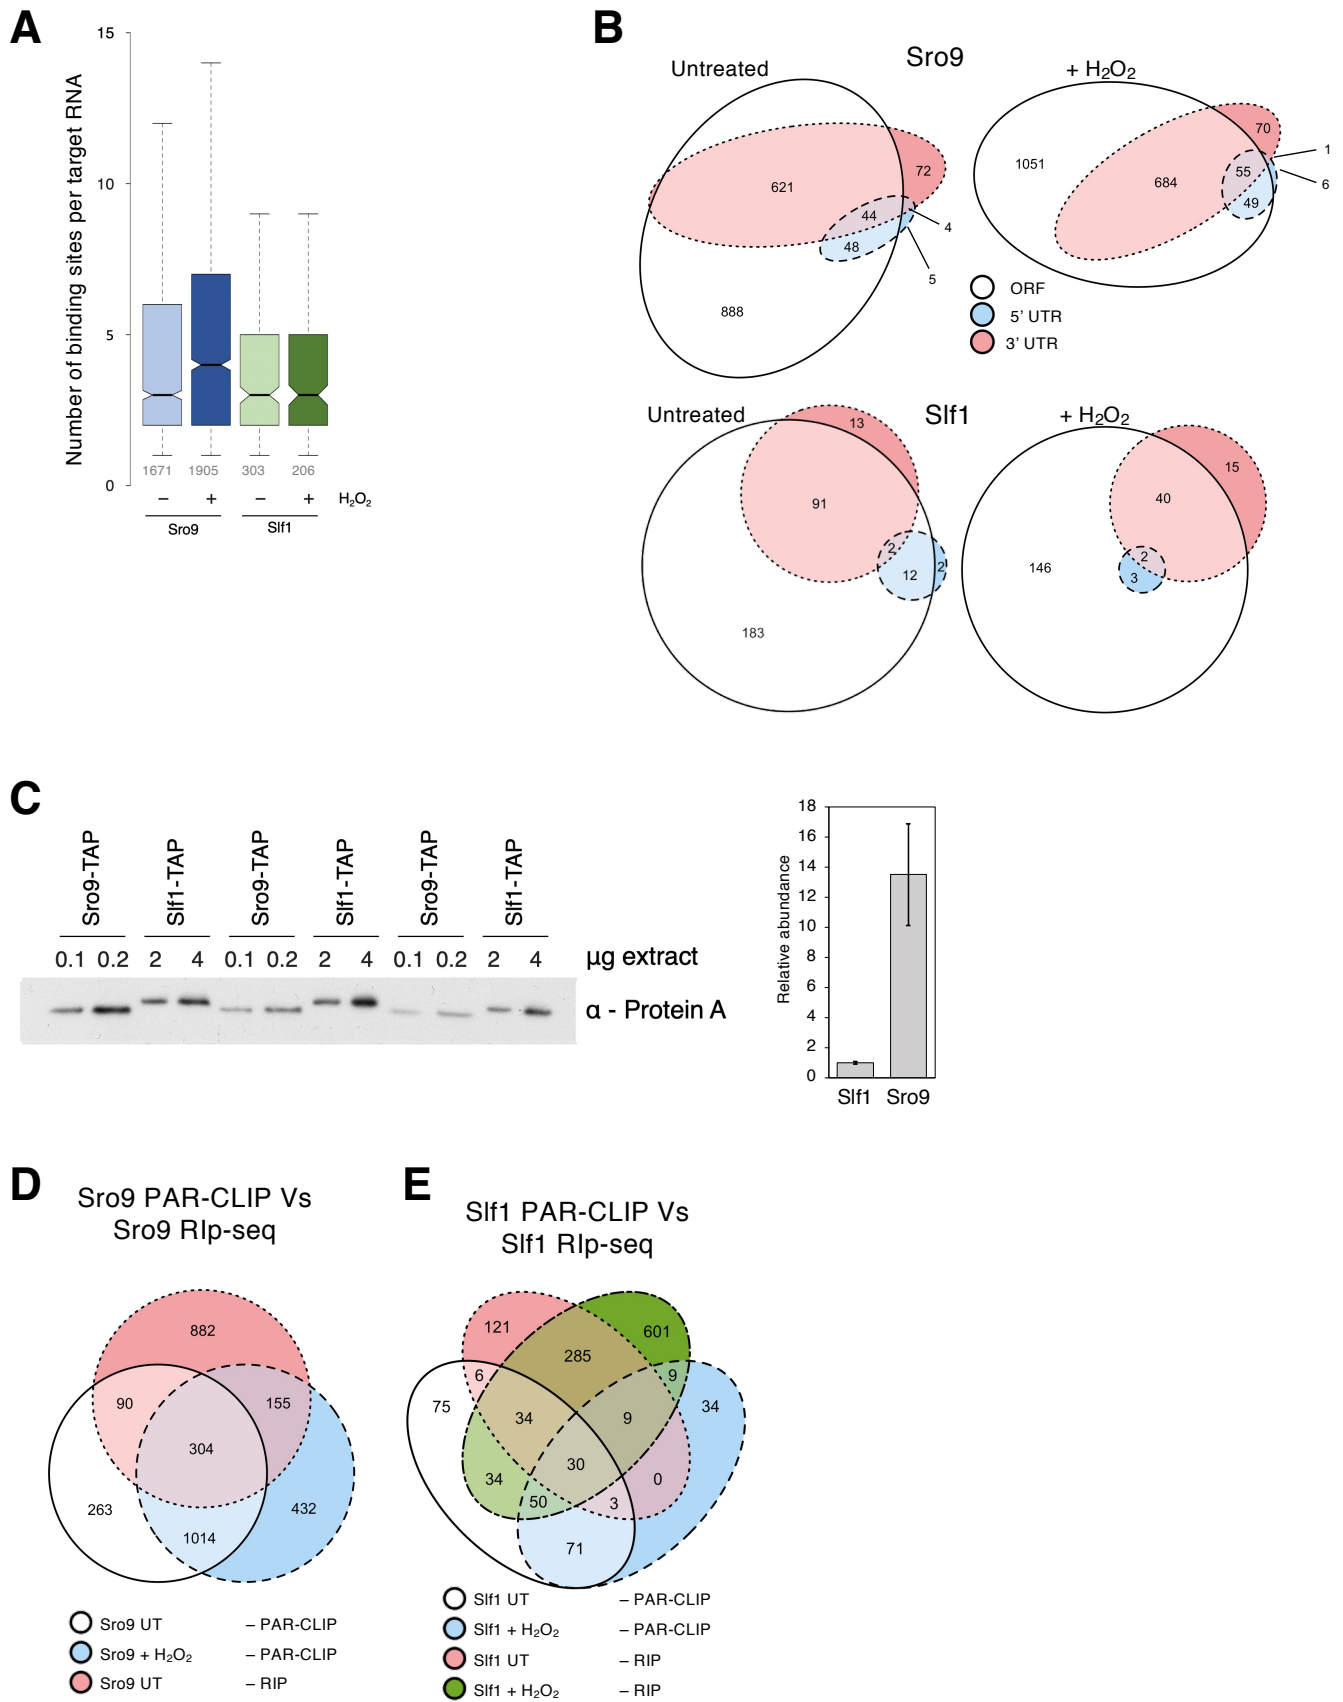

# **Supplementary Figure 4. Slf1 and Sro9 targets are abundant and efficiently translated.**

(related to Figure 1)

Features of all yeast protein coding transcripts (white/grey) or those targeted (T) or not targeted (NT) by Slf1 (green) or Sro9 (blue) both in the absence (–) or presence (+) of H<sub>2</sub>O<sub>2</sub> shown in Box and whisker plots. Boxes extend from 25-75% of the data range with notches around median. The notches are  $\pm 1.58 \times \text{interquartile range(IQR)}/\sqrt{n}$  and represent the 95% confidence interval for each median. Whiskers extend to data points that are less than  $1.5 \times \text{IQR}$  away from 1st/3rd quartile. The number of mRNAs in each group is given below each plot. *P*-values were calculated using the Mann-Whitney test.

**A** 5' UTR length in bp (*p*-values left to right: \*\* 0.001117, \* 0.01317, \*\*\*  $7.715 \times 10^{-6}$ , \*\*\*  $8.677 \times 10^{-6}$ ).

**B** ORF length in bp. (*p*-values left to right: \* 0.03358, \*\*\*  $3.067 \times 10^{-09}$ , \*\*\*  $4.696 \times 10^{-05}$ , \*\*\*  $1.001 \times 10^{-05}$ ).

**C** 3' UTR length, all are non-significant (ns).

**D** Calculated transcript abundance in FPKM in untagged strains, from this study (*p*-values \*\*\* all  $< 2.2 \times 10^{-16}$ ).

**E** Average tRNA adaptation index (tAI)(5) across each ORF (*p*-values \*\*\* all  $< 2.2 \times 10^{-16}$ ).

**F** Log<sub>2</sub> Ribosome density values (ribosomal rpkm/mRNA rpkm) in unstressed cells calculated from(6) and these data (*p*-values left to right \*\*\*  $< 2.2 \times 10^{-16}$ ,  $< 2.2 \times 10^{-16}$ ,  $< 2.2 \times 10^{-16}$ ,  $2.68 \times 10^{-12}$ ). The sum of both 28-29 and 21-22 nt footprints was used(6).

**G** Translation initiation efficiency(7) (*p*-values \*\*\* all  $< 2.2 \times 10^{-16}$ ).

# Supplementary Fig. 4

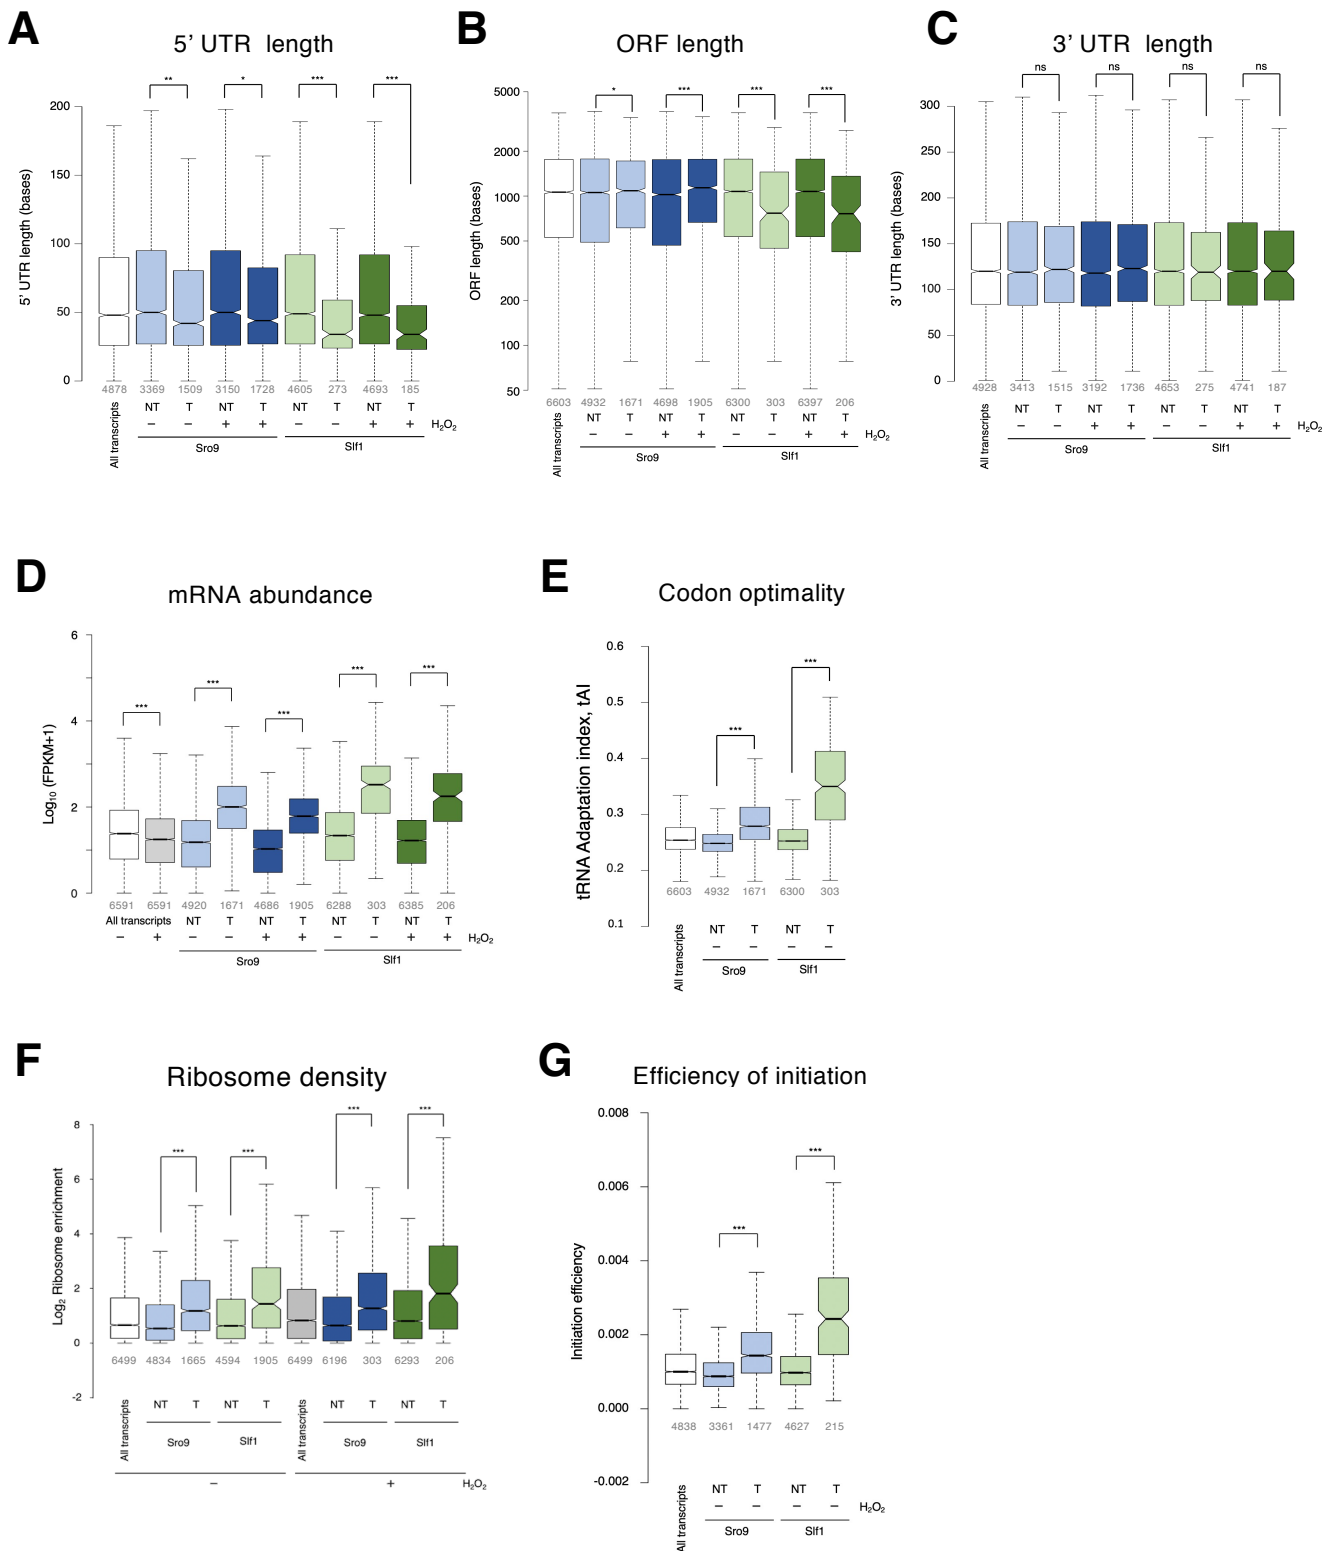

### **Supplementary Figure 5. PARCLIP reveals LARP-mRNA interactions increase through the ORF**

(related to Figure 2)

**A** Top: Histograms showing normalized sequence read coverage across ORFs from PAR-CLIP experiment. Left, read coverage across transcripts from the total RNA samples. Right, reads identified from PAR-CLIP of Sro9 or Slf1 in untreated (UT) or peroxide treated conditions (+ H<sub>2</sub>O<sub>2</sub>). Transcripts are split into 100 quantiles.

Bottom: left 80S monosome ribosome footprint read from reference (6). Ribosome reads are from either WT (- H<sub>2</sub>O<sub>2</sub>) or stressed (+ H<sub>2</sub>O<sub>2</sub>) conditions for all mRNAs or LARP target mRNAs from each condition. Right, Key to histograms.

**B** Sequencing coverage from PAR-CLIP (colored) or mRNA-seq (grey) from H<sub>2</sub>O<sub>2</sub> treated or untreated (UT) yeast. *TSA2* (top) and *TRX2* (bottom). Each ORF is shown by a horizontal black arrow from AUG to stop (arrowhead).

# Supplementary Fig. 5

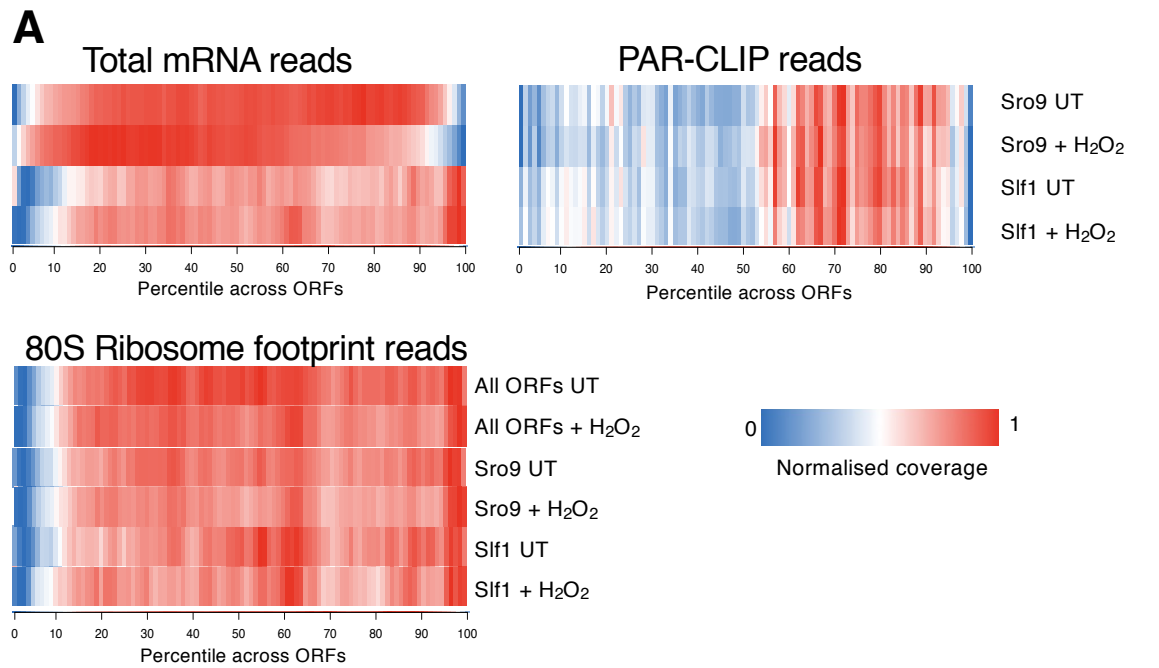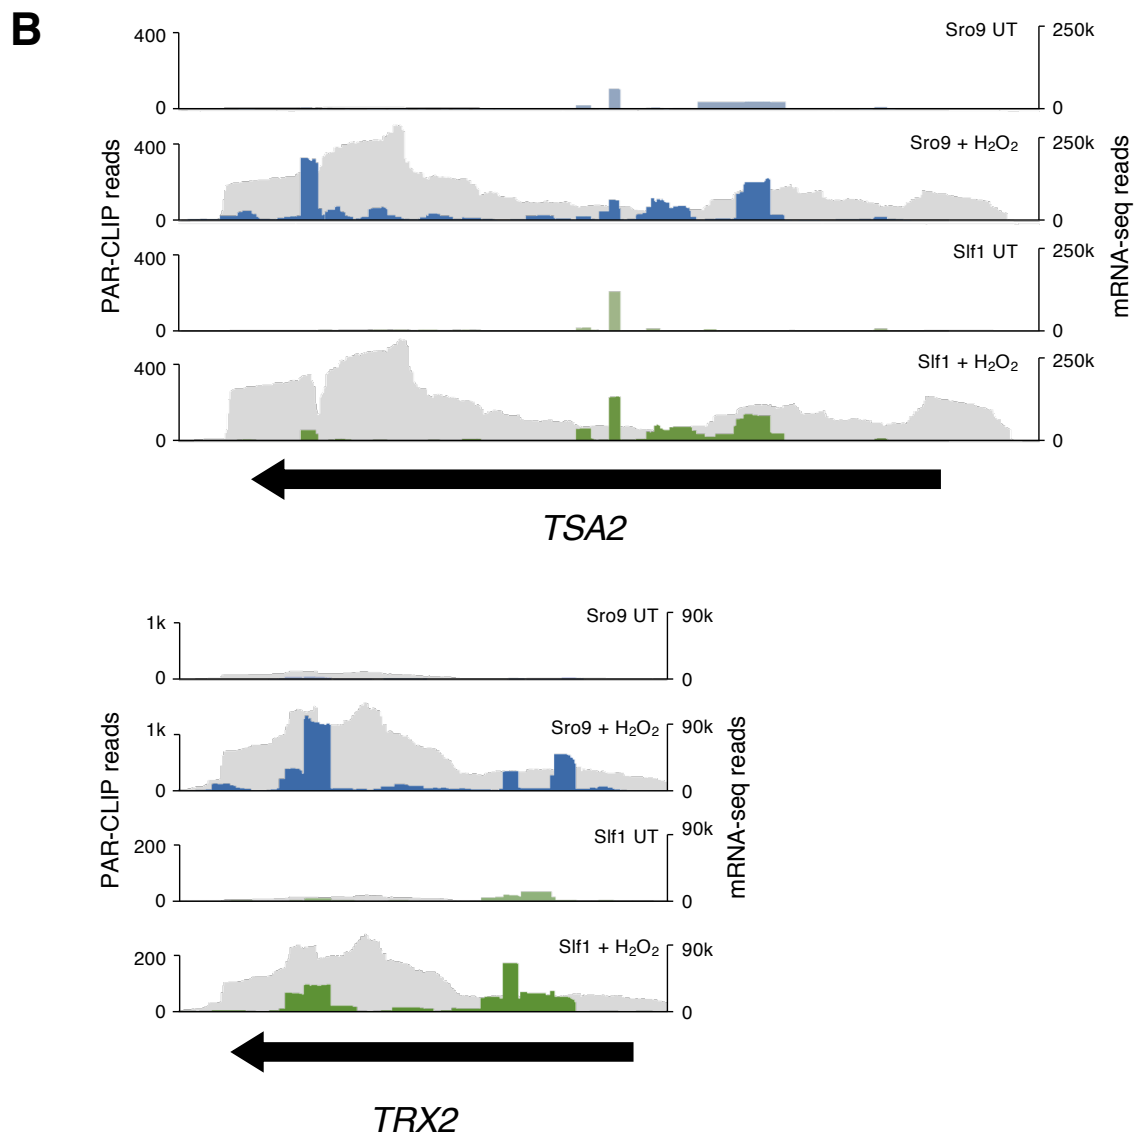

**Supplementary Figure 6. The oxidative stress transcriptional response is maintained in LARP mutant cells.**

(related to Figure 3)

**A** qRT-PCR of transcript levels relative to a luciferase spike-in control. n=3. error bar =SD.

**B** Measurement of  $\beta$ -galactosidase activity from a YRE-LacZ reporter in Wild-Type (WT), *sro9* $\Delta$  and *slf1* $\Delta$  strains either in the absence (–) or presence (+) of H<sub>2</sub>O<sub>2</sub>.

**C** Gene ontology (GO) of mRNAs significantly upregulated by peroxide in WT and LARP deleted cells (top) and comparison of the log<sub>2</sub> fold change (FC) of YAP1 response target genes in WT and *slf1* strains upon H<sub>2</sub>O<sub>2</sub> treatment, as calculated with DESeq2.

**D** Western blot detection of oxidative stress response proteins either in the absence (–) or presence (+) of H<sub>2</sub>O<sub>2</sub>. Protein levels in WT, *sro9* $\Delta$  and *slf1* $\Delta$  strains, Pgk1 is a non-antioxidant loading control. Quantification of bands is shown below panels - relative to the first lane and normalized to Pgk1.

# Supplementary Fig. 6

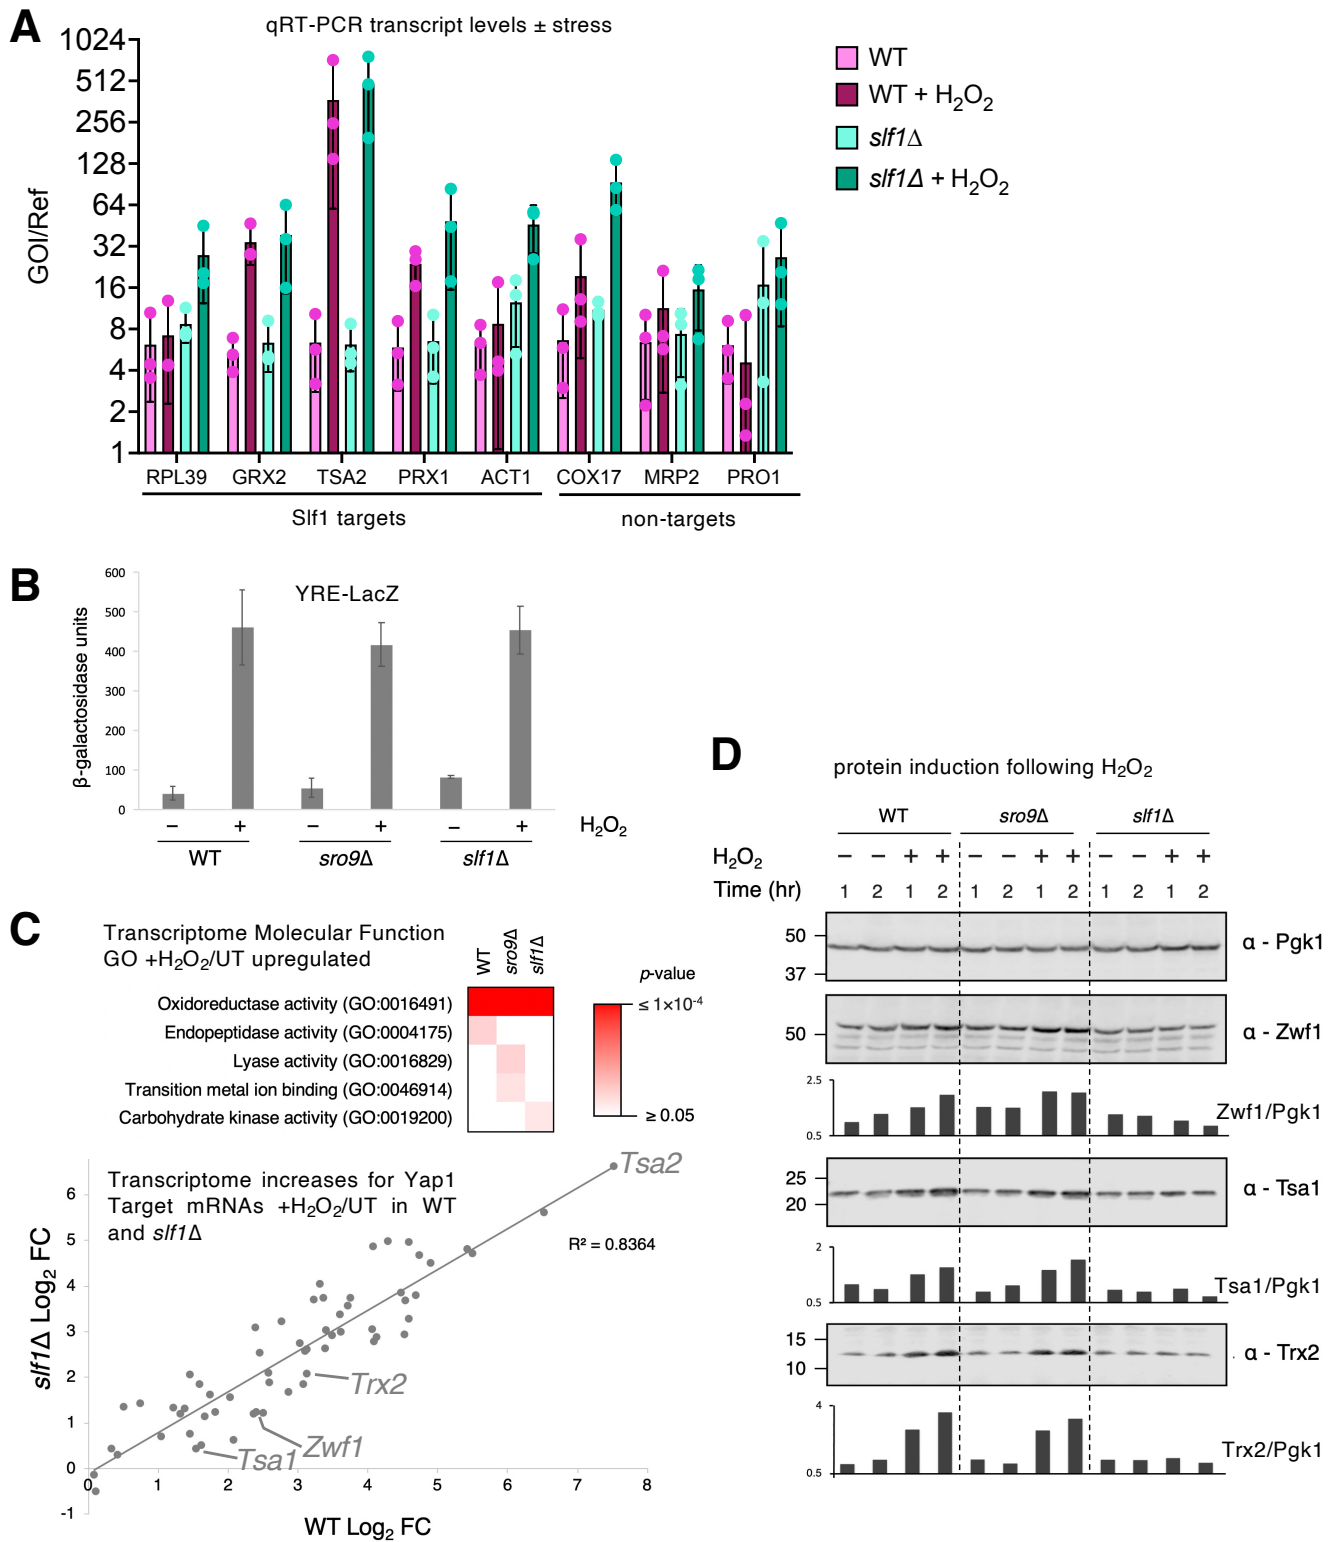

## **Supplementary Figure 7. Stop codon readthrough and eIF4F enrichment with LARP targets**

(related to Figure 3)

**A** Dual luciferase reporter assays for stop codon readthrough show stress and *slf1* $\Delta$  do not impact recognition of each of the three stop codons (n=3).

**B** LARP-bound mRNAs are enriched in eIF4F. Significantly (FDR < 0.05) positively enriched (red, fold enrichment >0) or negatively enriched (blue, fold enrichment <0) transcript groups from Costello et al 2015(8) binding to Sro9 or Slf1 from H<sub>2</sub>O<sub>2</sub> treated or untreated (UT) yeast. *P*-value coloring is from a Fisher's Exact test.

**C** Control Input and supernatant probing of eIF4E-TAP with anti-PAP antibodies. Almost all eIF4E is depleted from the supernatant.

Supplementary Fig. 7

**A**

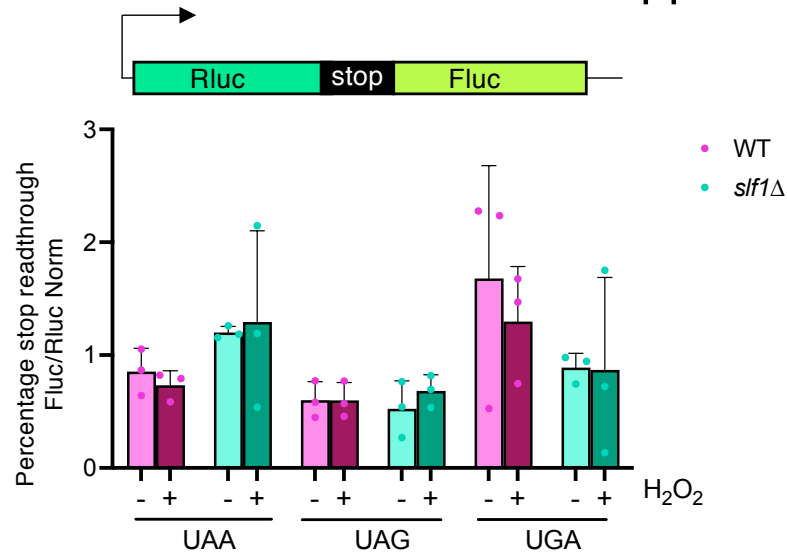

**B**

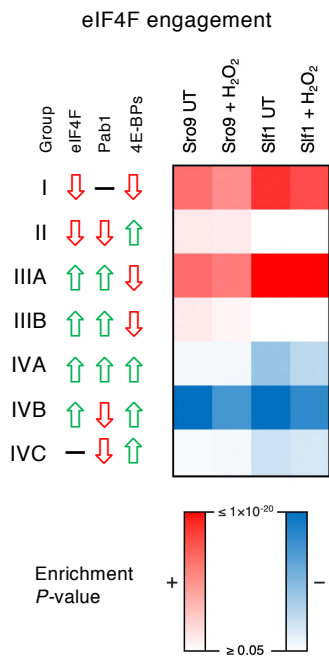

**C**

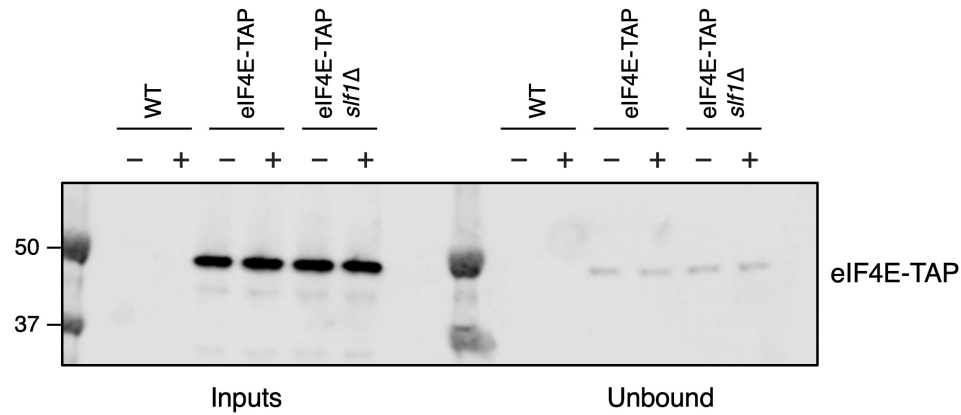

### **Supplementary Figure 8. YGSU motif frequency and framing.**

(related to Figure 5)

**A** Proportion of Sro9 and Slf1 PAR-CLIP binding sites from H<sub>2</sub>O<sub>2</sub> treated or untreated (UT) yeast containing different numbers of YGSU motifs.

**B** Fraction of ORF binding site start and end points in each of the three possible reading frames. Cartoon below gives theoretical example.

Chi square test adjusted *P*-values indicate both 5' ( $4.35 \times 10^{-114}$ ) and 3' ( $3.56 \times 10^{-141}$ ) patterns are non-random.

At the 5' end there is overrepresentation for frames 0 ( $P = 6.66 \times 10^{-11}$ ) and +1 ( $P = 3.25 \times 10^{-54}$ ), and depletion for frame +2 ( $P = 2.41 \times 10^{-109}$ ).

At the 3' there is overrepresentation for frames 0 ( $P = 6.61 \times 10^{-43}$ ) and +2 ( $P = 1.01 \times 10^{-30}$ ), and depletion for frame +1 ( $P = 3.73 \times 10^{-142}$ ).

**C** YGSU containing binding site 5' and 3' end framing is independent of binding site length. Plots shows nucleotide distance from first YGSU to binding site 5' end and from last YGSU to the 3' end. Frame bars colored as in B.

## Supplementary Fig. 8

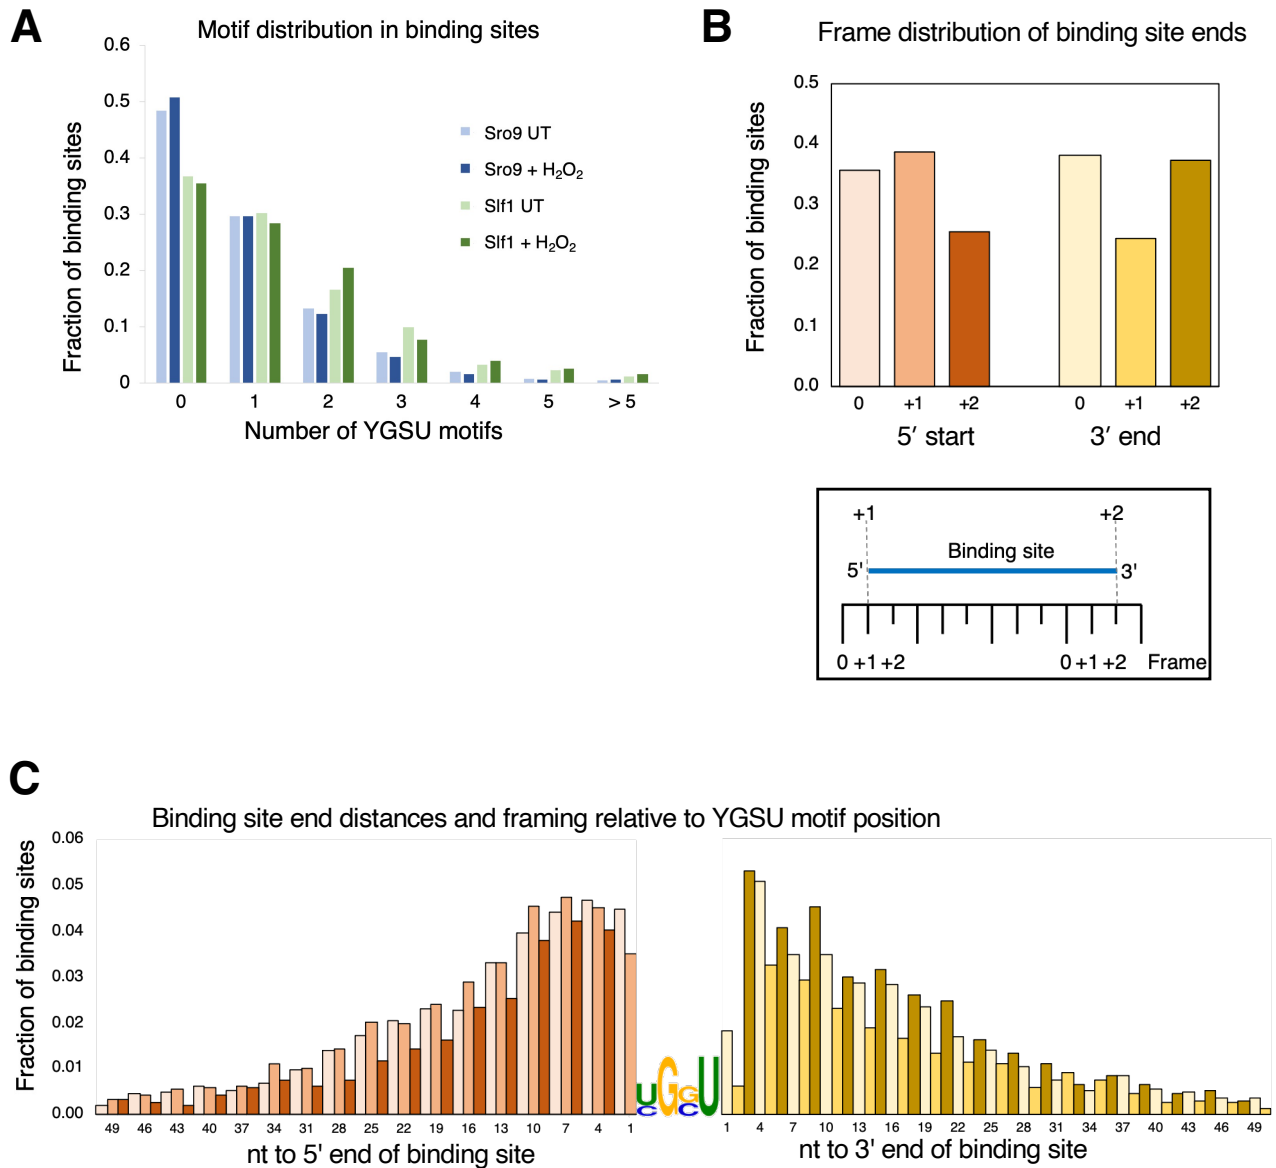

**Supplementary Figure 9. tRNA copy number and enrichment in PAR-CLIP reads**  
(related to Figure 5)

**A** tRNA copy number in *S. cerevisiae*.

**B** tRNA read counts across all 4 PAR-CLIP data sets. GGU and GCU decoding tRNAs highlighted with arrows.

# Supplementary Fig. 9

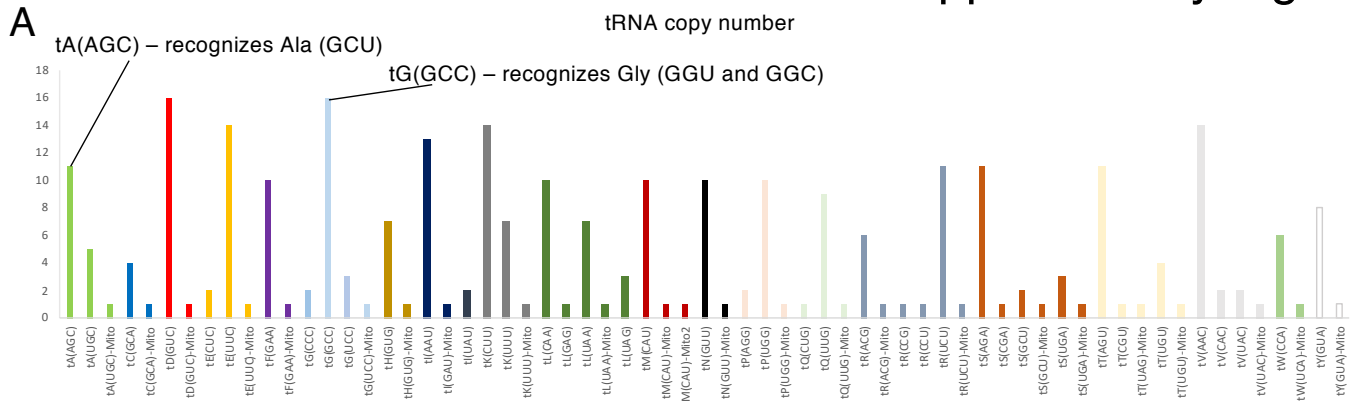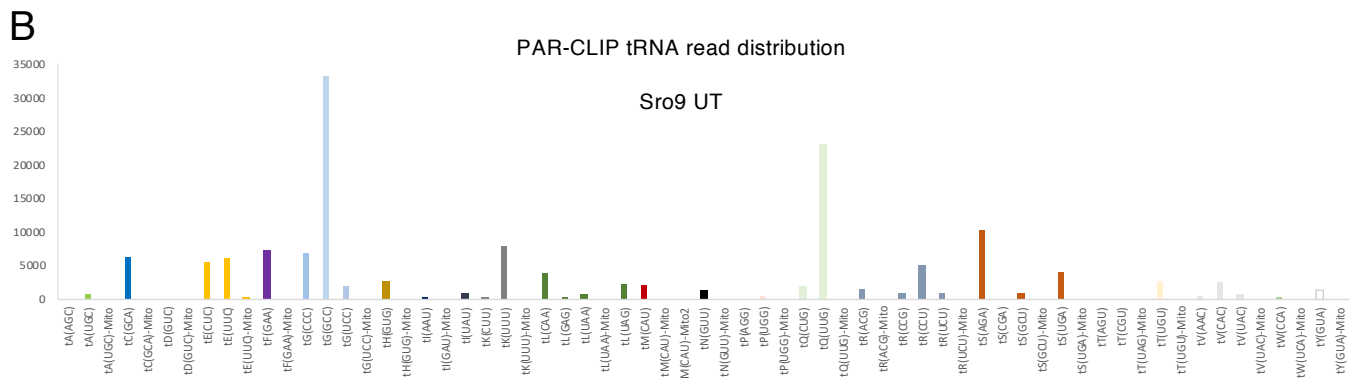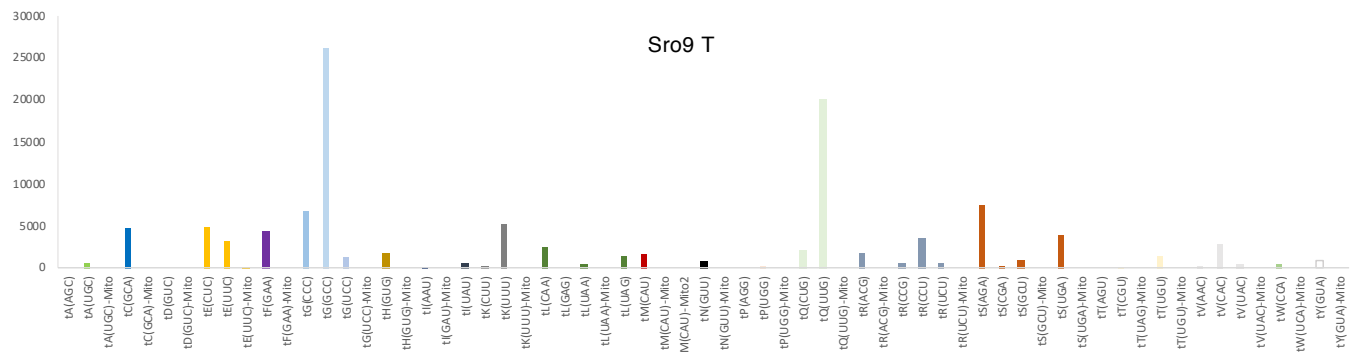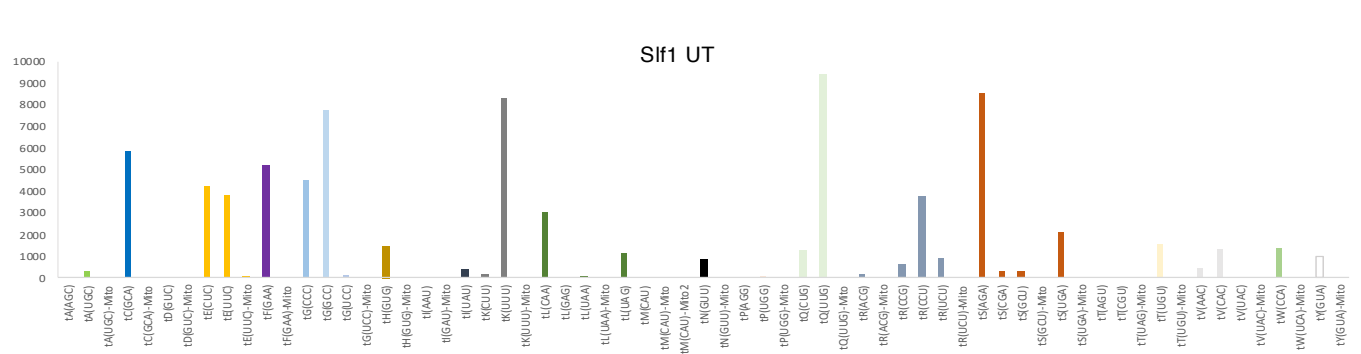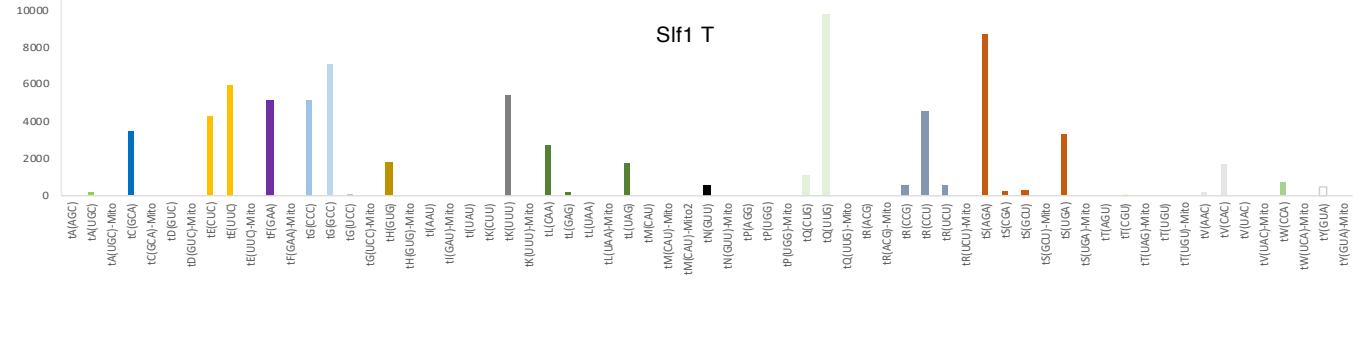

## **Supplementary Figure 10. Ribosome footprints are enriched at LARP PAR-CLIP sites**

(related to Figure 5)

**A** Ribosome footprint read coverage across all ORFs or PAR-CLIP target ORFs only

**B** Ribosome footprinting read coverage around PAR-CLIP binding sites (centered at 0) with increasing window sizes (+/- 100, 200, 300 and 500 nts).

Histograms show normalised ribosome read coverage as indicated in the key. Ribosome reads are from either WT (- H<sub>2</sub>O<sub>2</sub>) or stressed (+ H<sub>2</sub>O<sub>2</sub>) conditions.

80S monosome reads are from(6) and represent either all ribosome reads or those from standard footprints (28-29 nts) or small footprints (21-22 nts) only. Disome footprints (57-63 nt) are from Meydan and Gydosh(9). Transcripts/regions were split into 100 quantiles.

# Supplementary Fig. 10

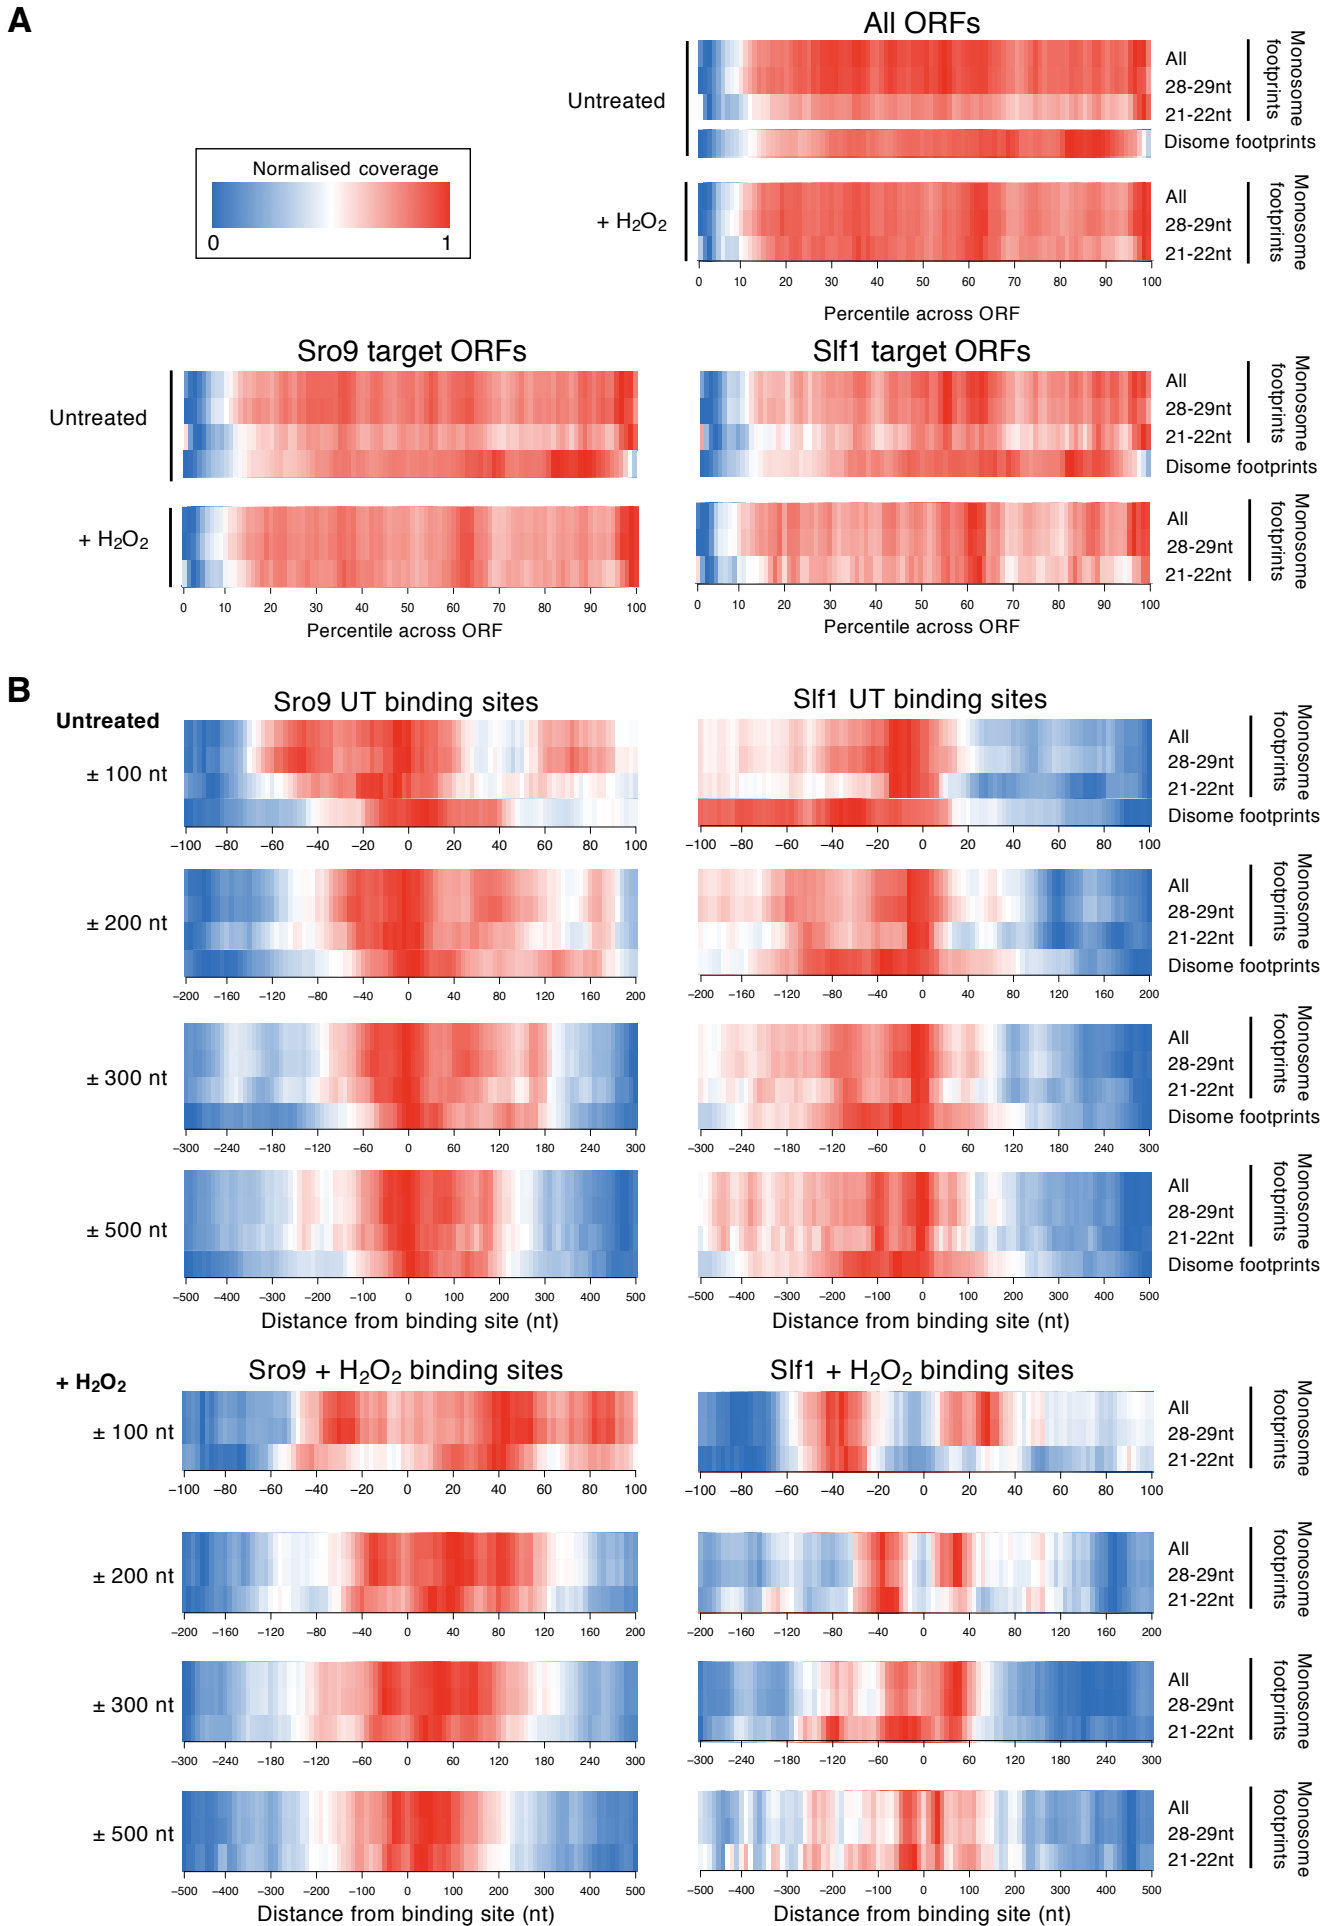

**Supplementary Figure 11. Alignment of PAR-CLIP, RNAseq, monosome and disome sequencing reads for four genes.**

(related to Figure 6).

**A-D** Plots of mapped RNA-seq reads from PAR-CLIP and RNA-seq (this study, as shown in Figure 2) with monosome(6) and disome(9) footprints for the named yeast genes. Vertical black dotted lines provide a visual aid to two major PAR-CLIP binding positions in each gene. Each ORF is shown by a horizontal black arrow showing its direction of translation. The intron in *RPL39* is shown as a dashed line.

Supplementary Fig. 11

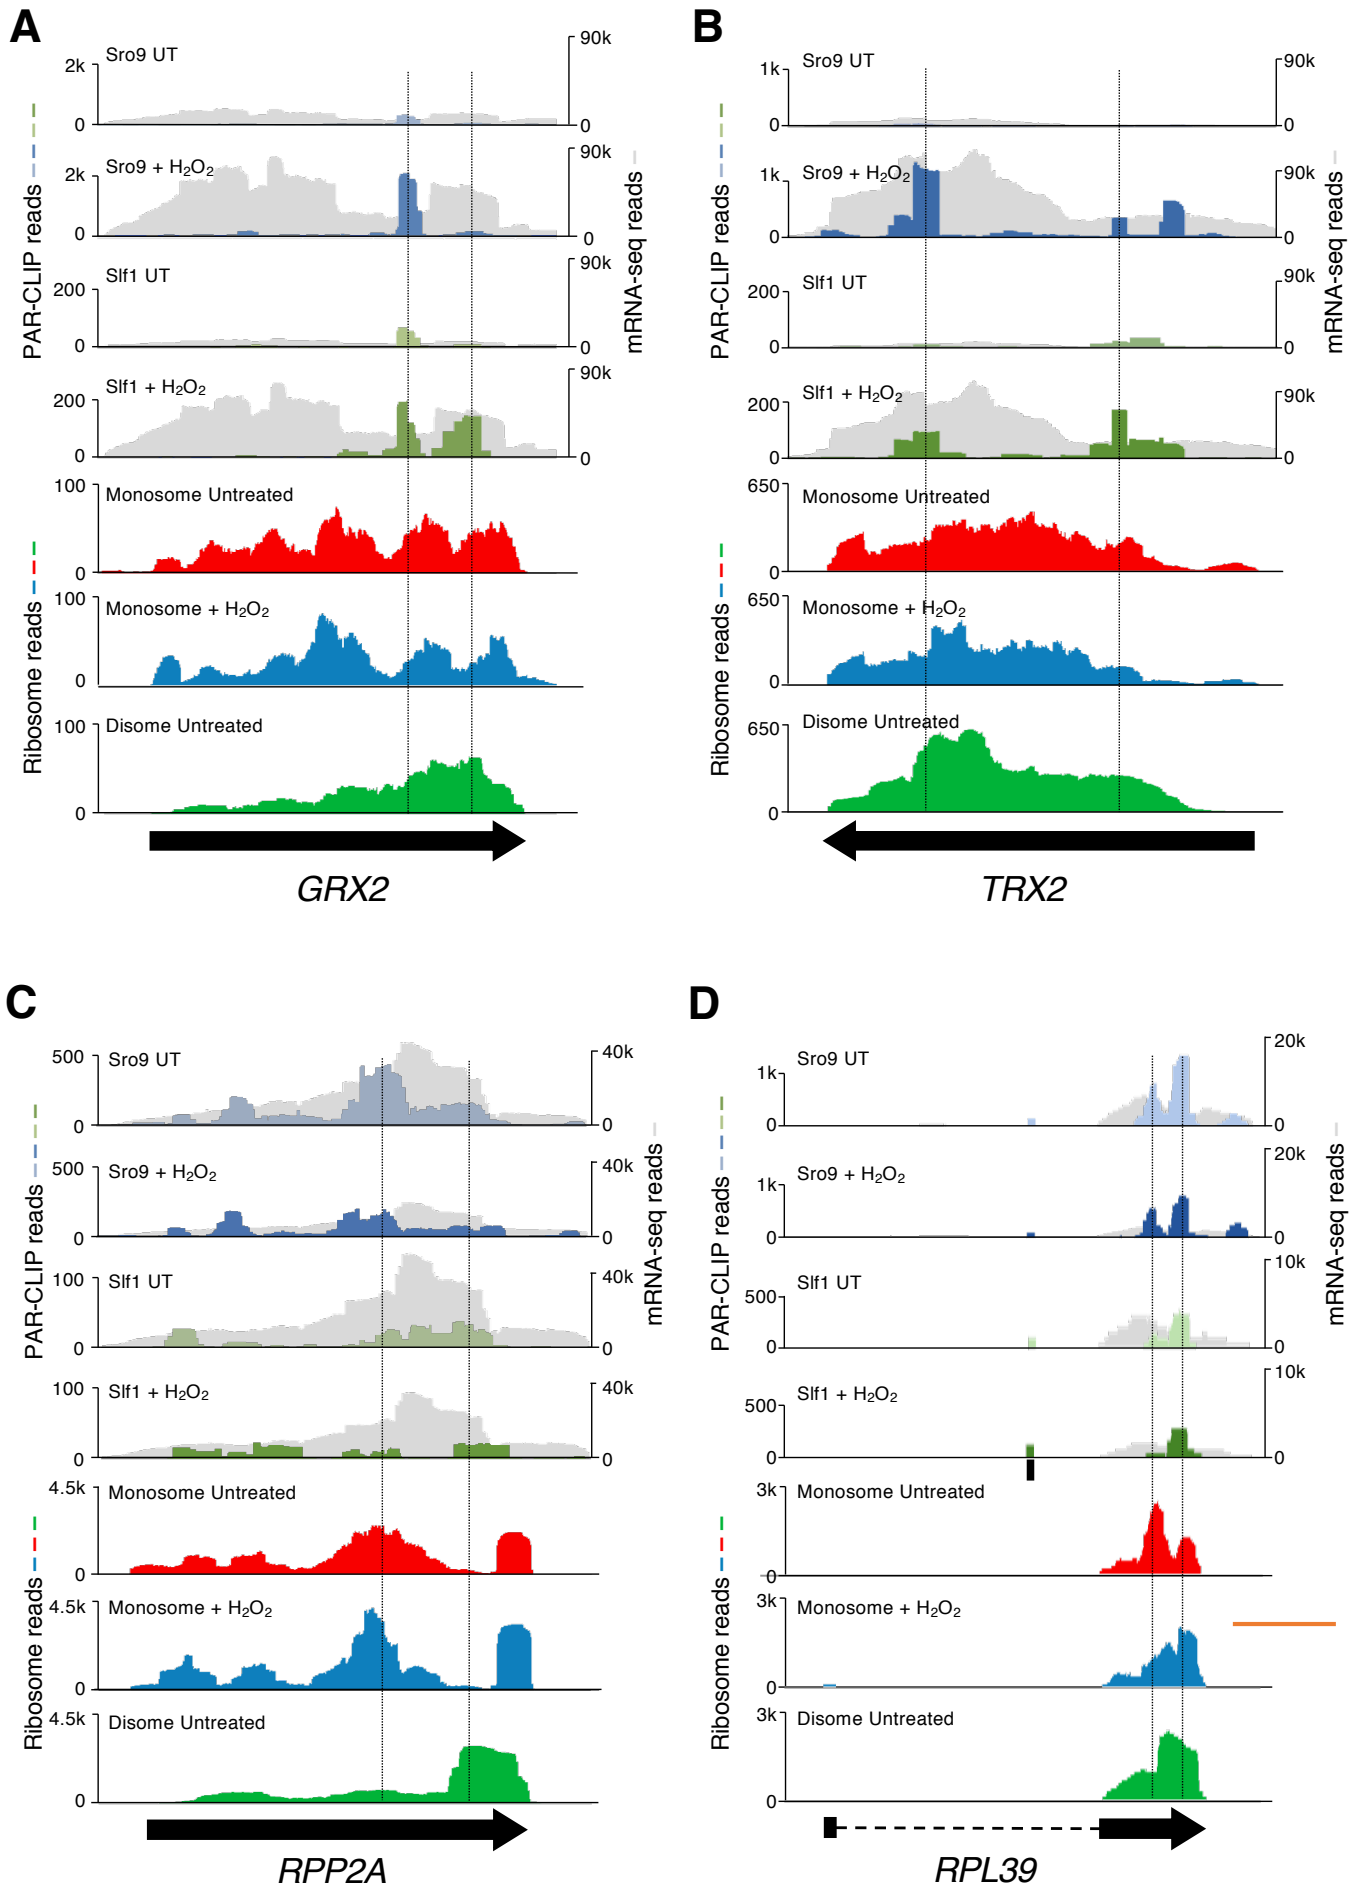

## Supplementary Figure 12. eIF2 phosphorylation and PAR-CLIP target RNA secondary structures.

(related to Figure 6).

**A** *slf1*Δ does not impact eIF2αP ISR response. Immunoblotting with phospho-specific antibody to eIF2 alpha. Statistics show two-way ANOVA \*\*\*\*<0.0001

**B** and **C** Box and whisker plots of PARS secondary structure analysis applied to PAR-CLIP datasets. Boxes extend from 25-75% of the data range with notches around median. The notches are  $\pm 1.58 \times \text{interquartile range(IQR)}/\sqrt{n}$  and represent the 95% confidence interval for each median. Whiskers extend to data points that are less than  $1.5 \times \text{IQR}$  away from 1st/3rd quartile. The number of mRNAs in each group is given below each plot. **B** Mean PARS scores per base for 5'UTRs, ORF and 3'UTRs for target (T) and non(T) Sro9 (blue) and Slf1 (green) and all gene controls. *P*-values were calculated using the Mann-Whitney test \*\*\*\*<0.0001. **C Left** mean PARS30 (sum of PARS scores for 30 consecutive bases) across entire mRNAs (groups defined as in B) or **right** PARS30 around major PAR-CLIP mode locations only (as defined as the best CLIP site in each target gene by Paralyser analysis of PAR-CLIP features). Inset cartoons show PARS30 positions relative to PAR-CLIP sites. *P*-values were calculated using the Mann-Whitney test \*\*\*\*<0.0001, Sro9 clip sites: \*\*\**p*=0.0002 \*\**p*=0.0013, Slf1 clip sites \*\**p*=0.0061

# Supplementary Fig. 12

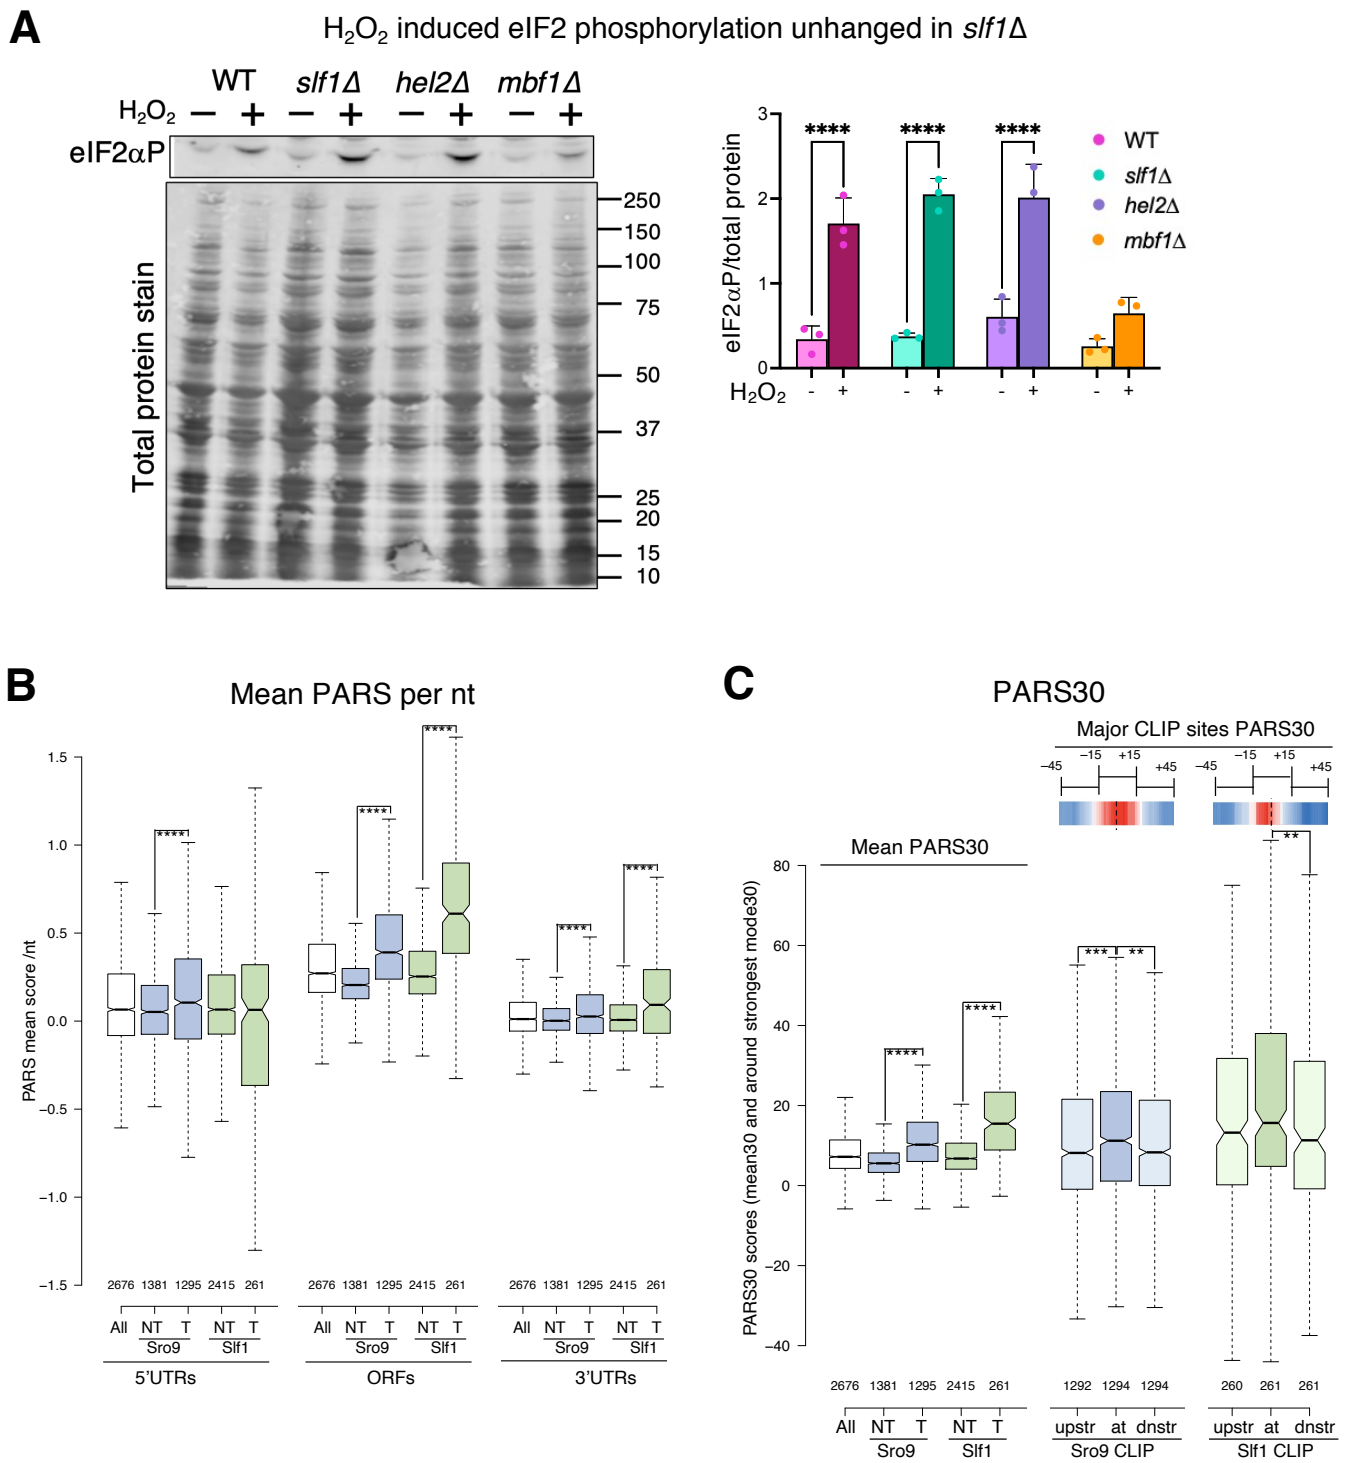

**Source data.**

Uncropped western blot images relating to Figures 3A, 6D and Supplementary Figures 1B, 1C, 3C, 6D, 7C, 12A

source western blots for figures and supplementary figures  
Fig. 3A

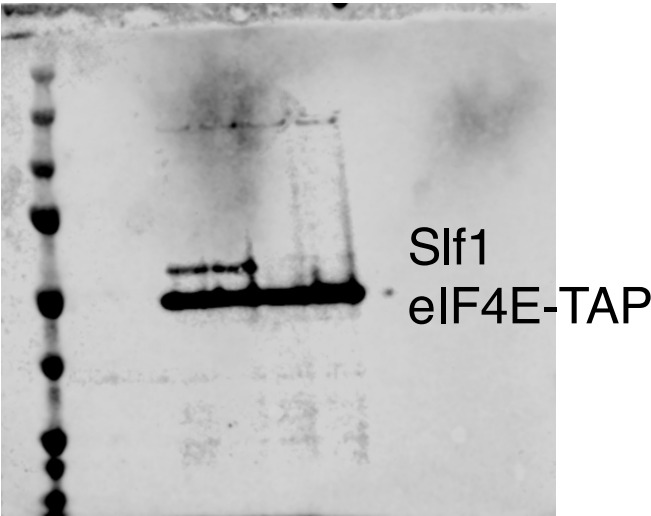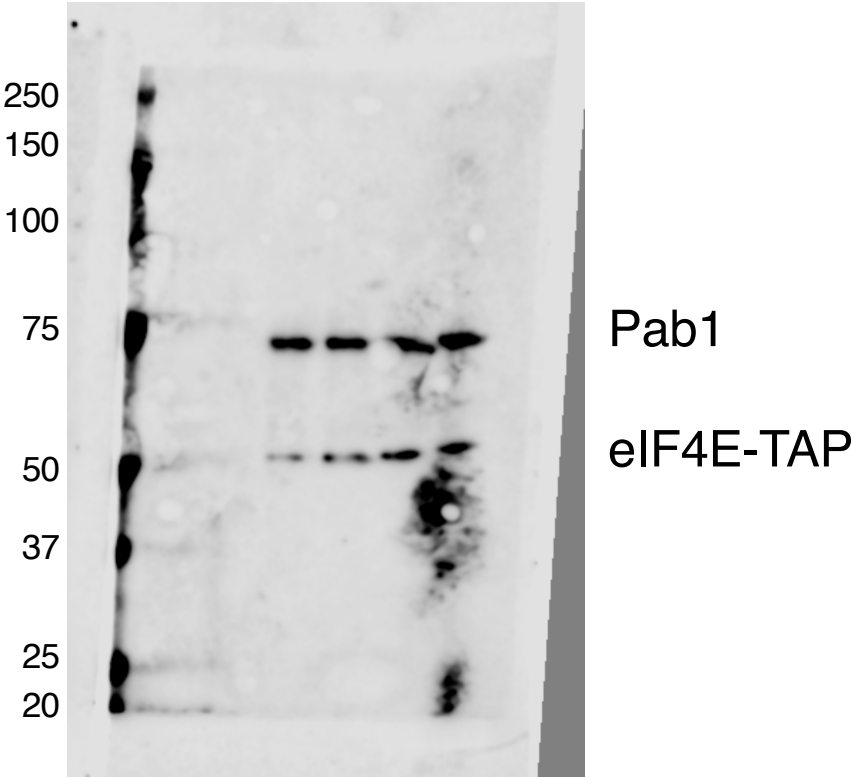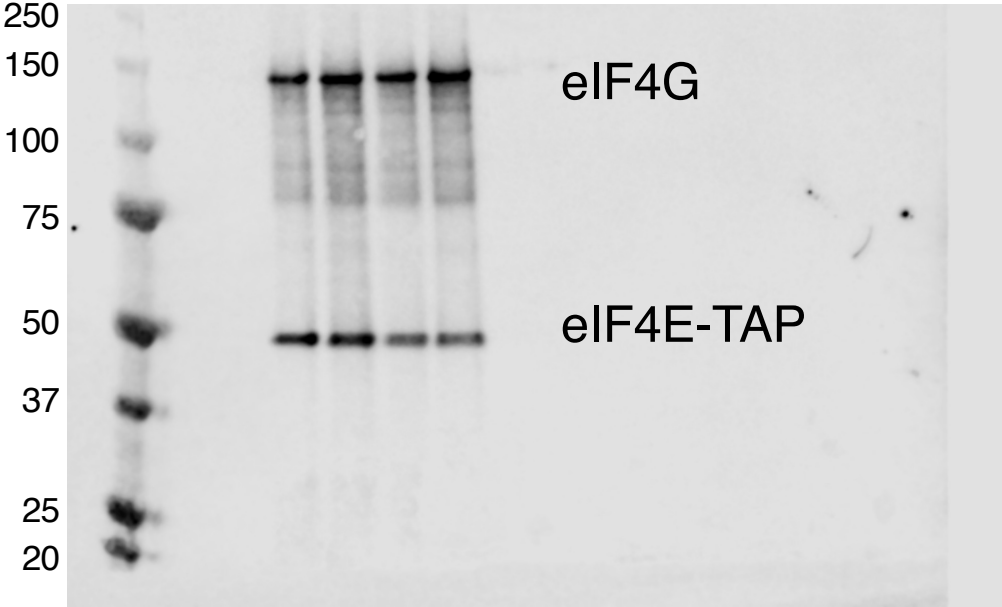

Fig. 6D

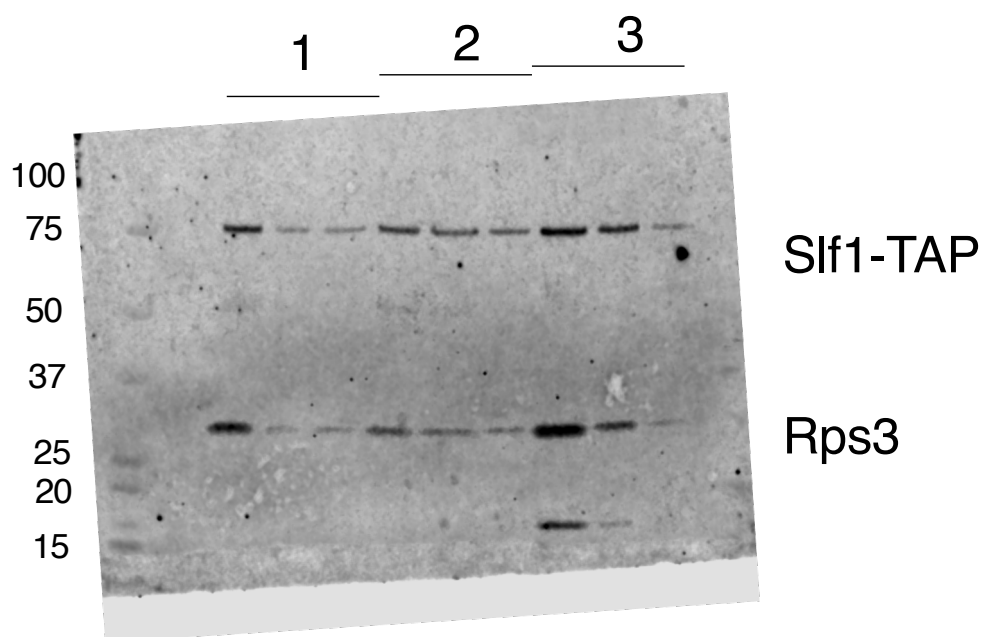

Supplementary Fig. 1B

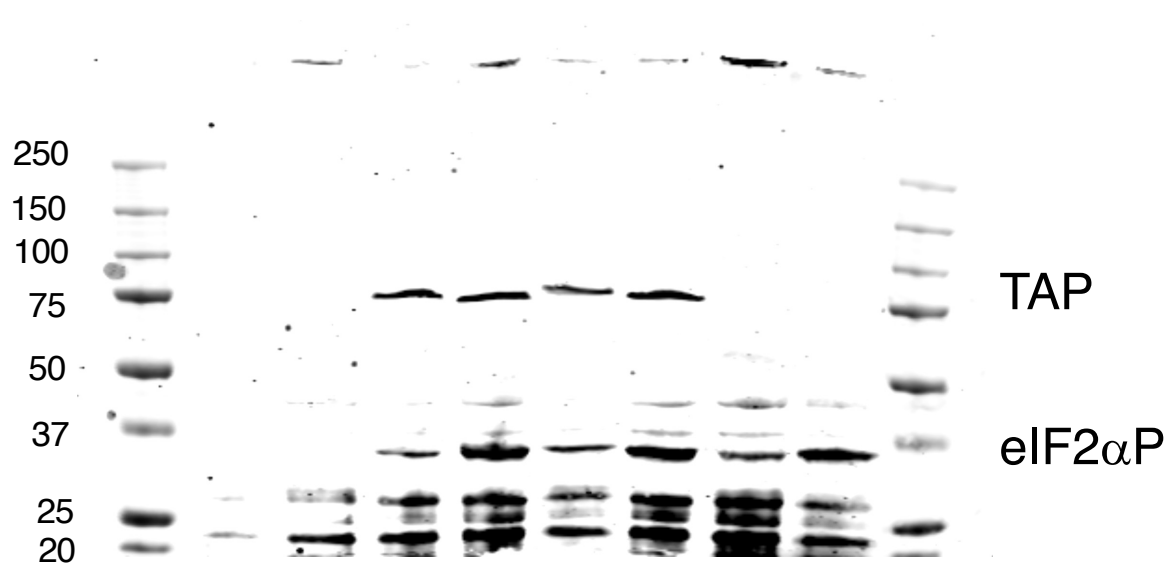

Supplementary Fig. 1C

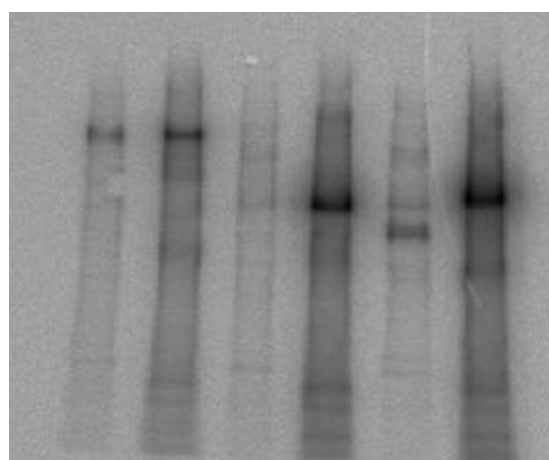

$^{32}\text{P}$  signal

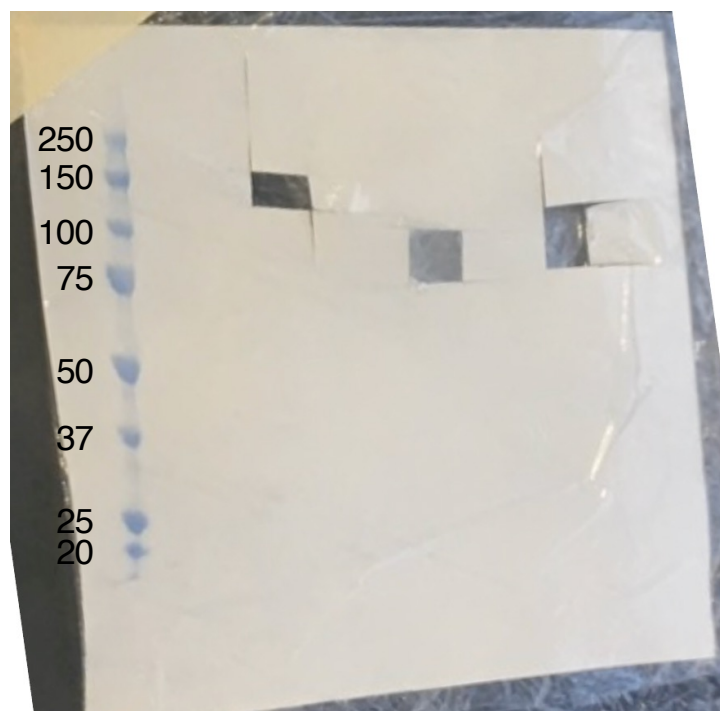

membrane following band excision

Supplementary Fig. 3C

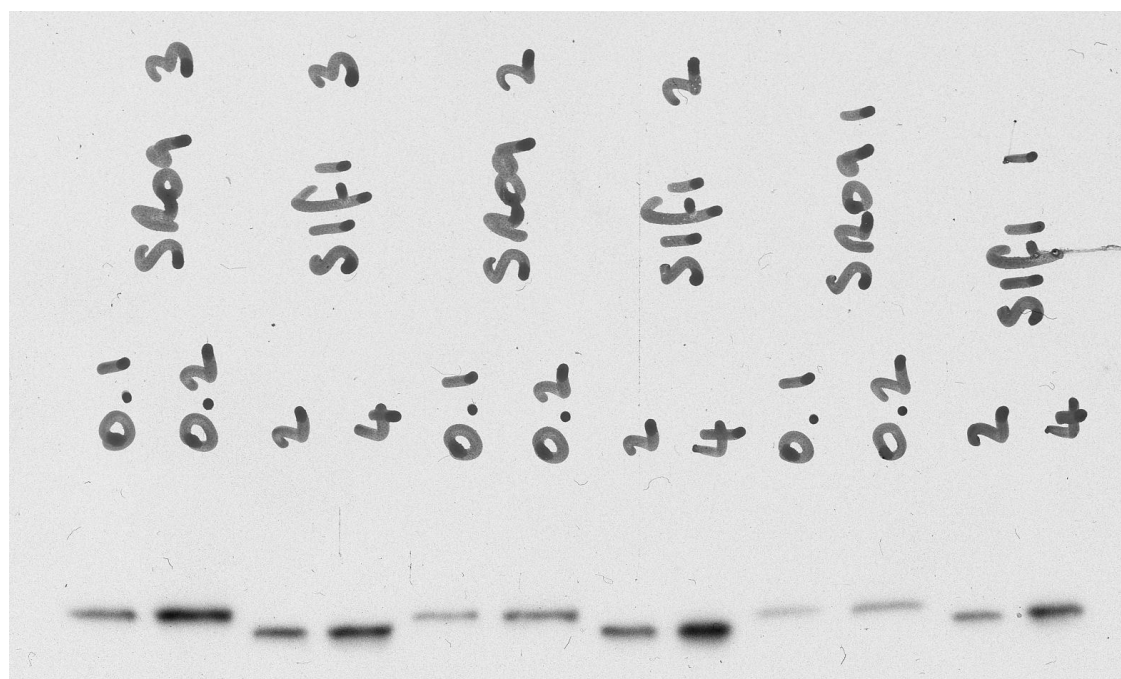

Supplementary Fig. 6D

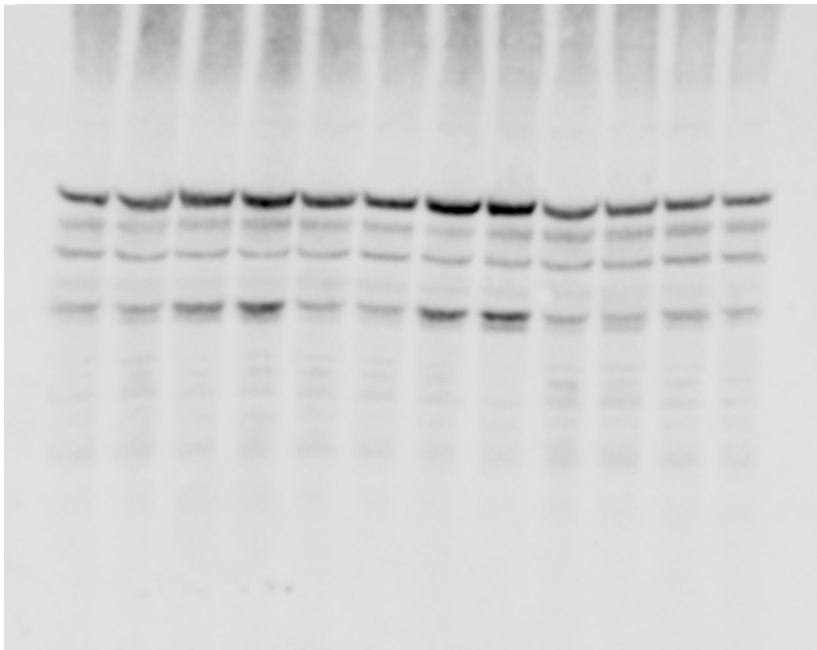

Zwf1  
58 kDa

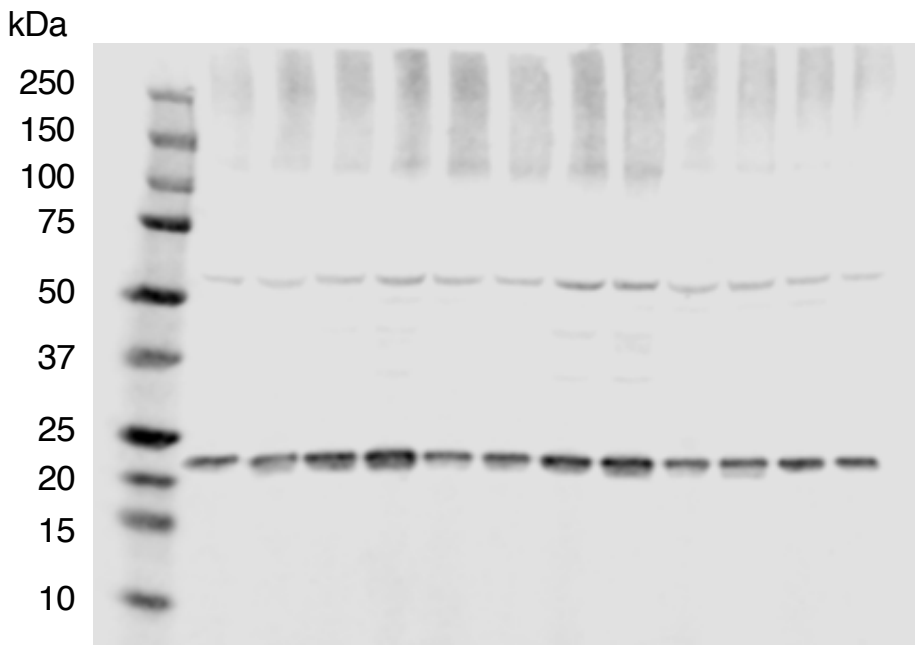

Tsa1  
22 kDa

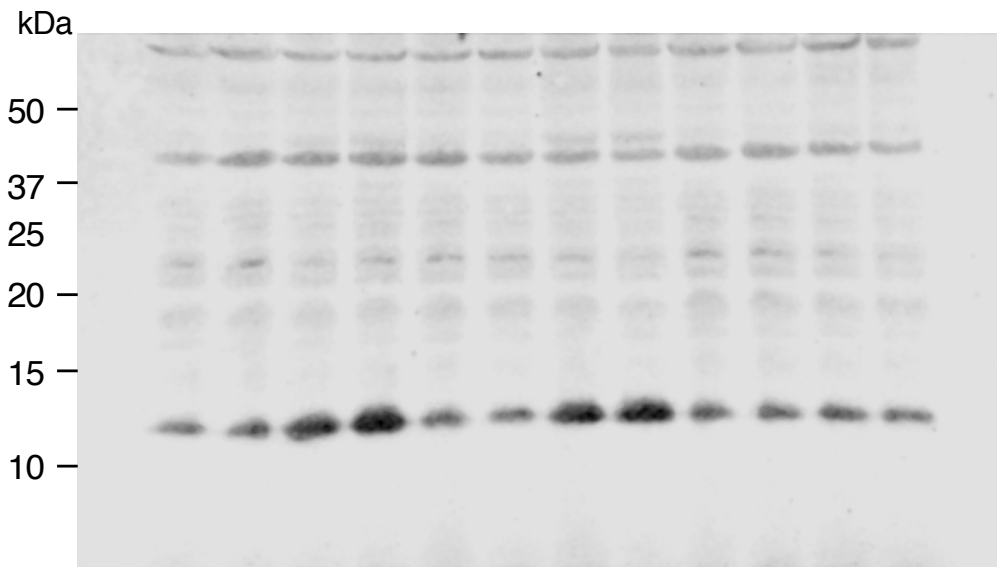

Trx2  
11kDa

Supplementary Fig. 6D

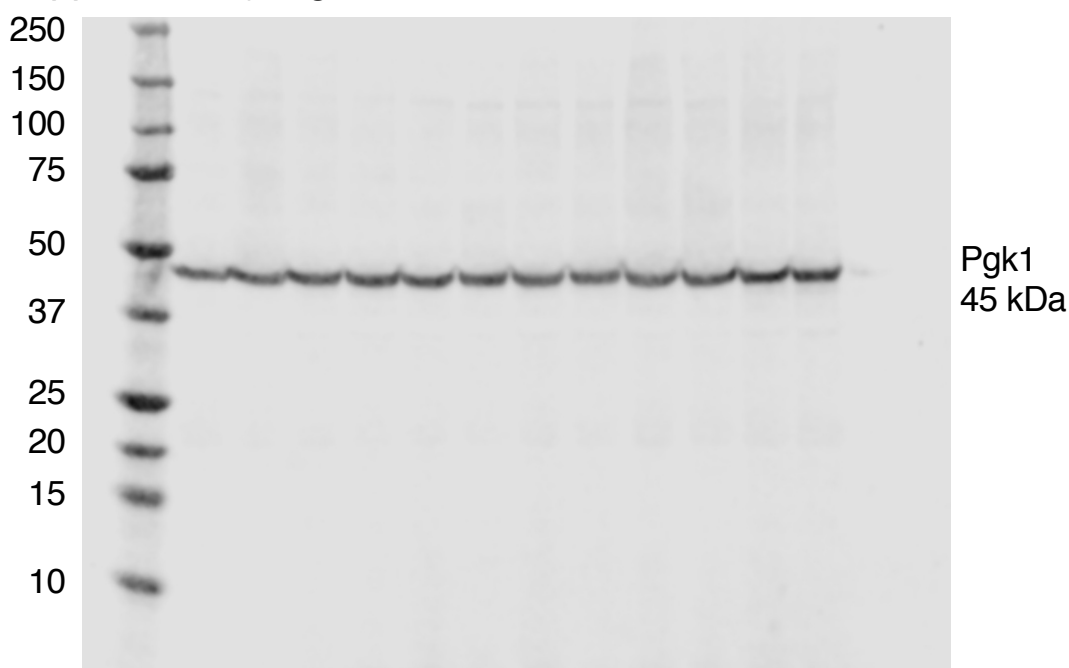

Supplementary Fig. 7C

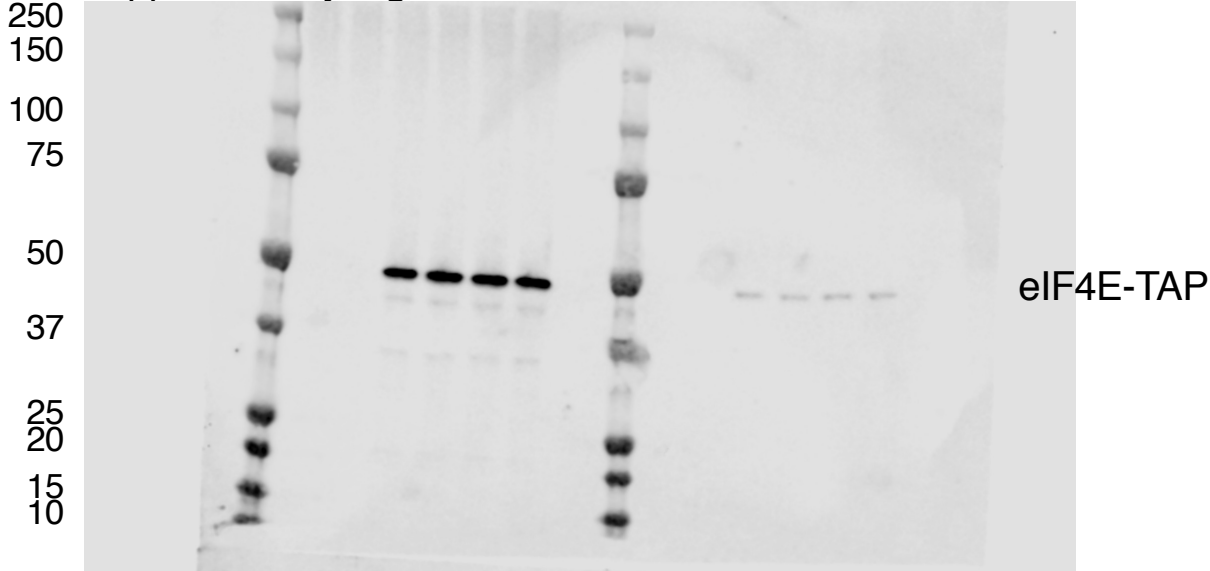

Supplementary Fig. 12A

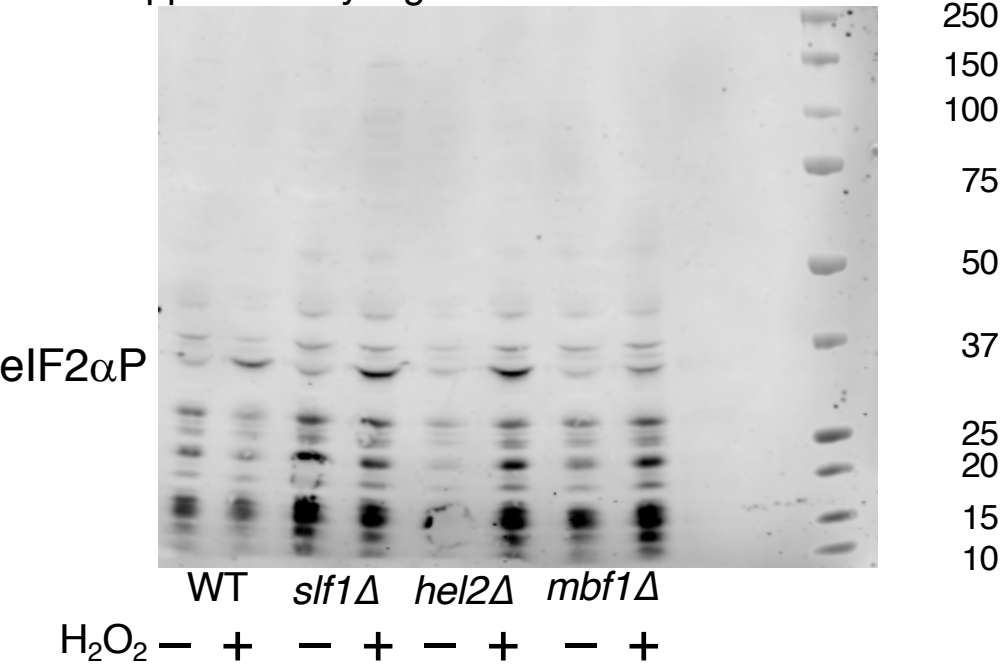

## Supplementary Material References

1. Madeira, F., Pearce, M., Tivey, A.R.N., Basutkar, P., Lee, J., Edbali, O., Madhusoodanan, N., Kolesnikov, A. and Lopez, R. (2022) Search and sequence analysis tools services from EMBL-EBI in 2022. *Nucleic Acids Res.*
2. Kershaw, C.J., Costello, J., Castelli, L.M., Talavera, D., Rowe, W., Sims, P.F.G.H., Ashe, M.P., Hubbard, S.J., Pavitt, G.D. and Grant, C.M. (2015) The yeast La Related Protein Slf1p is a Key Activator of Translation During the Oxidative Stress Response *Plos Genet.*, **11**, e1004903.
3. Opitz, N., Schmitt, K., Hofer-Pretz, V., Neumann, B., Krebber, H., Braus, G.H. and Valerius, O. (2017) Capturing the Asc1p/Receptor for Activated C Kinase 1 (RACK1) Microenvironment at the Head Region of the 40S Ribosome with Quantitative BioID in Yeast. *Mol Cell Proteomics*, **16**, 2199-2218.
4. Kramer, K., Sachsenberg, T., Beckmann, B.M., Qamar, S., Boon, K.L., Hentze, M.W., Kohlbacher, O. and Urlaub, H. (2014) Photo-cross-linking and high-resolution mass spectrometry for assignment of RNA-binding sites in RNA-binding proteins. *Nat Methods*, **11**, 1064-1070.
5. dos Reis, M., Savva, R. and Wernisch, L. (2004) Solving the riddle of codon usage preferences: a test for translational selection. *Nucleic Acids Res*, **32**, 5036-5044.
6. Wu, C.C., Zinshteyn, B., Wehner, K.A. and Green, R. (2019) High-Resolution Ribosome Profiling Defines Discrete Ribosome Elongation States and Translational Regulation during Cellular Stress. *Mol Cell*, **73**, 959-970 e955.
7. Weinberg, D.E., Shah, P., Eichhorn, S.W., Hussmann, J.A., Plotkin, J.B. and Bartel, D.P. (2016) Improved Ribosome-Footprint and mRNA Measurements Provide Insights into Dynamics and Regulation of Yeast Translation. *Cell reports*, **14**, 1787-1799.
8. Costello, J., Castelli, L.M., Rowe, W., Kershaw, C.J., Talavera, D., Mohammad-Qureshi, S.S., Sims, P.F.G.H., Grant, C.M., Pavitt, G.D., Hubbard, S.J. *et al.* (2015) Global mRNA selection mechanisms for translation initiation. *Genome Biol.*, **16**, 10.
9. Meydan, S. and Guydosh, N.R. (2020) Disome and Trisome Profiling Reveal Genome-wide Targets of Ribosome Quality Control. *Mol Cell*, **79**, 588-602 e586.

How the deposited data were processed for this re-analysis (not part of the article)

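The study measured RNA bound by the yeast LARPs Sro9 and Slf1 by PAR-CLIP, in untreated cells and after H2O2, and total RNA of WT, sro9Δ and slf1Δ cells in the same conditions, all with 2 replicates. It also holds 8 total RNA libraries of the tagged strains. They entered only as alternative denominators of the Sro9 enrichment, because their labels conflict with other information.

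For PAR-CLIP, the authors trimmed reads with Trim Galore 0.6.5, mapped them with Bowtie 1.2.0 to the R64 genome (at most 2 mismatches, at most 10 places) and called clusters in each library with PARalyzer. The deposited cluster tables give counts, whole numbers of reads and of conversion events per cluster. They also hold a fraction for each cluster, the deposited PARalyzer score at the mode, which was used in no test. For total RNA, the authors depleted rRNA, mapped with Bowtie and counted reads per feature with featureCounts, and the deposited values are these counts without normalization.

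Clusters were kept with at least 5 reads, at least 2 T–C conversions and 11 to 100 nt. The plan assumed that the tables name the annotated feature of each cluster. They do not, so locations come from the reference annotation, which has no UTRs, with 200 nt after the stop codon and 100 nt before the start codon in their place. Each cluster took the feature under its mode. Where the mode lay outside every gene or in a flank, the RNA gene it overlapped most was taken, or, with no feature under the mode, any feature. This replaced a rule by the mode alone after values had been seen, because the mode of a strong tRNA cluster lay just past its gene, and the rule by the mode alone is kept as an alternative. Targets are mRNAs with a kept cluster in both replicates. Because the strongest cluster of a site gives its position, the reported modes of neighbouring sites were less than 10 nt apart in 6 of 7051 pairs for Sro9 untreated and 7 of 9035 after H2O2, and in 0 of 957 and 0 of 587 pairs for Slf1. A motif or a read in overlapping sites counts in each of them where sites are the units.

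The depth sets what can be seen. A feature with no cluster in a PAR-CLIP library can have had fewer than 5 reads. In total RNA, 3 counts stand as the floor for a gene with no counts. In the 12 untagged libraries, between 1.59% and 91.8% of the counts fell on 37 features, those of the rRNA locus and the mitochondrial rRNA genes.

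Total RNA counts were fitted with edgeR 4.0.16 in R 4.3.3, with 6 groups and 6 residual degrees of freedom, and calls were made at an adjusted p under 0.05. DESeq2 1.42.0 was an alternative. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. Gene sets, coding lengths and abundances were compared by Fisher's exact tests and by permutation across genes (100000 resamples), positions by 10000 draws on uridines and motifs by 1000 draws of windows. The abundance-matched odds ratio is a Mantel-Haenszel estimate over 10 deciles. The pairing of replicate numbers comes from the methods, which split cultures for the treatment.

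Most of the genes named were set by a rule. They are the genes the paper names for these assays, a list of antioxidant enzyme genes, the 10 genes with the largest change in WT among those past the threshold and changed the same way in both replicates, the 5 genes with the smallest adjusted p in the difference between slf1Δ and WT, and the 3 mRNAs with the most cluster reads in each dataset. Outside the rule, and chosen after their values had been seen, are the genes named among the Slf1 targets outside the Sro9 set and those named for sites in introns. The largest changes in WT (log2) were SUT668 9.26, SRX1 9.22, HSP30 8.12, OYE3 8.01, TSA2 7.86, YDL218W 6.91, GTT2 6.86, HBN1 6.76 and DDR2 6.71. SUT668 and SRX1 had nearly the same counts in each library (10357 and 1359 against 10318 and 1356 in WT after H2O2). They cannot be told apart as separate changes. DDR2 had 0 and 90 counts in untreated WT and ran from 6.06 to 13.9 with 1 library left out, so its place is not fixed. The rule also picked snR54, which had 0 counts in both WT libraries after H2O2 and was at least 1.29-fold lower there by the floor of 3 counts, so it has no rank. The smallest adjusted p of the difference, 0.0748 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was shared by FMP45 (-4.09), DAK2 (-3.52), TIS11 (-2.26), YLR198C (2.87) and HXT7 (-3.13).

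The steps were tested on simulated data. With 200 changed genes among 7186, 94.5% were recovered in WT with 12 false calls among 201, and 63.5% in the interaction. The changed genes were chosen among those with higher counts, and their median absolute log2 change was 2.01 in WT. All libraries were simulated with the same mix of RNAs, so the unequal rRNA shares were not covered. These shares do not give the power for smaller changes, such as the antioxidant interaction median of -0.73. Simulated clusters with 400 targets and 600 non-targets were recovered exactly in 4 of 4 datasets. Over 200 random sets of 300 genes, the permutation test called 10 (5%) without a shift and 198 (99%) with a shift of 300 nt. Alternatives were tried for the read minimum, replicates, site grouping, flanks, assignment, backgrounds, normalization, filter and blocking. Polysome fractions, qRT-PCR, western blots, ribosome profiling, codon adaptation and 5′UTR lengths were not analysed here.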

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

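Both tests of this part were chosen after the intron counts had been seen, but before the values they measure. On target mRNAs, 50 binding sites had their mode inside an annotated intron, a location the paper does not discuss. They lay in 30 genes, with 28 sites for Sro9 untreated, 20 for Sro9 after H2O2, 2 for Slf1 untreated and 0 for Slf1 after H2O2. The sites had 5 to 285 reads (median 13), where 5 is the smallest number kept. As sites are defined here, by their modes, a site in both replicates appeared 4 times, on RPS9A in both Sro9 conditions (285 and 100 reads), on RPS13 (21 reads) and on PSP2 (52 reads) in untreated Sro9. Merged where clusters overlap, an alternative chosen after seeing the data, the 50 sites formed 47 locations, 7 of them with clusters of both replicates, which adds ECM33 in both Sro9 conditions and HAC1 after H2O2. These genes were chosen after their values had been seen.

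One technical explanation is that clusters reach from an exon into the intron. Of the 50 sites, 6 overlapped an annotated exon, too many to exclude this for a minority and too few to account for the rest. Another is that the reads fit several places in the genome. The sequence of 1 of the 50 sites, on RPS21A, occurred more than once, so reads that map to several places in the genome were not a general source. Slf1 had fewer reads on mRNAs, so its lower number of sites cannot be told apart from that. The pattern cannot be told apart from clusters that reach in from an annotated exon for these 6 sites. Binding to unspliced RNA may explain the others, as a hypothesis only, and unannotated exons were not tested.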

How the results depend on the processing

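The tests on settings in this part were planned before the data were examined, except for the flanks of 100 and 50 nt and of 400 and 200 nt, the feature under the mode only, the difference in mean length the crossed replicate block and the merging of intron sites, which were chosen after seeing the data. Over all settings 1196 values of 153 results were compared. Besides the values below, 150 other values changed, 25 weaker, 15 stronger and 110 moved. The cause was not tested for any change. Shares and other values are in the order Sro9 untreated, Sro9 after H2O2, Slf1 untreated and Slf1 after H2O2 where 4 are given.

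With library size only, in place of TMM, the WT response had 0 features higher and 0 lower (248 at unadjusted p under 0.05), sro9Δ had 5 and 0, and slf1Δ had 0 and 0 (117 at unadjusted p under 0.05). The median change over all features was then -0.56 in WT, 1.56 in sro9Δ and -0.48 in slf1Δ, so the antioxidant medians of 1.92, 3.93 and 1.50 are read against these shifts, and 0, 2 and 0 antioxidant genes were called higher. With DESeq2 the interaction of slf1Δ with WT had 31 higher and 19 lower, that of sro9Δ 14 and 2, and the antioxidant median in slf1Δ was 1.86. With no low-count filter the slf1Δ interaction had 2 higher and 4 lower. With only the strains compared in the fit, 862 features fell in slf1Δ (56.4% of calls higher against 66.5%) and 649 in sro9Δ. With the replicate block the slf1Δ interaction had 33 higher and 17 lower and the antioxidant median in slf1Δ was 1.86, and with the crossed replicate block 15 and 20. The pairing check gave r = -0.14 in WT, -0.04 in sro9Δ and 0.19 in slf1Δ. Counts of calls without a replicate were not made, since 1 library of an arm would be left. Other splits of the samples were not tested with 2 libraries per group.

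With at least 20 reads per cluster, targets numbered 688, 758, 121 and 101, the median target had 3, 3, 2 and 2 sites, and ORFs held 76.3%, 75.7%, 56.3% and 56.3%. Slf1 sites after the stop codon were then 6.38% and 5.93%, YGSU lay in 72.0% and 71.7% of Slf1 sites without passing 0.05, the Sro9 enrichment differences of 0.35 and 0.25 no longer passed, and 74.0% of the Sro9 targets after H2O2 were also targets untreated. With a cluster in either replicate, targets numbered 2969, 3313, 917 and 707, the median sites per target were 2, 2, 1 and 1, the Sro9 ORF length differences were -10.5 nt (no longer past the threshold) and 88.5 nt (reversed), and 73.3% of the Sro9 targets after H2O2 were also targets untreated. Under the same setting Slf1 after H2O2 had 9.26% of sites after the stop codon and 32.8% of 5′ ends in frame 1 (reversed), and the untreated Slf1 oxidoreductase odds ratio of 1.90 passed the threshold.

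With sites with a mode within 10 nt in both replicates only, ORFs held 71.0%, 75.3%, 48.5% and 46.1%, the 200 nt after the stop codon 17.5%, 16.4%, 13.0% and 8.77%, and the median sites per target were 1, 1, 1 and 1. YGSU lay in 52.9% and 52.5% of Slf1 sites and in frame 0 in 87.2% and 89.3% of copies, none of the 4 past the threshold. The 5′ ends of Slf1 sites were then in frames 0, 1 and 2 in 39.2%, 33.3% (reversed) and 27.5% untreated and 38.6%, 28.7% (reversed) and 32.7% after H2O2, and the 3′ ends after H2O2 in 31.7%, 28.7% and 39.6%, none past the threshold. With sites merged where clusters overlap, the median sites per target were 3 and 3 for Sro9 and 2 for Slf1 after H2O2, with 81.8% of Sro9 sites after H2O2 in ORFs and 8.97% of Slf1 sites after H2O2 after the stop codon. With sites whose 3′ end is not a G, 3′ frame 0 held 27.4% and 27.6% for Sro9 and 5′ frame 1 held 32.8% for Slf1 after H2O2, all reversed. For 3′ frame 0 the filter lowers the share by itself, since the sites left out had 54.7% and 55.1% of 3′ ends there. With sites weighted by cluster reads, the last 20% of the ORF held 26.8%, 28.7%, 26.6% and 23.0%, no longer past the threshold.

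Against a background matched on WT abundance, the oxidoreductase odds ratios were 1.05, 1.05, 0.90 (reversed) and 1.36, none past the threshold, and against all protein-coding genes that of untreated Slf1 was 1.66 and passed. Without ribosomal protein genes the ORF length differences were -64.5, -21, -70.5 and -102 nt, none past the threshold, and by the difference in mean length Sro9 after H2O2 gave -49.0 nt, no longer past it. With the feature under the mode only, tG(GCC) held 0.139%, 0.148%, 0% and 0% of tRNA cluster reads, so this result depends wholly on the assignment. ORFs then held 82.7% for Sro9 after H2O2 and 76.0% for Slf1 untreated, and Slf1 sites after the stop codon were 11.8% and 9.93%. With 100 and 50 nt flanks, the stretch after the stop codon held 11.3%, 10.7%, 8.70% and 7.16% and ORFs 82.8% and 84.3% for Sro9. With 400 and 200 nt, it held 14.7%, 12.0% and 9.74% for Sro9 after H2O2 and Slf1 in both conditions, and ORFs 80.3% for Sro9 after H2O2.

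Leaving out each replicate in turn gave these ranges, for the antioxidant median log2 fold change in slf1Δ 1.70 to 2.07, for the antioxidant Pearson r of WT and slf1Δ across genes 0.971 to 0.981, for the GRX2 log2 fold change, slf1Δ against WT -1.26 to 0.11. With either replicate left out the values were, for the TSA1 log2 fold change, slf1Δ -0.24 to 0.99, for the TSA2 log2 fold change, slf1Δ against WT -1.27 to 0.0946. The share in ORFs was 76.9% to 80.6% (Sro9 untreated), 80.3% to 80.7% (Sro9 H2O2), 64.6% to 72.2% (Slf1 untreated) and 60.0% to 72.3% (Slf1 H2O2). Leaving out one replicate gave, for the median number of sites per target 1 in both (Sro9 untreated), 2 in both (Sro9 H2O2), 1 in both (Slf1 untreated), 1 in both (Slf1 H2O2), for the oxidoreductase odds ratio 1.37 to 1.85 (Sro9 untreated), 2.12 to 2.23 (Sro9 H2O2), 1.64 to 1.88 (Slf1 untreated), 2.39 to 2.56 (Slf1 H2O2), for the median ORF length difference in nt -84.0 to -45.0 (Sro9 untreated), -19.5 to 10.5 (Sro9 H2O2), -219 to -144 (Slf1 untreated), -210 to -130.5 (Slf1 H2O2). From one library alone came for the abundance difference 2.05 to 2.1045 (Sro9 untreated), 2.09 to 2.19 (Sro9 H2O2), 2.72 to 3.51 (Slf1 untreated), 3.30 to 4.43 (Slf1 H2O2), for the share of ORF sites in the last 20% 32.4% to 33.1% (Sro9 untreated), 31.2% to 31.7% (Sro9 H2O2), 27.9% to 28.9% (Slf1 untreated), 28.0% to 28.6% (Slf1 H2O2), for the share of ORF sites with a motif 49.1% to 49.9% (Sro9 untreated), 45.8% to 49.1% (Sro9 H2O2), 55.1% to 57.8% (Slf1 untreated), 57.1% to 61.0% (Slf1 H2O2). Leaving out each replicate in turn gave these ranges, for the share of motifs in frame 0 81.2% to 81.2% (Sro9 untreated), 78.4% to 80.5% (Sro9 H2O2), 84.4% to 85.8% (Slf1 untreated), 86.9% to 87.0% (Slf1 H2O2), for the 5′ end frame 0 36.6% to 37.0% (Sro9 untreated), 33.1% to 35.3% (Sro9 H2O2), 37.7% to 45.1% (Slf1 untreated), 38.2% to 41.4% (Slf1 H2O2), for the 5′ end frame 1 37.3% to 37.9% (Sro9 untreated), 31.0% to 35.3% (Slf1 untreated), 32.6% to 34.7% (Slf1 H2O2). With either replicate left out the values were, for the 5′ end frame 2 25.5% to 25.7% (Sro9 untreated), 23.9% to 27.0% (Slf1 untreated), 26.0% to 27.1% (Slf1 H2O2), for the 3′ end frame 0 36.0% to 37.0% (Sro9 untreated), 31.1% to 36.2% (Slf1 untreated), 30.3% to 31.5% (Slf1 H2O2), for the 3′ end frame 1 25.3% to 25.7% (Sro9 untreated), 24.8% to 26.9% (Slf1 untreated), 24.1% to 26.6% (Slf1 H2O2). Leaving out one replicate gave, for the 3′ end frame 2 37.7% to 38.3% (Sro9 untreated), 36.4% to 37.2% (Sro9 H2O2), 38.9% to 42.0% (Slf1 untreated), 43.0% to 44.4% (Slf1 H2O2), for the share after the stop codon 13.4% to 14.6% (Sro9 H2O2), 9.09% to 9.16% (Slf1 H2O2), for the number of target mRNAs 437 to 778 (Slf1 untreated), 293 to 610 (Slf1 H2O2). From one library alone came for the ribosomal protein odds ratio 106 to 221 (Sro9 untreated), 47.0 to 63.6 (Sro9 H2O2), 35.6 to 54.5 (Slf1 untreated) and 25.4 to 27.9 (Slf1 H2O2). The share of Slf1 targets also bound by Sro9 was then 82.9% to 90.4% (untreated) and 89.8% to 91.1% (H2O2). The Sro9 enrichment difference was 0.0408 to 0.40 (untreated) and 0.45 to 0.54 (H2O2). Leaving out each replicate in turn gave, for the share of untreated targets also found after H2O2, 72.7% to 79.5% (Sro9) and 27.1% to 61.1% (Slf1). The share of H2O2 targets also found untreated was 65.5% to 69.1% (Sro9) and 43.8% to 72.0% (Slf1). The share of the tRNA cluster reads on tG(GCC) was 19.5% to 21.4% (Sro9 untreated).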

Differences from the paper's values

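For ZWF1 in slf1Δ, Supplementary Figure S6C of the paper shows a log2 fold change of about 1.2, read by eye, against 1.34 here. The alternatives set before the data were examined gave 1.32 with DESeq2, 0.94 with library size only, 1.35 with no low-count filter, 1.34 with the replicate block and 1.35 with only the strains compared, and leaving out a replicate gave 1.14 to 1.51. The standard error of the value here was 0.38, more than its distance from the value read by eye.

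The paper states that Sro9 targets are longer than non-targets on average. Here their median coding sequence differed by -147 nt untreated and by -87 nt after H2O2. A positive difference after H2O2 came with a cluster in either replicate (88.5 nt) and at the upper end of leaving out a replicate (10.5 nt).

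The paper states that the Sro9 targets include all Slf1 targets in unstressed cells, and here 290 of 298 were included. It states that removing ribosomal protein genes affects the length preference of Slf1, and here the differences of both LARPs no longer passed the threshold without them. It states that oxidoreductases are enriched independent of treatment. For untreated Slf1 the odds ratio here was 1.61 (Fisher's exact test, p = 0.0717), and it passed the threshold against all protein-coding genes (1.66) and with a cluster in either replicate (1.90). Against genes of matched WT abundance the odds ratios were 1.05 and 1.05 for Sro9 and 0.90 and 1.36 for Slf1, untreated and after H2O2, and none passed the threshold. It states a bias towards the 3′ end also by read density, and weighted by cluster reads the shares here were 26.8%, 28.7%, 26.6% and 23.0%, none of which differed from the uridine positions at p under 0.05. It states that tA(AGC) was not crosslinked, and here 1 cluster of 8 reads was found in 1 library.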

Other observations

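The tests in this part were planned before their results were seen, except the test of tRNA cluster sequences found in more than 10 places and the thinning by mapped reads, which were chosen after.

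The near absence of tA(AGC) was weighed against the mapping. Of the 117 tRNA genes with more than 10 identical copies, 23.1% had a cluster (27 genes), against 153 of 158 other tRNA genes (96.8%). No cluster can form from sequence found in more than 10 places, because the mapping drops such reads, so the count of 0 among 1230 tRNA clusters was fixed in advance and decides nothing. All 107 clusters on tRNA genes with more than 10 copies reached past the gene. The absence of tA(AGC) cannot be told apart from the discarding of reads that map to more than 10 places.

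The wider target set of Sro9 was weighed against a difference in depth, with fewer reads in the Slf1 libraries. Sro9 clusters thinned to the Slf1 reads on mRNA sites gave on average 403 targets untreated against 298 for Slf1, a ratio of 1.35, and 378 against 196 after H2O2, a ratio of 1.93, in 100 draws each. Reads on mRNA sites depend on binding as well as on depth, so this test cannot separate them. Thinned instead by the ratio of mapped reads in the paper's Supplementary Table S2, Sro9 clusters gave on average 1305 targets untreated, a ratio of 4.38, and 1680 after H2O2, a ratio of 8.57, in 100 draws each. The difference in mapped reads thus did not account for the wider set, while fewer reads on mRNA sites and weaker binding by Slf1 cannot be told apart.

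Uridines did not account for the 3′ position of sites, since the last 20% of the target ORFs held 19.5%, 19.5%, 19.6% and 19.6% of them. For the frames of site ends, sites that end with G were compared with the guanines of the same ORFs, since RNase T1 cuts after G. The frames differed for Sro9 (chi-square test, p = 1.3e-10 and 5.4e-14, 2402 and 3657 sites) and not detectably for Slf1 (chi-square test, p = 0.104 and 0.494, 178 and 119 sites). For Slf1 the frames of these ends cannot be told apart from the positions of guanines. Over all Slf1 sites, frame 0 held 32.8% of 3′ ends untreated (Wilson interval 29.9 to 35.9) and 28.2% after H2O2 (24.7 to 32.0). Of the guanines, 52.7% lay in frame 0 in both. Only 19.0% and 20.3% of Slf1 sites ended on a G, and ends on other bases are fewer in frame 0 by that selection alone. The comparison over all Slf1 3′ ends therefore decides nothing about the source of the frames. The frame 0 share of YGSU copies in sites exceeded that in the target ORFs (Fisher's exact test, p = 3.0e-76, 1.9e-74, 2.6e-09 and 9.0e-08). Each target ORF was counted once there, however many sites it carried. The test therefore does not exclude the codon usage of the ORFs with most sites. That both LARPs detect the most abundant mRNAs accounted for part of their overlap. Genes matched in abundance to the Slf1 targets were Sro9 targets in 76.6% of cases untreated (at most 81.4% in 1000 draws) and 77.8% after H2O2 (at most 84.2%), below the shares of Slf1 targets.

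Replicates of the untagged total RNA differed widely, with SDs of the log2 difference across 5584 genes from 0.282 to 0.823. Loss of short or long transcripts was tested by Spearman's rho of this difference with coding length across genes, which was 0.448 and -0.124 for WT, -0.017 and -0.364 for sro9Δ and 0.256 and 0.098 for slf1Δ, untreated and after H2O2. It may explain part of the spread in untreated WT and in sro9Δ after H2O2. Over the 6 replicate pairs, the spread and the difference in rRNA share had Spearman's rho of 0.771 (exact permutation test, p = 0.103) and Pearson's r of 0.714 (exact permutation test, p = 0.0972), and r of 0.921 without the 2 pairs farthest on x. The spread cannot be told apart from an effect of the rRNA share. No biological explanation was tested.

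The labels of the 8 tagged total RNA libraries were tested for a mislabelled sample against the counts in Supplementary Table 3. The counts of 5 libraries equalled those listed for another strain or treatment at 98.4% to 99.0% of features, against at most 0.652% in the other columns. For 3 of the 8 libraries no readable column matched. None of the 6 libraries whose own condition was readable equalled it. For all 5 matched libraries, the name of the deposited file gives the strain, treatment and replicate of the listed counts and not those of the label. For these 5 the label thus stands alone against the file name and the listed counts, and for the other 3 the file name also differs from the label, while the counts listed for the strain, treatment and replicate in the file name were not readable.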
